# A DNMT3A PWWP mutation leads to methylation of bivalent chromatin and growth retardation in mice

**DOI:** 10.1038/s41467-019-09713-w

**Published:** 2019-04-23

**Authors:** Gintarė Sendžikaitė, Courtney W. Hanna, Kathleen R. Stewart-Morgan, Elena Ivanova, Gavin Kelsey

**Keywords:** Epigenetic memory, DNA methylation

## Abstract

DNA methyltransferases (DNMTs) deposit DNA methylation, which regulates gene expression and is essential for mammalian development. Histone post-translational modifications modulate the recruitment and activity of DNMTs. The PWWP domains of DNMT3A and DNMT3B are posited to interact with histone 3 lysine 36 trimethylation (H3K36me3); however, the functionality of this interaction for DNMT3A remains untested in vivo. Here we present a mouse model carrying a D329A point mutation in the DNMT3A PWWP domain. The mutation causes dominant postnatal growth retardation. At the molecular level, it results in progressive DNA hypermethylation across domains marked by H3K27me3 and bivalent chromatin, and de-repression of developmental regulatory genes in adult hypothalamus. Evaluation of non-CpG methylation, a marker of de novo methylation, further demonstrates the altered recruitment and activity of DNMT3A^D329A^ at bivalent domains. This work provides key molecular insights into the function of the DNMT3A-PWWP domain and role of DNMT3A in regulating postnatal growth.

## Abstract (web summary)

PWWP domains of DNMT3A and DNMT3B are proposed to interact with H3K36me3. Here the authors present a mouse model carrying a D329A point mutation in the DNMT3A PWWP domain and find this causes dominant postnatal growth retardation, with aberrant progressive gain of DNA methylation across domains marked by H3K27me3 in adult tissues.

## Introduction

DNA methylation is an epigenetic modification that can regulate gene expression by inhibiting transcription factor binding and mediating changes of chromatin conformation during development^1,2^. The inactive X chromosome, imprinted genes, transposons, and repetitive elements are silenced by DNA methylation, together with additional epigenetic modifications. Furthermore, DNA methylation plays a key role in regulating tissue-specific gene expression during development, allowing differential cellular fate determination during lineage specification^3–6^. Methylation is added de novo to DNA at carbon-5 of cytosine bases by DNA methyltransferase (DNMT) 3A, DNMT3B and DNMT3C, although the last is confined to the murine male germline^7–10^. DNA methylation is subsequently maintained by DNMT1, which localises at the replication fork, recognises hemi-methylated DNA and methylates the nascent strand^11–14^. The last member of the DNMT protein family is DNMT3L, a catalytically inactive but essential co-factor for gametic methylation events^15–17^. DNMT3A and DNMT3B show highly conserved structural similarity and partial functional redundancy, but there are biological contexts in which one protein predominates^18–20^. DNMT3B is the major DNMT required for DNA methylation programming during embryogenesis and *Dnmt3b*^*−/−*^ mice die prior to embryonic day 11.5 (E11.5)^18,20^. DNMT3A is predominantly responsible for DNA methylation in oogenesis^21,22^ and neurogenesis^23^, and *Dnmt3a*^*−/−*^ mice fail to survive more than a few weeks after birth^18^. Mutations in human *DNMT3A* are uniquely associated with haematological malignancies and growth abnormalities^24–27^, while *DNMT3B* mutations cause the Immunodeficiency, Centromeric instability, Facial anomalies (ICF) syndrome^28^.

DNMT3A and DNMT3B can methylate cytosines in both CpG and CpH contexts, but show rather limited specificity over flanking sequence composition^29–31^. Thus, post-translational modifications (PTMs) of histone tails are believed to regulate the recruitment of DNMT3s through interactions with their ADD (ATRX-DNMT3-DNMT3L) and PWWP (Pro-Trp-Trp-Pro motif) domains^32^. The ADD domain contains a motif homologous to plant-homeodomain (PHD) zinc fingers, and is shared between DNMT3s and the alpha thalassaemia/mental retardation syndrome X-linked (ATRX) protein^33,34^. The ADD domain of all DNMT3s positively interacts with the amino-terminal tail of histone 3 but is inhibited by histone 3 lysine 4 (H3K4) di-methylation or tri-methylation, marks typically associated with active chromatin^34–37^. The catalytic domain of DNMT3A is autoinhibited by the ADD domain and upon the recognition of unmethylated H3K4 a conformation change unmasks the catalytic site^37,38^.

The PWWP domain is found in DNMT3A, DNMT3B and many histone methyl-transferase or acetyl-transferase proteins^39^. In DNMT3A and DNMT3B, the domain is required for their localisation to major satellite repeats at pericentromeres^40,41^. A mutation in the PWWP domain of DNMT3B was identified in a familial ICF syndrome case, where patients showed loss of DNA methylation at satellite repeat regions^42^. In general, PWWP domains have been shown to interact with methylated histone tails, including but not limited to H3K36me3, a mark found along actively transcribed genes^39,43,44^. Biochemical studies, including chromatin precipitation and peptide arrays, have reproducibly demonstrated that the PWWP domain of DNMT3A interacts exclusively with H3K36me2/3^44–47^. Furthermore, a point mutation (D329A) in a conserved aspartic acid residue in the PWWP domain abrogated the ability of the DNMT3A-PWWP domain to bind H3K36me2 and H3K36me3 peptides or pull down H3K36me2/3-containing native nucleosomes^44–47^. The D329A mutation also reduced the preferential heterochromatin localisation of DNMT3A2 in transfected cells and decreased catalytic activity on unmethylated native nucleosomes^44^. Surprisingly, it was subsequently shown that when assayed in mouse embryonic stem (ES) cells, the PWWP domain of DNMT3B, but not of DNMT3A, was responsible for H3K36me3 recognition and associated gene body methylation, a mechanism that was also successfully modelled in yeast^48,49^. However, whilst mutations in the DNMT3B-PWWP domain or H3K36me3 depletion resulted in loss of gene body methylation in ES cells and yeast^48,49^, in epiblast-like stem cells de novo methylation was reported to occur over transcribed regions in the absence of H3K36me3^50^. Thus, the role of the PWWP domain in targeting de novo DNMTs to chromatin remains enigmatic and, in particular, highlights the necessity for in vivo studies to investigate the mechanisms targeting DNMT3A to chromatin and the function of the DNMT3A PWWP domain.

In this study, we generate mice carrying a point mutation (*Dnmt3a*^*D329A*^) in the DNMT3A-PWWP domain, which unexpectedly is gain of function and manifests phenotypically as dominant postnatal growth retardation. We show that DNMT3A^D329A^ targets H3K27me3 and bivalent chromatin-marked domains for DNA hypermethylation, which is associated with loss of repression of developmental transcription factor genes and altered histone PTM landscape. Thus, a mutation in DNMT3A predicted to abrogate an interaction with H3K36me2/3 causes a complex, gain-of-function phenotype in vivo associated with recruitment of DNMT3A towards H3K27me3-marked chromatin.

## Results

### Generation and phenotypic analysis of *Dnmt3a*^*D329A*^ mice

To investigate the in vivo significance of the DNMT3A PWWP domain, we generated a mouse carrying the previously in vitro characterised D329A mutation^44–47^ in the endogenous *Dnmt3a* locus (Fig. 1a and Supplementary Fig. 1). Mating *Dnmt3a*^*+/D329A*^ heterozygous males with wild-type females resulted in 19 out of 23 confirmed pregnancies producing a litter, with an average litter size of 8. In contrast, only 2 out of 19 confirmed *Dnmt3a*^*+/D329A*^ female pregnancies produced a litter, with an average litter size of 2 (Supplementary Table 1). Paternal transmission litters showed over 50% post-weaning survival, whilst there were no survivors on maternal transmission. *Dnmt3a*^*+/D329A*^ mothers consistently went overdue and experienced labour dystocia. To assess whether a problem in parturition accounted for the maternal transmission deficit, we performed caesarean section on *Dnmt3a*^*+/D329A*^ females and transferred offspring to foster mothers. This resulted in 45% post-natal litter survival, suggesting that the parturition failure is a dominant effect in females carrying the D329A mutation (Supplementary Table 2), a phenotype that is not explored further in this study.

**Fig. 1:**
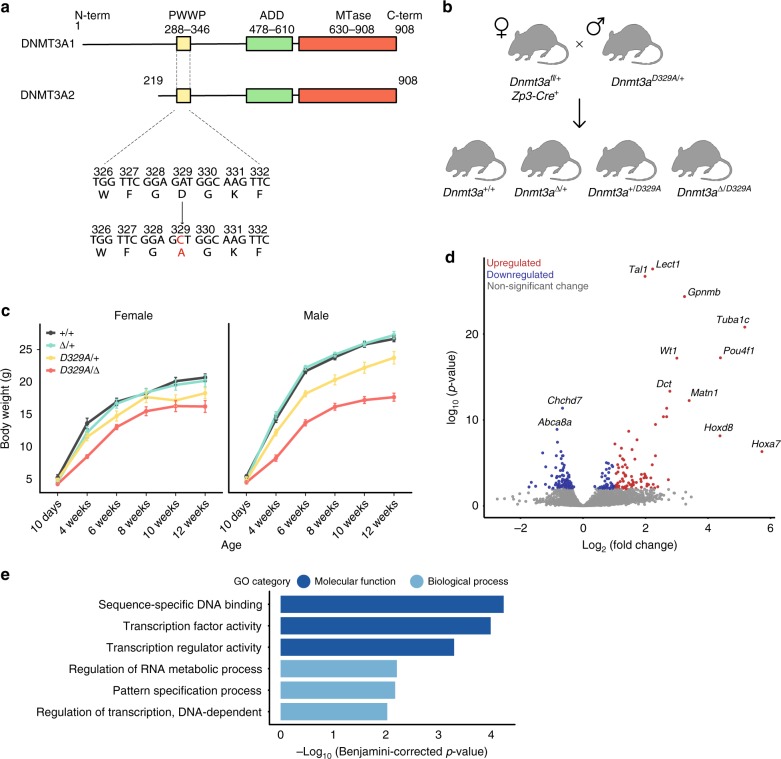
Phenotypic description of mice carrying the *Dnmt3a*^*D329A*^ allele. **a** Schematic representation of the DNMT3A protein isoforms and location of the base substitution, coloured red, introduced to generate the D329A mutation. NCBI IDs: CCDS36397.1, CCDS25784.1. Known domains are indicated by coloured boxes, based on the PROSITE database; numbers indicate amino acid residues. **b** Breeding scheme used to generate offspring of four different genotypes. *+*; wild-type allele; *fl*: *Dnmt3a* containing *loxP* sites surrounding exon 18; *Δ*: *loxP* sites after recombination leading to deletion of exon 18; *Zp3*-*Cre*: oocyte-specific *Zp3* promoter-driven *Cre* recombinase^21,22^; *D329A*: a *Dnmt3a* allele point missense mutation in exon 8. **c** Growth curves indicating change in body weight of male and female mice of different genotypes over the indicated post-natal weeks. Mixed model ANOVA (KR-method) shows overall significant change dependent on genotype and time in both sexes (*p* < 0.001, df(males) = 15,229.48, df(females) = 15,142.15), *F* = 0). Subsequent pairwise Bonferroni-adjusted *t*-test comparisons show that *Dnmt3a*^*Δ/D329A*^ males become significantly underweight at week 4 (*p* < 0.001), and *Dnmt3a*^*+/D329A*^ at week 6 (*p* < 0.001). *Dnmt3a*^*Δ/D392A*^ females become significantly underweight starting from week 4 (*p* = 0.002), with the exception of week 8 (*p* = 0.095). *Dnmt3a*^*+/D329A*^ females do not show significant change. *n* values are given in Supplementary Table 3. Error bars indicate standard error of the mean. Raw data are provided in Source Data. **d** Volcano plot showing gene expression fold change and its significance between *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^ adult (14-week) hypothalamus. Differentially expressed genes were determined using DEseq (*p* < 0.01, Benjamini–Hochberg multiple comparisons correction). *n*(*+/+*) = 5, *n(Δ/D392A*) = 4. Selected genes showing the most significant and highest fold change are named. **e** Gene ontology (GO) analysis of differentially expressed genes; only significant terms are shown. Benjamini–Hochberg corrected *p*-value < 0.1 was used as a threshold

We proceeded by transmitting the D329A mutation from males crossed to females with heterozygous oocyte-specific conditional ablation of *Dnmt3a* (*Δ*)^21,22^, thus generating four genotypes amongst offspring: +*/+*, *Δ/+*, +*/D329A* and *Δ/D329A* (where the maternal allele is listed first); the last carries the D329A mutation as the only functional *Dnmt3a* allele (Fig. 1b). Notably, *Dnmt3a*^*+/D329A*^ and *Dnmt3a*^*Δ/D329A*^ mice displayed significant postnatal growth retardation, which was more severe in the *Dnmt3a*^*Δ/D329A*^ genotype and particularly pronounced in males (Fig. 1c). In contrast, *Dnmt3a*^*Δ/+*^ offspring were indistinguishable from *Dnmt3a*^*+/+*^, indicating no haploinsufficiency of *Dnmt3a* at a phenotypic level, and showing that the *D329A* allele exhibited a gain of function. We confirmed that the growth deficit of *Dnmt3a*^*+/D329A*^ and *Dnmt3a*^*Δ/D329A*^ mice was not associated with reduced serum growth hormone or insulin-like growth factor 1, major modulators of postnatal growth (Supplementary Fig. 2).

### Transcriptional de-repression in *Dnmt3a*^*Δ/D329A*^ hypothalamus

DNMT3A plays a predominant role in de novo methylation during postnatal neurogenesis^23,51^ and the hypothalamus is involved in regulation of body weight through endocrine function, feeding behaviour and energy homoeostasis^52,53^. We therefore evaluated potential gene dysregulation by performing RNA-seq on adult (14-week) hypothalamus. 

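RNA-seq libraries were made from the hypothalamus of 5 +/+ and 4 Δ/D329A mice aged 14 weeks, with 1 library per animal, where Δ is an allele of Dnmt3a without exon 18 and D329A is the allele with the mutated PWWP domain. The authors left out 1 further Δ/D329A library of low quality. They trimmed the reads, mapped them to GRCm38 with HiSat2 and quantified them with the RNA-seq pipeline of SeqMonk, which merges the reads over the exons of a gene, corrects for length and gives log2 RPKM. The deposited table holds 25965 genes, 13 of them mitochondrial. In all 25965 genes the 9 values equalled whole numbers of reads within 0.02 reads, and a gene without a read in a library stood at 0.9 reads.

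The values were scaled to between 13381690 and 18386073 reads per +/+ library (median 15634942) and between 10519195 and 14638892 reads per Δ/D329A library (median 12208104.5). Between 33.3% and 54.3% of these reads fell on genes in +/+ and between 36.8% and 45.1% in Δ/D329A. The reads on genes ranged from 5617915 to 9976635 per +/+ library (median 6180470) and from 3874067 to 6598714 per Δ/D329A library (median 5350060). The median expression of the genes tested ranged from 0.81 to 1.49 log2 RPKM between +/+ libraries and from 0.91 to 1.22 between Δ/D329A libraries, so that the Δ/D329A range lay inside the +/+ range.

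The deposited values were compared with limma, with the variance modelled as a trend on the mean level and without further normalization, over the 17839 genes at or above 0.1 RPKM in at least 4 libraries. Mitochondrial genes were left out, and a gene was called at a Benjamini-Hochberg adjusted p under 0.01, two-sided. In a principal component analysis of these genes, the first component held 31.6% of the variance and mixed the genotypes. The second held 19.2% and separated them, with the +/+ libraries between 17.6 and 27.0 and the Δ/D329A libraries between −42.6 and −20.7.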

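Dnmt3a lies on chromosome 12 of GRCm38 from 3806007 to 3914443 and was covered by 802 to 1320 reads per +/+ library and by 497 to 770 reads per Δ/D329A library. Its expression was 1.91 ± 0.16 log2 RPKM (SD, n = 5) in +/+ and 1.63 ± 0.09 (SD, n = 4) in Δ/D329A, a log2 difference of −0.28 (standard error 0.13). The limma p of this difference was 0.355 adjusted over all genes tested and 0.152 adjusted over the list alone, which holds Dnmt1, Dnmt3a, Tet1, Tet2 and Tet3. An exact permutation test of the group means, two-sided, gave p = 0.0238 without adjustment. Tet1, on chromosome 10 from 62804570 to 62899118, was at 0.69 ± 0.11 log2 RPKM (SD, n = 5) in +/+ and 0.34 ± 0.15 (SD, n = 4) in Δ/D329A, a log2 difference of −0.35 (standard error 0.15). Its limma p was 0.355 adjusted over all genes tested and 0.152 adjusted over the list alone, and the exact permutation test gave p = 0.00794, the smallest that 5 animals against 4 allow. None of these 5 genes was called by limma, edgeR or DESeq2 or under any of the other alternatives run, and their log2 differences kept within −0.40 and 0.23 over all of them.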

The *D329A* allele did not cause a statistically significant change in *Dnmt3a* transcript levels, or affect the abundance of other *Dnmt* or *Tet* transcripts (Supplementary Fig. 3). However, we identified 259 differentially expressed genes (DEGs) between *Dnmt3a*^*Δ/D329A*^ and *Dnmt3a*^*+/+*^ (Fig. 1d and Supplementary Data 1). 

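At an adjusted p under 0.01, limma called 19 of the 17839 genes tested, 15 higher and 4 lower in Δ/D329A, and 1360 genes had an unadjusted p under 0.05. In each of the 19 genes called, the 4 Δ/D329A values lay outside the range of the 5 +/+ values. Leaving out Δ/D329A replicate 4 lowered the number called to 11. The choice of tool moved the number most. On the reads recovered from the deposited values, edgeR's quasi-likelihood test called 77 of 13890 genes (40 higher, 37 lower) and DESeq2 called 251 of 20381 genes (133 higher, 118 lower). Both tools were added after the values had been seen, and their calls included 14 and 15 of the 19 genes.

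By the limma values, where a gene without a read stands at the floor of 0.9 reads, the 5 genes called with the largest rise were Wt1, Tuba1c, Pou4f1, Lhx4 and Dct. Hoxa7, at 4.85 on this scale and without a read in any +/+ library, had a larger fitted rise than Wt1 by DESeq2 (7.23 against 7.10) and by edgeR (7.70 against 6.73), so the order depends on the tool. Lhx4, on chromosome 1 of GRCm38 from 155698036 to 155742120, rose by 5.11 on the log2 scale (standard error 0.18, limma adjusted p = 4.5e-07). It was covered by 0 to 1 reads per +/+ library and 21 to 29 per Δ/D329A library. Scaled to the reads on genes, 2 reads over the +/+ group against 101 over the Δ/D329A group gave a ratio of 82.5. The exact 95% interval was 22.3 to 690.7, for counting error only. The +/+ values of Lhx4 lie at or next to the floor, so their SD of 0.218, on which the limma p rests, is largely library scaling. On recovered reads, DESeq2 gave Lhx4 an adjusted p of 4.2e-08. Tuba1c rose by 5.28 (standard error 0.66, limma adjusted p = 0.00783), with 16 reads in Δ/D329A replicate 2 against 99 to 143 in the other Δ/D329A libraries. It was past the threshold under 12 of 21 settings. Dct rose by 4.97 (standard error 0.38, limma adjusted p = 0.000203), from 0 to 4 reads per +/+ library to 46 to 73 per Δ/D329A library.

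The 4 genes called lower were Gabra2, Mndal, Nr2e1 and Rln1. Gabra2, on chromosome 5 from 70961057 to 71095849, was at 3.67 ± 0.18 log2 RPKM (SD, n = 5) in +/+ and 2.42 ± 0.08 (SD, n = 4) in Δ/D329A, a log2 difference of −1.25 (standard error 0.13, limma adjusted p = 0.00176), and was past the threshold under 16 of 21 settings. Nr2e1 had a log2 difference of −1.66 (limma adjusted p = 0.00911), and Mndal had −2.49 (limma adjusted p = 0.00783). Rln1 held 27 reads in +/+ and 2 in Δ/D329A over all libraries, a ratio of 0.121 (exact 95% interval 0.0139 to 0.482, counting error only). These 3 genes were past the threshold under 8 of 21, 8 of 19 and 5 of 19 settings. None of the 4 lower genes was called once +/+ replicate 3 or Δ/D329A replicate 1, 2 or 4 was left out. Of the other genes that the paper's figures name, Lect1 rose by 3.23, Gpnmb by 4.16 and Matn1 by 4.46, and all 3 were called. Lhx9 (log2 difference 1.18, limma adjusted p = 0.277), Abca8a (−0.95, adjusted p = 0.165) and Chchd7 (−0.40, adjusted p = 0.355) were not.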

Gene ontology (GO) analysis indicated that upregulated genes were enriched in transcriptional regulators (Fig. 1e and Supplementary Data 2). 

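Ghsr, Bdnf, Sirt1 and Cartpt were lower in Δ/D329A in the deposited values, and limma called none of the 4 at an adjusted p under 0.01. Cartpt, on chromosome 13 of GRCm38 from 99898484 to 99900683, was at 4.77 ± 0.45 log2 RPKM (SD, n = 5) in +/+ and 3.96 ± 0.26 (SD, n = 4) in Δ/D329A. Its log2 difference was −0.81 (standard error 0.23, limma adjusted p = 0.355, exact permutation p = 0.0238, two-sided), from 264 to 661 and 115 to 237 reads per library. Ghsr, on chromosome 3 from 27371351 to 27378010, was at −0.07 ± 0.43 and −1.09 ± 0.27 log2 RPKM, a log2 difference of −1.02 (standard error 0.25, limma adjusted p = 0.235). Its 48 to 117 reads per +/+ library and 17 to 33 per Δ/D329A library did not overlap, and the exact permutation test gave p = 0.00794. Bdnf had a log2 difference of −0.47 (standard error 0.26, limma adjusted p = 0.427, exact permutation p = 0.127) and Sirt1 one of −0.19 (standard error 0.15, limma adjusted p = 0.689, exact permutation p = 0.19). Cartpt was called with median centring (22 genes higher and 12 lower in all) and with quantile normalization. On recovered reads, edgeR and DESeq2 called Cartpt and Ghsr, while Bdnf and Sirt1 were called under no setting that was run.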

Although downregulated genes did not show any significant GO term enrichment, amongst them were *Ghsr, Bdnf, Sirt1* and *Cartpt*, key hypothalamic regulators of feeding and energy expenditure^54–57^. 

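Pou4f1, Wt1, Hoxa7, Hoxd8 and Tal1 were covered by few or no reads in +/+ hypothalamus. Pou4f1, on chromosome 14 of GRCm38 from 104462320 to 104467991, was at −5.39 ± 1.05 log2 RPKM (SD, n = 5) in +/+, from 0 to 5 reads per library, and at −0.11 ± 0.37 (SD, n = 4) in Δ/D329A, from 27 to 58 reads. Its log2 difference was 5.28 (standard error 0.47, limma adjusted p = 0.000607). Wt1, on chromosome 2 from 105126529 to 105173616, held 2 reads over the +/+ libraries and 178 over the Δ/D329A libraries, a ratio of 145.4 (exact 95% interval 39.7 to 1210.1, counting error only), and limma gave an adjusted p of 8.1e-06. Hoxa7, on chromosome 6 from 52214491 to 52221854, had no read in any +/+ library and 9 to 34 reads per Δ/D329A library. As an approximate upper bound for a count of 0, the +/+ group was given 3 reads. Leaving out counting error in the Δ/D329A reads, Hoxa7 was then 50.1-fold higher in Δ/D329A (limma adjusted p = 4.2e-05). Its 5 +/+ values all stand at the floor, so their SD of 0.169 reflects library scaling and not variation between animals. The limma p rests on that SD, which Hoxa6 and Hoxa4 share. On recovered reads, DESeq2 gave adjusted p values of 1.1e-09 for Hoxa7, 0.00805 for Hoxa6 and 0.0272 for Hoxa4. Pou4f1 and Wt1 stayed past the threshold under every setting that tested them, and Hoxa7 under all but a pseudocount of 1 RPKM.

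Tal1, on chromosome 4 from 115056426 to 115071755, was at −2.76 ± 1.21 log2 RPKM (SD, n = 5) in +/+, from 4 to 34 reads per library, and at 0.56 ± 0.16 (SD, n = 4) in Δ/D329A, from 58 to 103 reads. Its log2 difference of 3.31 (standard error 0.52) had a limma adjusted p of 0.0355 and was not called, although the groups did not overlap (exact permutation p = 0.0159, two-sided). It was called under 8 other settings, among them median centring, library weights and both tools on recovered reads. Hoxd8, on chromosome 2 from 74704615 to 74707933, was expressed at the limit in fewer than 4 libraries and was not tested by limma. It held 1 read over the +/+ group and 40 over the Δ/D329A group, of which 1 lay in replicate 2, for a ratio of 65.4 (exact 95% interval 11.1 to 2645.3, counting error only), and the exact permutation test gave p = 0.00794. DESeq2 on recovered reads, added after the values had been seen, gave Hoxd8 an adjusted p of 0.000466.

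**Figure D1:**
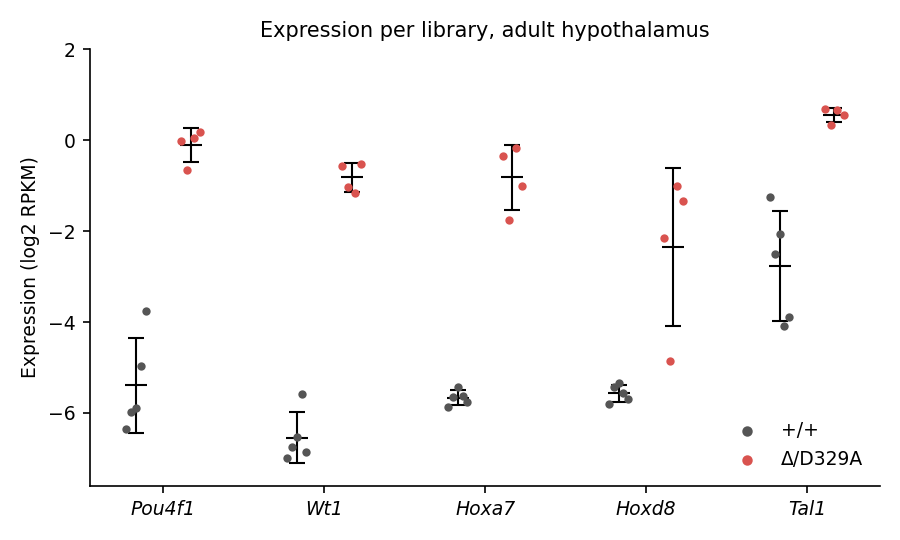
Expression of Pou4f1, Wt1, Hoxa7, Hoxd8 and Tal1 in log2 RPKM, with each point a library (5 +/+, 4 Δ/D329A), the horizontal mark the group mean and the bar 1 SD. Libraries without a read of a gene are drawn at the floor of 0.9 reads, so the 5 +/+ values of Hoxa7 show only that no read was found.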

More striking, however, was the observation that a number of repressed transcription factor genes, such as *Tal1, Pou4f1, Wt1, Hoxa7* and *Hoxd8*, showed dramatic upregulation in the *Dnmt3a*^*Δ/D329A*^ hypothalamus (Fig. 1d). While growth retardation in the mutants could result from altered expression of the aforementioned metabolic regulators or transcription factors, it is important to highlight that, unusually, the most significant transcriptional changes were observed among genes that are normally deeply repressed in adult tissues.

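The genes that limma called higher in Δ/D329A started from low expression. The median +/+ expression of the 15 genes called higher was −4.24 log2 RPKM, that of the 4 genes called lower was −0.77, and that of all 17839 genes tested was 1.09. Among the 20 genes with the smallest p the median was −3.85, and 16 of the 20 were higher in Δ/D329A. The starting level of the genes called higher depended on the tool. It was −0.67 for the 40 genes called by edgeR and 1.20 for the 133 called by DESeq2, both run on recovered reads after the values had been seen, and the 20 genes with the smallest p started at −1.96 and −0.58 under these tools. The median over all genes was 1.75 in the edgeR fit. For DESeq2 it was −1.10, but over every gene given to the tool, including genes without a read in any library. The 1.20 of the genes that DESeq2 called higher therefore cannot be set against that median. It lay near the 1.09 of the genes tested by limma. Raising the expression limit to 0.5 RPKM moved the median of the genes called higher to −3.01. The starting level of the genes called lower moved to 2.83 with median centring, 2.66 with edgeR and 2.76 with DESeq2. With a library left out it ranged from −2.24 (without Δ/D329A replicate 1) to 3.67 (without +/+ replicate 1). Genes are not independent replicates, so these medians describe the calls and carry no test. From this set of genes the paper reasons that the changes of highest significance lie among genes held silent in adult tissues, and it proposes that altered metabolic regulators or transcription factors could account for the growth of the mutants.

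**Figure D2:**
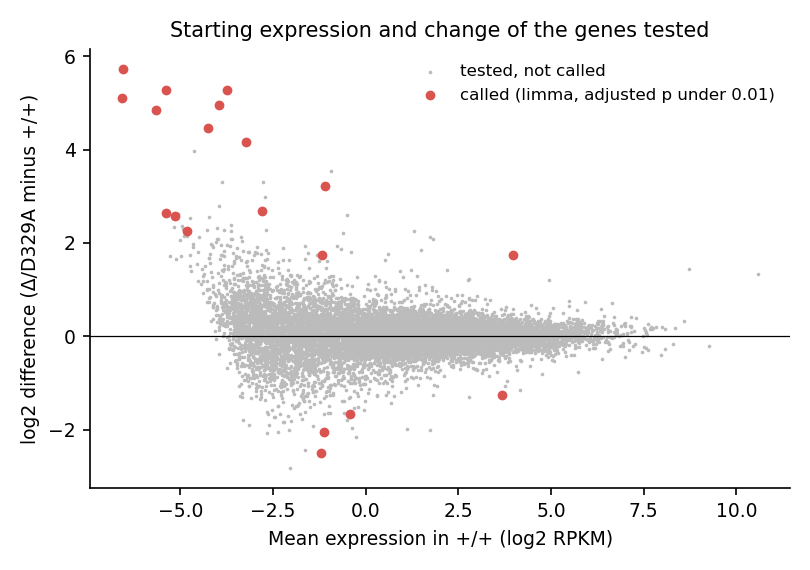
Mean expression in +/+ (log2 RPKM, n = 5) against the log2 difference between Δ/D329A (n = 4) and +/+ for each of the 17839 genes tested. The 15 genes called higher lie mostly at the low end of expression, with a median of −4.24 log2 RPKM.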

### The DNMT3A^D329A^ mutant causes aberrant gain of methylation

To determine whether changes observed in gene expression were due to aberrant DNA methylation, we performed genome-wide DNA methylation profiling in adult (14-week) hypothalamus. Although the global DNA methylation level was similar across the four genotypes, with mean levels of 77.2%, 75.1%, 77.2%, and 75% in *Dnmt3a*^*+/+*^, *Dnmt3a*^*Δ/+*^, *Dnmt3a*^*+/D329A*^, and *Dnmt3a*^*Δ/D329A*^, respectively, they could be separated by principal component analysis (Fig. 2a, Supplementary Fig. 4a, b). Individual samples clustered together into groups based on genotype, while genotype groups separated spatially, indicating high reproducibility between animals of each genotype, but distinct global methylation patterns between genotypes. The slight reduction in methylation in *Dnmt3a*^*Δ/+*^ in comparison to *Dnmt3a*^*+/+*^ suggested haploinsufficiency at a molecular level. A similar effect was observed between *Dnmt3a*^*+/D329A*^ and *Dnmt3a*^*Δ/D329A*^, suggesting that DNMT3A dosage is important for ~2% of genome-wide DNA methylation levels in this tissue.

**Fig. 2:**
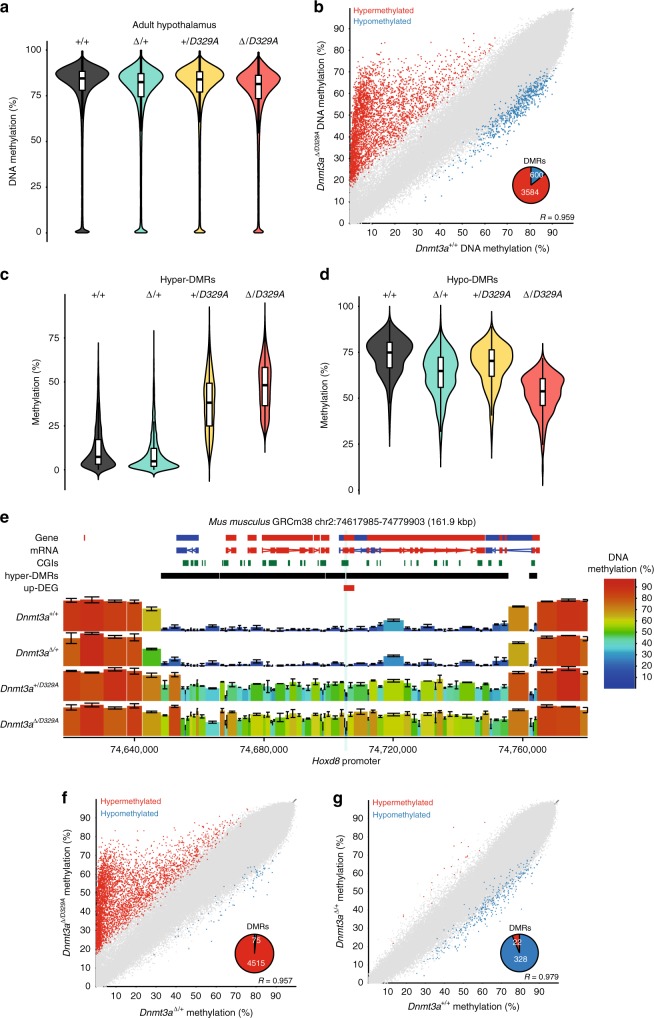
DNA methylation changes in mice carrying *Dnmt3a*^*D329A*^ allele. **a** Beanplots indicating whole genome methylation levels in hypothalamus of adult (14 week, male) mice carrying the alleles shown. Boxplot shows median value and 25–75th percentiles, whiskers show lowest and highest observation, excluding outliers. Raw data are provided in Source Data. **b** Scatterplot showing correlation of methylation levels of individual tiles between *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^ mice. Differentially methylated probes were determined using the EdgeR proportion statistic in SeqMonk (*p* < 0.01 corrected for multiple comparisons using Benjamini–Hochberg, methylation difference ≥ 20%). Pie-chart indicates how many of DMRs are hyper-methylated or hypo-methylated in *Dnmt3a*^*Δ/D329A*^. *n* = 3 for each genotype. **c**, **d** Beanplots indicating DNA methylation levels over hypermethylated (**c**) and hypomethylated (**d**) DMRs. Boxplot shows median value and 25–75th percentiles, whiskers show lowest and highest observation, excluding outliers. Source data are listed in Supplementary Data 3. **e** Representative genome browser region showing the *Hoxd* hypermethylated domain. De-repressed gene *Hoxd8* promoter region is shaded. For gene and mRNA tracks, the colour indicates direction, where red is a forward strand and blue is a reverse strand. Colour-coded blocks are tiles of 100-CpG positions. Error bars indicate standard deviation. **f**, **g** Scatterplots showing correlation between methylation levels of 100-CpG tiles in 14-week adult male hypothalamus of **f** *Dnmt3a*^*Δ/+*^ and *Dnmt3a*^*Δ/D329A*^, and **g** *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/+*^. Differentially methylated tiles were determined using the EdgeR proportion statistic in SeqMonk (*p* < 0.01 corrected for multiple comparisons using Benjamini-Hochberg, methylation difference ≥ 20%). The pie-chart indicates the number of DMRs identified. In **a**–**g**, Hypo: hypomethylated, hyper: hypermethylated. Tiles of 100-CpG positions. *n*(*+/+, Δ/+, Δ/D329A*) = 3, *n*(*+/D329A*) = 2. CGI: CpG island, DMR: differentially methylated region

As gene bodies are normally marked by H3K36me3, the putative target of the DNMT3A-PWWP domain, we first assessed methylation over gene bodies. All genes were highly methylated irrespective of expression level (Supplementary Fig. 4c), demonstrating that the *Dnmt3a*^*D329A*^ mutation does not profoundly affect gene body DNA methylation, although a similar haploinsufficiency effect to that seen in global methylation was observed in comparing the four genotypes. This effect extended to promoter regions, but for CpG island (CGI) containing promoters the trend was reversed, with higher levels of DNA methylation in the presence of the *Dnmt3a*^*D329A*^ allele (Supplementary Fig. 4d). Surprised by this finding, we used the EdgeR tool to compare *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^, which identified 4184 statistically differentially methylated regions (DMRs) (*p*(adj) < 0.01). Strikingly, the majority of DMRs (3584; 85.7%) showed gain of DNA methylation in *Dnmt3a*^*Δ/D329A*^ compared to *Dnmt3a*^*+/+*^ (Fig. 2b–e Supplementary Figs. 5, 6 and Supplementary Data 3). To discriminate the effects of haploinsufficiency versus the *D329A* mutation, and whether hypomethylated domains were a result of the mutation, we used the same statistical tool to identify DMRs between *Dnmt3a*^*Δ/+*^ and *Dnmt3a*^*Δ/D329A*^, and between *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/+*^. In the *Dnmt3a*^*Δ/+*^ and *Dnmt3a*^*Δ/D329A*^ comparison, which corrects for the number of alleles, only 75 out of 4603 DMRs were hypomethylated, whereas in the *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/+*^ comparison, 328 out of 351 DMRs were hypomethylated (Fig. 2f, g and Supplementary Data 4 and 5). This demonstrates that hypomethylation was primarily a result of haploinsufficiency, whilst hypermethylation was caused by the DNMT3A^D329A^ mutation.

Analysis of DNA methylation of DEGs showed that only about one in five misregulated genes were associated with DNA methylation changes (Supplementary Figs. 7–9), suggesting a substantial proportion of DEGs may be attributable to indirect, downstream effects of direct targets. A cluster of genes that showed a gain of DNA methylation over both promoter and gene body stood out in the analysis (Supplementary Fig. 7). Many of these were the same developmental transcription factor genes that are normally strongly repressed in adult hypothalamus, but which are paradoxically derepressed in *Dnmt3a*^*Δ/D329A*^ (e.g., *Hoxa7, Hoxd8, Pou4f1, Tal1*, and *Wt1*). It is important to note that despite the increase in DNA methylation over these genes, their transcription start sites remained relatively less methylated than the surrounding regions (Supplementary Fig. 10).

Taken together, these findings suggest that the *Dnmt3a*^*D329A*^ allele is a driver of aberrant gain of DNA methylation and derepression of a subset of associated genes; consequently, all subsequent analyses are focussed on hypermethylated DMRs.

### DNA methylation alterations occur in multiple tissues

To assess whether the observed DNA methylation abnormalities were tissue-specific, we also analysed DNA methylation in adult (14-week) pituitary and liver. We chose pituitary because of its functional link with hypothalamus in growth regulation^58^ and liver as an unrelated and relatively homogeneous tissue. As with hypothalamus, the four *Dnmt3a* genotypes had similar global DNA methylation levels in these tissues, but could be separated by principal component analysis (Fig. 3a, b). Using the EdgeR tool to identify DMRs, both liver and pituitary showed an excess of hypermethylated sites similar to, although to a lesser extent than, the hypothalamus (Supplementary Data 6–9). Moreover, hypermethylation in both tissues was specifically related to the presence of the *D329A* allele (Fig. 3c, d). Strikingly, there was substantial overlap of DMRs between the three tissues, particularly amongst hypermethylated probes (Fig. 3e). The occurrence of shared hypermethylated DMRs, albeit with tissue-specific differences in magnitude, raised the question of whether aberrant DNA methylation arose early in embryogenesis prior to cell lineage specification or independently in each tissue.

**Fig. 3:**
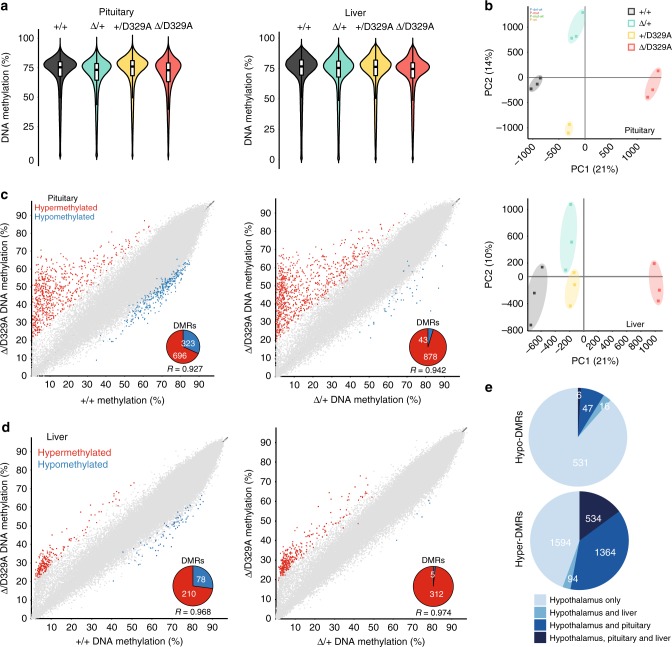
DNA methylation in adult pituitary and liver. **a** Beanplots indicating whole genome methylation levels in pituitary and liver of 14-week adult male mice carrying the alleles shown. Tiles of 300 CpG positions. Boxplot shows median value and 25–75th percentiles, whiskers show lowest and highest observation, excluding outliers. Raw data are provided in Source Data. **b** PCA plots showing clustering of individual pituitary and liver samples into separate distant groups based on the genotype. **c**, **d** Scatterplots showing correlation between methylation levels of individual 300-CpG tiles in 14-week adult male (**c**) pituitary and (**d**) liver between *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^, and between *Dnmt3a*^*Δ/+*^ and *Dnmt3a*^*Δ/D329A*^. Differentially methylated tiles were determined using the EdgeR proportion statistic in SeqMonk (*p* < 0.01 corrected for multiple comparisons using Benjamini–Hochberg, methylation difference ≥ 20%). Pie-chart insets indicate how many of DMRs are hyper-methylated or hypo-methylated. **e** Pie charts showing how many hypo-methylated and hyper-methylated tiles in hypothalamus overlap the corresponding differentially methylated tiles in pituitary, liver or both. Pituitary and liver: tiles of 300-CpG position; hypothalamus: tiles of 100-CpG positions. In **a**–**d**, *n*(pituitary, +*/+*, *Δ/+, Δ/D329A*) = 3, *n*(pituitary, +*/D329A*) = 2, *n*(liver) = 3

### DNA methylation gain is progressive in postnatal development

The major phase of DNA methylation establishment in mice occurs during early post-implantation development (E4.5–E6.5)^5,59^. To address the possibility that aberrant methylation was established during this phase of embryonic remethylation, we collected E7.5 mouse epiblasts (Epi) from embryos of all four genotypes. Global methylation was more variable in *Dnmt3a*^*+/D329A*^ and *Dnmt3a*^*Δ/D329A*^ embryos than *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/+*^ (Supplementary Fig. 11). Overall, methylation in *Dnmt3a*^*+/D329A*^ and *Dnmt3a*^*Δ/D329A*^ embryos was lower than wild-type at all genomic features; however, at CGI promoters this may be attributable to a haploinsufficiency effect as reduced DNA methylation was also observed in *Dnmt3a*^*Δ/+*^ embryos. We used EdgeR to assess *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/+*^ embryos and identified 136 DMRs out of a total of 108,212 tiles (0.13%; Supplementary Data 10). All but two DMRs were overlapping a CGI, again pointing to the potential role of DNMT3A in CGI methylation during early development. Comparison between *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^ embryos identified only five significantly hypomethylated tiles out of a total of 108,212 (0.005%; Supplementary Data 11). This suggests that the presence of mutant DNMT3A results in stochastic delay in de novo methylation across genomic regions rather than any locus specificity. In agreement with this, embryos did not cluster based on genotype (Supplementary Fig. 11b–d). Crucially, there was no evidence of hypermethylation in *Dnmt3a*^*Δ/D329A*^ mutants at E7.5 (Supplementary Fig. 11e–j), suggesting that it was not set during the major wave of post-implantation de novo methylation. In view of this result, and because hypothalamic neurons undergo further epigenetic modelling during postnatal maturation^51^, we next assessed methylation in hypothalamus at postnatal days 1 and 25 (P1 and P25). This showed a progressive gain of DNA methylation across the domains destined to be hypermethylated in *Dnmt3a*^*Δ/D329A*^ adults (Fig. 4a–d). Together, these findings suggest that the aberrant gain of DNA methylation caused by the *D329A* allele occurs in tissues independently during postnatal development rather than early development.

**Fig. 4:**
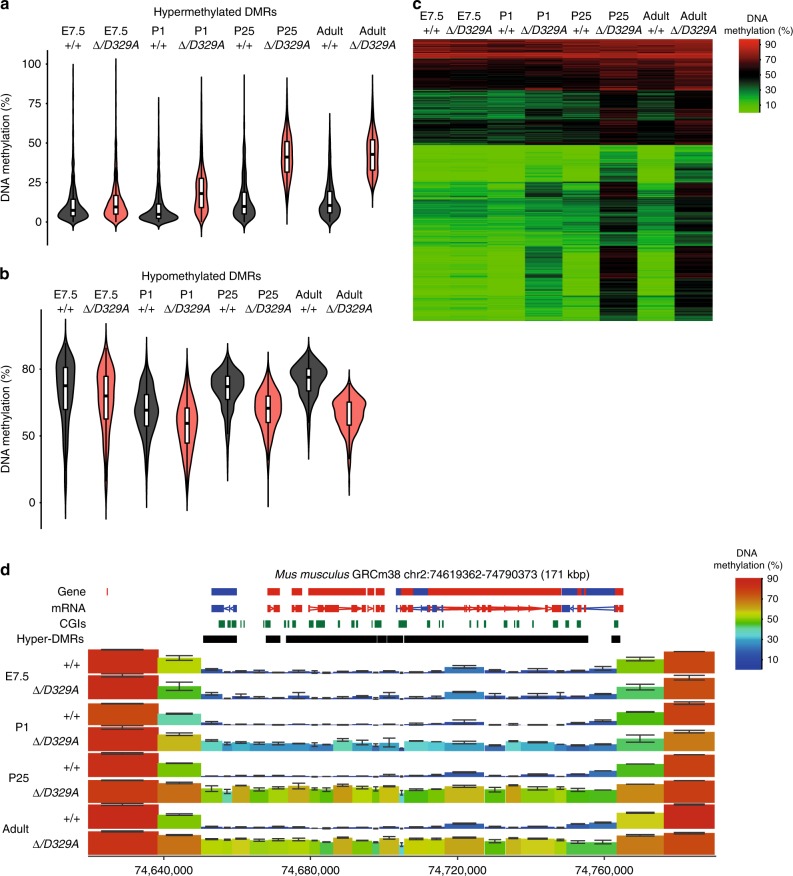
DNA methylation dynamics during development. **a**, **b** Beanplots indicating DNA methylation levels over hyper-methylated (**a**) and hypo-methylated (**b**) DMRs across development in *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^ mice. Tiles were quantified over adult hypothalamus DMRs, which were merged if the distance was <1 kb. Boxplots show median value and 25–75th percentiles, whiskers show lowest and highest observation, excluding outliers. Raw data are provided in Source Data. **c** Heatmap showing how methylation is gained at DMRs over time. Shown are 1915 300-CpG tiles, overlapping DMRs identified between *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^ in adult (14-week) hypothalamus. DMRs are clustered based on Euclidean method, on the basis of smallest absolute difference between quantitation values. Tiles of 300-CpGs. **d** Genome browser view of the *Hoxd* gene cluster indicating progressive gain in DNA methylation across the whole domain. For gene and mRNA tracks, the colour indicates direction, where red is a forward strand and blue is a reverse strand. CGI: CpG island, hyper-DMR: hypermethylated region identified in adult hypothalamus. Colour-coded blocks indicate tiles of 300-CpG positions. Error bars indicate standard deviation. In **a**–**d**, E7.5 is epiblast, and P1, P25 and adult are hypothalamus. *n*(E7.5) = 4, *n*(P1, P25) = 2, *n*(adult) = 3

### Hypermethylated loci are enriched in transcription factors

To identify what was shared amongst loci anomalously methylated by DNMT3A^D329A^, we evaluated their genomic properties. As previously observed, hypermethylated DMRs were strongly enriched in CGIs (Fig. 5a). We also noticed that many hypermethylated DMRs fell within large normally unmethylated genomic regions (Fig. 2e), features previously described as methylation ‘valleys’ or ‘canyons’ that are conserved amongst vertebrates^60,61^. Of the 1104 canyons originally defined in hematopoietic stem cells^60^, 779 were also hypomethylated in wild-type hypothalamus (Supplementary Data 12) and displayed a substantial increase in DNA methylation in *Dnmt3a*^*Δ/D329A*^ (Fig. 5b). GO analysis indicated that genes within hypermethylated DMRs in *Dnmt3a*^*Δ/D329A*^ hypothalamus were strongly enriched in transcription factors and regulators of morphogenesis and differentiation (Fig. 5c and Supplementary Data 13).

**Fig. 5:**
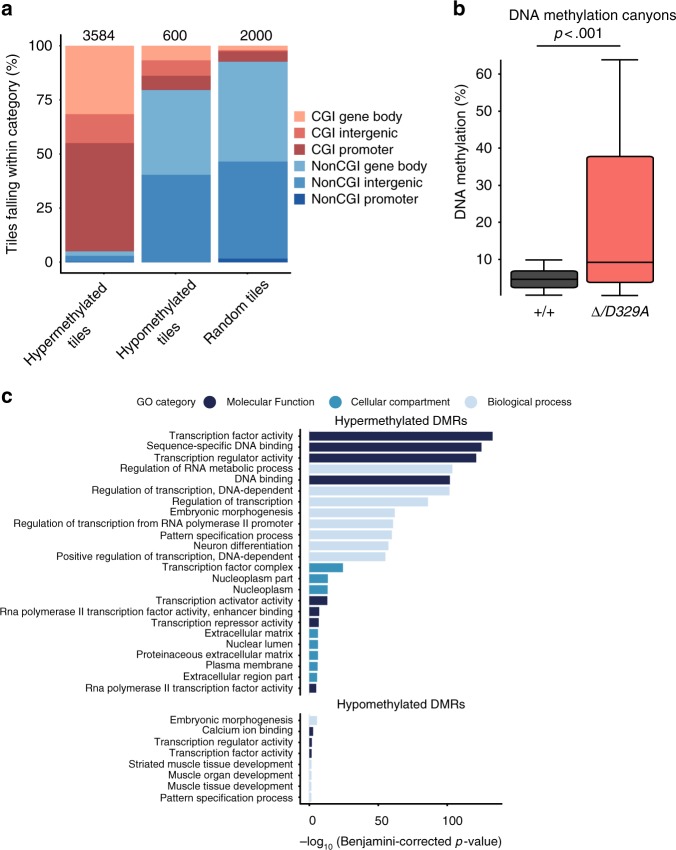
Features of regions aberrantly methylated by DNMT3A^D329A^. **a** Percentages of hypermethylated and hypomethylated tiles (100-CpG) falling within the genomic features indicated compared with a random set of 100-CpG tiles (Supplementary Data 14). *n* (tiles) indicated on top of the bars. CGI: CpG island. **b** Distribution of methylation values over DNA methylation canyon probes^60^ in *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^ mice. *n* = 779, Mann–Whitney test (*p* < 0.01, *U*_A_ = 432,773, *z* = −14.57). Boxplots show median value and 25–75th percentiles, whiskers show lowest and highest observation, excluding outliers. Source data are provided in Supplementary Data 12. **c** GO analysis of genes overlapping differentially methylated tiles. Unless there were fewer significant terms, the top 8 most significant terms per category are shown. Benjamini–Hochberg corrected *p*-value < 0.01 was used as a threshold. DMR differentially methylated region

### Gain of DNA methylation is linked to H3K27me3

Developmental transcription factor genes that showed dysregulated expression and DNA methylation are embedded in methylation canyons typically marked by bivalent chromatin and silenced by Polycomb repressor complexes^60,62,63^. Thus, we hypothesised that DNMT3A^D329A^ hypermethylated DMRs would be enriched in H3K4me3 and H3K27me3. 

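Canyons, the wide domains without DNA methylation that the paper lists in Supplementary Data 12, held the start of 716 of the genes tested. Of the 15 genes called higher in Δ/D329A, 4 start in a canyon, namely Lhx4, Pou4f1, Hoxa7 and Hoxa6, against 716 of all 17839 genes tested (odds ratio 8.74, Fisher's exact test, two-sided, p = 0.00246). This depends on the genes tested and called. With the expression limit at 0.5 RPKM, 1 of 10 genes called higher starts in a canyon (odds ratio 2.39, Fisher's exact p = 0.365), while DESeq2 on recovered reads, added after the values had been seen, gave 19 of 133 (4.97, p = 8.2e-08) and edgeR 7 of 40 (4.55, p = 0.00183). The DESeq2 background also held genes without a read, which could not be called, so its odds ratio and p are not like the others. The starts of Wt1 and Tal1 lie outside the listed canyons. As a set, the 716 genes did not move, with a median log2 difference of 0.05 against 0.07 for the other genes. The camera test with a preset correlation of 0.01 gave p = 0.618, with an estimated correlation of 0.295 it gave p = 0.925, and fry gave p = 0.597. Without the expression limit, camera placed the set of 857 genes lower than the other genes, with a limma p of 0.0258.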

To assess this, we generated H3K4me3, H3K27me3, and H3K36me3 chromatin immunoprecipitation-sequencing (ChIP-seq) datasets from adult (14-week) hypothalamus. 

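Input, H3K4me3, H3K27me3 and H3K36me3 libraries were made by ultra-low input native ChIP from the hypothalamus of 3 +/+ and 3 Δ/D329A mice aged 14 weeks, and each animal gave all 4 libraries. The authors trimmed the reads, mapped them to GRCm38 with Bowtie and deposited 1 table of 2725549 tiles of 2000 bp that start every 1000 bp. Its values are the reads in a tile scaled to the uniquely mapped reads of the library (RPM), since 100% of the values of every library were whole numbers of reads within 0.01 on that scale. They were not divided by the length of the tile, although the paper's axes read RPKM, and input was not subtracted. The uniquely mapped reads per library ranged from 12676361 to 15944966 for H3K4me3, from 14874941 to 26178088 for H3K27me3, from 19056381 to 22850001 for H3K36me3 and from 14708936 to 30207875 for input. The median tile held 1 to 5 reads per H3K4me3 library, 8 to 15 per H3K27me3 library, 10 to 12 per H3K36me3 library and 12 to 25 per input library. In the 6 input libraries the mean value was 0.415 to 0.429 of the autosomal one on chromosome X and 0.0461 to 0.0488 of it on chromosome Y.

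The marks were averaged over the tiles inside each of 779 canyons (median length 4474 bp) and over promoters, from 1500 bp before to 500 bp after the transcription start. The groups were compared with limma on log2 of the value plus 0.1 RPM, with the variance as a trend on the mean level and an adjusted p under 0.05. The H3K27me3 and H3K4me3 libraries fell into separate sets by their coverage of the mitochondrial genome. In +/+ replicate 3 and Δ/D329A replicates 2 and 3 it was 18.1 to 36.8 RPM for H3K27me3 and 29.5 to 44.6 for H3K4me3, and in the other 3 animals 4.07 to 10.3 and 14.8 to 19.2. The input and H3K36me3 libraries of these animals overlapped. Both sets hold both genotypes, so this batch was also used as a block. The H3K4me3 library of Δ/D329A replicate 1 had a median of 0.449 over regions drawn at random, against 0.187 to 0.266 in the other 5.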

Overall, these histone marks exhibited strong correlation between *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^ samples (Supplementary Fig. 12), indicating no marked shift in the genomic distribution of these marks in the presence of the *Dnmt3a*^*D329A*^ allele. 

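Over all 2725549 tiles, Pearson's r between the +/+ mean and the Δ/D329A mean was 0.995 for H3K4me3, 0.951 for H3K27me3, 0.962 for H3K36me3 and 0.928 for input (n = 3 libraries per genotype for each mean). These correlations run across tiles, which are not independent replicates, so no p is given. On the log2 scale they were 0.929 for H3K4me3, 0.958 for H3K27me3, 0.959 for H3K36me3 and 0.965 for input. Between single libraries of different genotypes, r lay between 0.862 and 0.913 for H3K27me3, which spans the range of 0.884 to 0.887 within +/+ and overlaps that of 0.850 to 0.896 within Δ/D329A. For H3K4me3 it lay between 0.981 and 0.993 across genotypes, and for H3K36me3 between 0.890 and 0.911.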

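The part of Supplementary Data 3 used here holds 1998 differentially methylated regions (DMRs), 1753 hypermethylated and 245 hypomethylated, so their marks are described without a test. H3K27me3 in +/+ had a median of 5.49 RPM over the hypermethylated DMRs (quartiles 4.18 and 6.61) and 0.789 over the hypomethylated ones (quartiles 0.465 and 1.14). Taking every pair of a hypermethylated and a hypomethylated DMR, the hypermethylated region had more H3K27me3 in 97.7% of pairs. The medians of the 3 +/+ libraries varied by an SD of 0.254 over hypermethylated and 0.0194 over hypomethylated DMRs. For H3K4me3 the medians were 2.04 (quartiles 0.461 and 6.80) and 0.660 (quartiles 0.359 and 1.58), and the hypermethylated region was the higher in 65.7% of pairs. For H3K36me3 they were 0.155 (quartiles 0.105 and 0.231) and 0.349 (quartiles 0.257 and 0.474), and the hypermethylated region was the higher in 16.3% of pairs. Both H3K36me3 medians lay below the median of 0.579 over regions drawn at random. With input subtracted, the H3K36me3 medians were −0.579 and −0.518, closer to each other than without.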

Strikingly, however, whereas hypermethylated and hypomethylated DMRs were not obviously separated in terms of enrichment levels for H3K4me3 or H3K36me3, there was a clear separation in their enrichment for H3K27me3 (Fig. 6a–c).

**Fig. 6:**
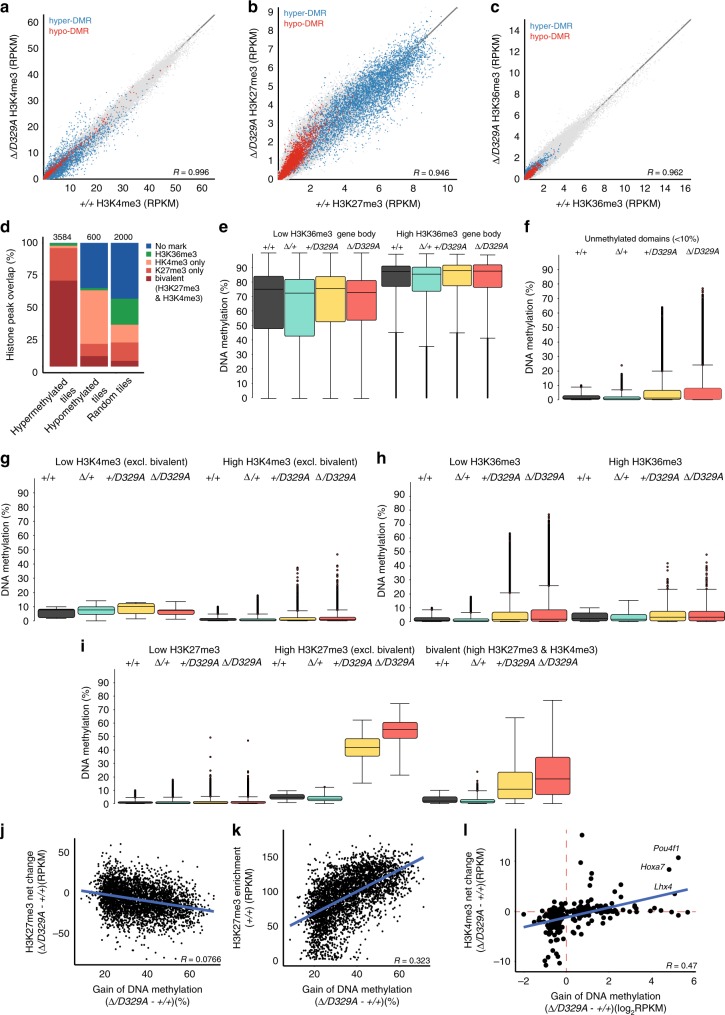
Link between H3 post-translational modifications and aberrant DNA methylation. **a**–**c** Scatterplots showing correlation between enrichments for **a** H3K4me3; **b** H3K27me3; **c** H3K36me3 between *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^ hypothalamus, with the tiles overlapping hypermethylated (blue) and hypomethylated (red) DMRs indicated. *n* = 3 each genotype. Tiles of 2 kb with a step of 1 kb were used for analyses. **d** Percentages of hypermethylated and hypomethylated DMRs (100-CpG) that overlap bivalent (H3K4me3 and H3K27me3), H3K27me3 only, H3K4me3 only and H3K36me3 peaks, or regions with no mark. A random set of 100-CpG tiles (excluding DMRs) was used as a whole genome representative (Supplementary Data 14). *n* (tiles) indicated above each bar. H3K36me3 tiles that show overlap with H3K4me3 or H3K27me3 were included in the H3K36me3 group. Peaks were called using MACS peak caller in adult hypothalamus ChIP-seq. **e** DNA methylation levels over gene bodies marked by low or high levels of H3K36me3. DNA methylation quantified over individual gene bodies, excluding promoters. **f** DNA methylation levels across unmethylated genomic regions (<10% DNA methylation in wild-type hypothalamus) amongst different genotypes. **g**, **h** DNA methylation levels between genotypes over unmethylated regions overlapping low and high **g** H3K36me3 or **h** H3K4me3 marked chromatin. **i** DNA methylation levels between genotypes over unmethylated regions overlapping low, high H3K27me3, or both high H3K4me3 and high H3K27me3 (bivalent), marked chromatin. **j** Scatterplot showing the relationship between gain of DNA methylation in *Dnmt3a*^*Δ/D329A*^ hypothalamus and change in enrichment of H3K27me3. Based on H3K27me3 enrichment difference over DMR tiles between *Dnmt3a*^*+/+*^ and *Dnmt3a* ^*Δ/D329A*^ adult hypothalamus. **k** Scatterplot showing relationship between gain of methylation in *Dnmt3a*^*Δ/D329A*^ and initial levels of H3K27me3 enrichment. **l** Scatterplot showing relationship between change in gene expression and change in respective gene promoter H3K4me3 enrichment between *Dnmt3a*^*+/+*^ and *Dnmt3a* ^*Δ/D329A*^ adult hypothalamus. H3K4me3 enrichment was quantitated over gene promoters. In **e**, **g**, **h**, **i** Low level: bottom quintile (0–20%) of enrichment;high level: top quintile (80–100%) of enrichment. In **e**–**i**, boxplots show median value and 25–75th percentiles, whiskers show lowest and highest observation, excluding outliers marked by individual points. Raw data are provided in Source Data. In **g**–**i**, histone mark enrichments were quantitated over 100-CpG DMR tiles

To explore this effect more rigorously, we called H3K36me3, H3K27me3, and H3K4me3 peaks and observed that 70.4% of hypermethylated DMRs were bivalent, i.e., contained both H3K27me3 and H3K4me3 peaks, with an additional 26.3% containing H3K27me3 only peaks (Fig. 6d), suggesting that DNMT3A^D329A^ is preferentially recruited to H3K27me3-marked chromatin and is able to methylate bivalent DNA marked by H3K4me3 in the presence of H3K27me3. In contrast, only 11 (1.8%) hypomethylated and 74 (2.1%) hypermethylated domains overlapped H3K36me3 peaks, again indicating that DMRs were not associated with this histone mark. We then sought to discriminate between two possible mechanisms to explain the aberrant targeting of DNMT3A^D329A^ to Polycomb-associated methylation canyons: (1) the D329A mutation leads to promiscuous localisation and activity of DNMT3A due to a loss of association with H3K36me3-marked chromatin; or (2) DNMT3A^D329A^ is selectively recruited to H3K27me3-marked chromatin. To do this, we looked first at DNA methylation at gene bodies with low (bottom quintile) or high (top quintile) levels of H3K36me3. In a comparison of the four genotypes, we observed no significant differences in gene body DNA methylation associated with the *Dnmt3a*^*D329A*^ allele (Fig. 6e). We then selected regions that are hypomethylated in *Dnmt3a*^*+/+*^ hypothalamus (methylation level below 10%; 4.6% of the genome; Fig. 6f) and partitioned hypomethylated probes based on low or high levels of enrichment of H3K4me3, H3K27me3, or H3K36me3. By this analysis, neither the presence nor absence of either H3K4me3 or H3K36me3 were associated with DNA hypermethylation by DNMT3A^D329A^ (Fig. 6g, h). In contrast, hypomethylated regions highly enriched in H3K27me3 were preferentially hypermethylated (Fig. 6i). This suggests that hypomethylation of genomic domains per se is not sufficient to recruit and activate DNMT3A^D329A^. Furthermore, bivalent regions marked by both H3K27me3 and H3K4me3 also showed a substantial gain in DNA methylation (Fig. 6i), although to a lesser degree than H3K27me3 alone, suggesting the presence of H3K4me3 remains antagonistic to DNMT3A^D329A^ activity. Together these results support the conclusion that DNMT3A^D329A^ is selectively recruited to H3K27me3-marked chromatin.

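DNA methylation gain, the percentage in Δ/D329A minus that in +/+, was taken from the paper's values for the 779 canyons in Supplementary Data 12, a subset of the unmethylated regions, and was set against the mean level of each mark in the 3 +/+ libraries. In the quintile of canyons with most H3K4me3 (155 canyons, above 32.9 RPM) the median gain was 0.199 percentage points (quartiles −0.396 and 1.80). In the quintile with least H3K4me3 (below 3.72) it was 43.3 (quartiles 39.2 and 47.5). Across the 779 canyons Spearman's rho between gain and H3K4me3 was −0.793 and Pearson's r was −0.858. For H3K36me3 the median gain was 0.206 percentage points in the highest quintile and 7.55 (quartiles 2.21 and 30.8) in the lowest, with rho −0.380 and r −0.254. Even the highest quintile for H3K36me3 started at 0.296 RPM, below the median of random regions, so canyons hold little of this mark. Each of these 4 coefficients had a permutation p of 1e-05, the smallest that 100000 resamples can give, before and after adjustment over 6 coefficients, and canyons are not independent replicates. The gain in the lowest quintile for H3K36me3 depended on the setting. It was 22.9 with every tile that overlaps a canyon counted, 28.3 with input subtracted and 12.7 without +/+ replicate 2. Over the 6 libraries, 96.0% of the H3K36me3 values of canyons lie at or below input, so with input subtracted the quintiles rank values that are mostly negative.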

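H3K27me3 ordered the same canyons in the opposite direction. In the quintile of canyons with most H3K27me3 in +/+ (155 canyons, above 5.58 RPM) the median gain of methylation was 43.6 percentage points (quartiles 39.6 and 47.6), and in the quintile with least (below 0.118) it was −0.115 (quartiles −0.663 and 0.285). Spearman's rho across the canyons was 0.910. It stayed between 0.906 and 0.919 with a +/+ library left out, input subtracted, overlapping tiles counted or chromosome X removed.

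**Figure D3:**
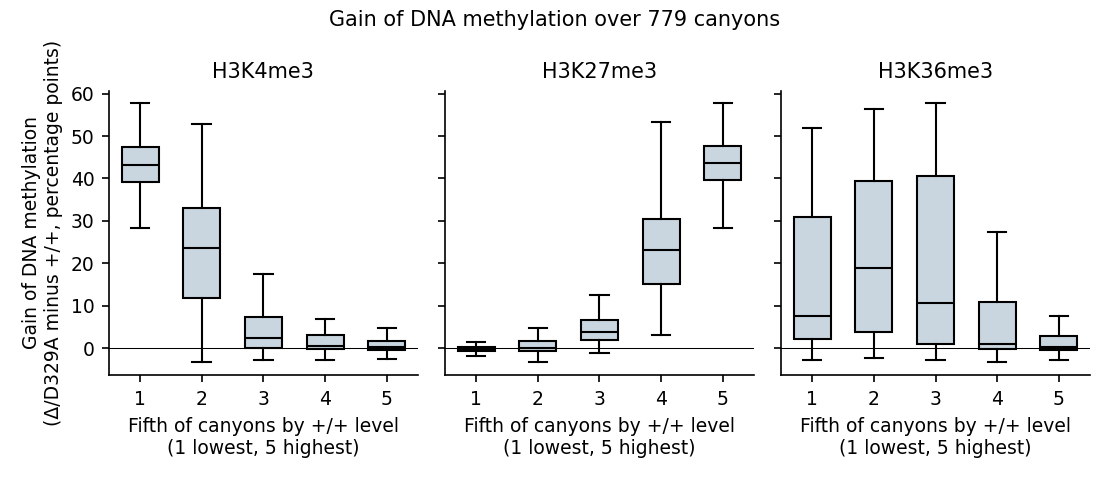
Gain of DNA methylation (percentage points, Δ/D329A minus +/+, the paper's values) over 779 canyons, split into quintiles by the mean +/+ level of each mark. Boxes show the median and quartiles, and whiskers reach the last value within 1.5 times the box. The highest quintile for H3K27me3 has a median gain of 43.6.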

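No canyon belonged to the highest quintile of both H3K4me3 and H3K27me3, so a bivalent group defined by both quintiles was empty among the 779 canyons. With the median of each mark as the limit, 66 canyons were above both medians and gained 6.64 percentage points at the median, and 323 canyons were above the median of H3K27me3 only and gained 35.3. The paper proposes from such groups that H3K4me3 keeps opposing the mutant enzyme. From its comparisons by H3K4me3, H3K27me3 and H3K36me3 together it concludes that the mutant enzyme is recruited to chromatin with H3K27me3.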

Because H3K27me3 and DNA methylation show mutual exclusivity in some genomic contexts^64–66^, we were interested whether the histone landscape would be altered, with DNA methylation replacing H3K27me3 at hypermethylated DMRs. Although the levels of DNA methylation gain were marginally associated with loss of H3K27me3 (Fig. 6j), these marks appeared to co-exist with hypermethylated domains retaining a substantial amount of H3K27me3, even at CGIs, and we observed that the extent of DNA methylation gain correlated better with initial enrichment of H3K27me3 over the locus than its loss (Fig. 6k). 

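Across the 779 canyons, methylation gain followed the initial H3K27me3 with Pearson's r = 0.965 and the change of H3K27me3 (Δ/D329A minus +/+) with r = −0.667 and rho = −0.484. Each had a permutation p of 1e-05, the smallest possible with 100000 resamples, also after adjustment over the 6 coefficients of this family, and canyons are not independent replicates. Without the 2 canyons farthest from the median the r values were 0.964 and −0.673. As a log2 ratio, the change gave r = −0.225. Initial H3K27me3 and its change were themselves related (r = −0.698). At equal rank of the initial level, rho between gain and change was 0.0617, and at equal rank of the change, rho between gain and the initial level was 0.881.

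In the quintile of canyons with the largest gain (median 43.9 percentage points), the median H3K27me3 was 6.65 RPM in +/+ and 5.68 in Δ/D329A, and the canyons kept 84.9% of their H3K27me3 at the median. Limma called 150 of the 779 canyons at an adjusted p under 0.05, 114 lower and 36 higher in Δ/D329A, and 273 canyons (35.0%, where chance gives 10%) had no overlap between the 3 +/+ and 3 Δ/D329A libraries. Input subtraction moved this number most, to 21, and without +/+ replicate 3 it was 55. The 114 canyons called lower fell from a median of 6.38 to 5.05, and the 36 called higher rose from 0.485 to 1.11. All 114 fell within both library batches (median log2 difference −0.37 and −0.42), and all 36 rose in both (0.81 and 1.12). These canyons were called on the same libraries, which made the same direction in both batches likely in advance. With the batch as a block, 171 canyons were called.

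The largest fall was at a canyon on chromosome 14 from 61680662 to 61684656, without an annotated start, from 2.56 ± 0.40 to 0.48 ± 0.12 RPM (SD, n = 3 each, log2 difference −2.21, limma adjusted p = 4.3e-06). The canyon at the start of Foxc1, on chromosome 13 from 31805403 to 31811695, fell from 5.32 ± 0.14 to 2.76 ± 0.34 (log2 difference −0.93, limma adjusted p = 8.7e-05), and that at the start of Gad2, on chromosome 2 from 22620889 to 22626018, from 5.41 ± 0.45 to 2.75 ± 0.59 (−0.97, limma adjusted p = 0.000146). The largest rise was at the start of Mxi1, on chromosome 19 from 53309935 to 53314795, from 0.0848 ± 0.0519 to 0.776 ± 0.339 (2.20, limma adjusted p = 0.000146).

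**Figure D4:**
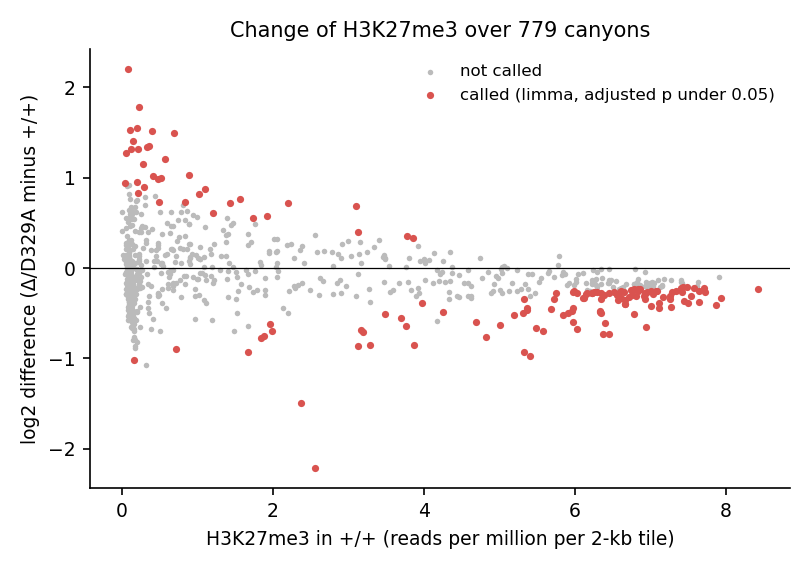
Mean H3K27me3 in +/+ (RPM, n = 3) against the log2 difference between Δ/D329A (n = 3) and +/+ for 779 canyons. The 114 canyons called lower start at a median of 6.38, and the 36 called higher at 0.485.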

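Promoter H3K4me3 was compared over the 17839 genes tested in RNA-seq, with 3 libraries per genotype that came from other animals than the RNA. Limma called no promoter at an adjusted p under 0.05, and 495 had an unadjusted p under 0.05. With edgeR on recovered reads 1 of 14041 promoters was called, and none of the genes called in RNA-seq had a called promoter. Of the 15 genes called higher, 12 had more promoter H3K4me3 in Δ/D329A, with a median log2 difference of 0.49 against −0.08 for all promoters. That median was 0.22 without Δ/D329A replicate 1, 0.70 without replicate 2 and 0.25 without replicate 3. Among the genes called, the promoter of Pou4f1 rose most, from 2.01 ± 0.13 to 8.84 ± 2.50 RPM (SD, n = 3 each, log2 difference 2.05, limma adjusted p = 0.764), followed by those of Hoxa6 (log2 difference 1.53), Hoxa4 (1.37) and Hoxa7 (1.05). The promoter of Wt1 did not rise (−0.81).

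Across the 19 genes called in RNA-seq, the change of promoter H3K4me3 and the log2 difference of expression gave Pearson's r = 0.568 (permutation p = 0.00988, adjusted 0.0198 over 2 coefficients) and Spearman's rho = 0.312 (permutation p = 0.192), with the same sign in 14 genes. Without the 2 genes farthest from the median, r was 0.551. It was 0.365 (permutation p = 0.125) with the H3K4me3 change as a log2 ratio and 0.397 (permutation p = 0.0921) without H3K4me3 Δ/D329A replicate 1. The correlation runs across genes, which are not independent replicates.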

Finally, we were able to use the ChIP-seq data to evaluate that for a subset of DEGs there were associated changes in promoter H3K4me3 (Fig. 6l). These findings support the link between H3K27me3 and abnormal localisation of DNMT3A^D329A^, and suggest that the normal histone landscape is affected by the aberrant gain in DNA methylation (Fig. 7).

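H3K4me3 and H3K36me3 over the 779 canyons were compared in the same way as H3K27me3. Limma called 30 canyons for H3K4me3, 7 higher and 23 lower in Δ/D329A, and 102 canyons (13.1%, where chance gives 10%) had no overlap between the groups. The 23 called lower fell from a median of 5.81 to 1.96 RPM. Of the 7 called higher, 3 lie at genes that the RNA-seq fit called, and they are named here after their values were seen. A canyon inside Wt1, on chromosome 2 from 105129828 to 105135297, rose from 0.174 to 1.70 (log2 difference 2.61, limma adjusted p = 1.3e-05). A canyon that holds the start of Hoxa6, on chromosome 6 from 52208238 to 52214029, rose from 0.504 to 1.79 (1.53, limma adjusted p = 0.0273). The canyon of Pou4f1, on chromosome 14 from 104463378 to 104474856, rose from 0.981 to 2.75 (1.38, limma adjusted p = 0.0403). The number called for H3K4me3 was 10 after centring on random regions, 10 with edgeR, 7 without Δ/D329A replicate 1, 55 without Δ/D329A replicate 2 and 0 with input subtracted, where 60 canyons had an unadjusted limma p under 0.05.

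For H3K36me3 limma called 9 canyons, all higher in Δ/D329A, from a median of 0.138 to 0.454 RPM, and 199 canyons (25.5%) had no overlap between the groups. Both levels lie below the median of random regions. The quintile of canyons that gained most methylation rose by 0.128 at the median, and the quintile that gained least by 0.0347. Limma called 0 canyons without +/+ replicate 1 (110 at an unadjusted p under 0.05) and 0 without +/+ replicate 3 (167). It called 1 without +/+ replicate 2, 2 without Δ/D329A replicate 1, 1 without Δ/D329A replicate 3 and 29 without Δ/D329A replicate 2. With all libraries, edgeR on recovered reads called 73.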

**Fig. 7:**
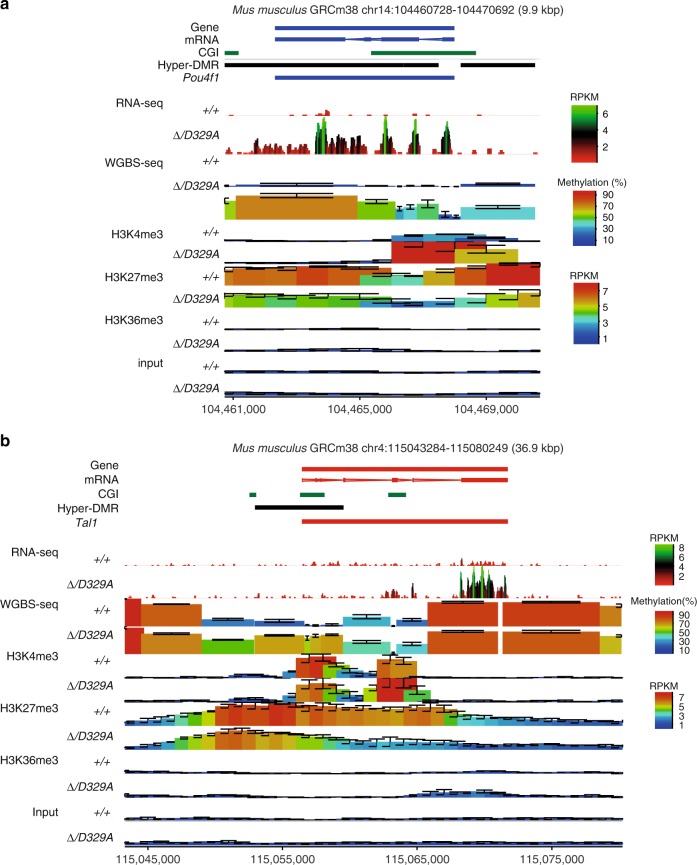
Genomic landscape of de-repressed genes in *Dnmt3a* ^*Δ/D329A*^ hypothalamus. **a**, **b** Representative genome browser views of gene expression, DNA methylation, and distribution of H3K4me3, H3K27me3, and H3K36me3 marks (determined by ChIP-seq) in adult (14-week) male hypothalamus of *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^ genotypes. H3K4me3 and H3K36me3 are enriched over actively transcribed CGI promoters and gene bodies, respectively. H3K27me3 shows a broad enrichment over transcriptionally silent genes and loss of enrichment upon methylation gain. Genes **a** *Pou4f1* and **b** *Tal1* are up-regulated and hypermethylated in *Dnmt3a*^*Δ/D329A*^. CGI: CpG island, DMR: hypermethylated region. Each colour-coded block represents: a 50 bp window with 10 bp step size in the gene expression dataset; a 100-CpG window in the methylation dataset; and 2 kb window with 1 kb step size in the histone enrichment datasets. For gene and mRNA tracks, the colour indicates direction, where red is a forward strand and blue is a reverse strand. Error bars indicate standard deviation. *n*(*+/+*) = 5, *n(Δ/D392A*) = 4 for RNA-seq datasets; *n* = 3 for each genotype in WGBS-seq and ChIP-seq datasets

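Genes were placed in 4 classes by their mean expression in the 5 +/+ RNA-seq libraries, and the marks were measured in the 3 +/+ ChIP-seq libraries. Median promoter H3K4me3 was 0.241 ± 0.0353 RPM (SD of the library medians, n = 3) in the class under 0 log2 RPKM (14580 genes), 14.6 ± 0.817 from 0 to 1 (2179 genes), 18.6 ± 1.03 from 1 to 3 (6065 genes) and 20.8 ± 1.25 over 3 (3128 genes). Median H3K36me3 over gene bodies was 0.485 ± 0.00684, 1.11 ± 0.0285, 1.46 ± 0.0271 and 1.59 ± 0.0213 in the same classes, for genes with a body of at least 1 tile. Within each of the 3 libraries both medians rose from class to class. The smallest steps were those between the 2 highest classes, of 2.06 to 2.50 RPM for H3K4me3 and 0.134 to 0.146 for H3K36me3. With promoters taken as 1000 bp on each side of the start, the step in H3K4me3 from the lowest to the highest class was 27.0.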

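Median promoter H3K27me3 in +/+ was 0.866 ± 0.0352 RPM (SD of the library medians, n = 3) for genes under 0 log2 RPKM, 0.265 ± 0.00689 for genes from 0 to 1, 0.183 ± 0.0184 from 1 to 3 and 0.169 ± 0.0211 over 3. With canyons ordered by methylation gain, the median log2 change of H3K27me3 was −0.20 in the quintile with least gain, −0.04, 0.12 and −0.13 in the next quintiles and −0.23 in the quintile with most. The first of these quintiles started at 0.117 RPM, so its log2 change rests on few reads, and the last at 6.65. In random regions the median log2 difference was −0.05.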

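The window of Fig. 7 around Pou4f1, which lies on the reverse strand of chromosome 14, was measured over 10 tiles. H3K27me3 fell from 5.93 ± 0.29 RPM in +/+ to 3.55 ± 0.89 in Δ/D329A (SD, n = 3 each), and H3K4me3 rose from 0.812 ± 0.0749 to 2.898 ± 0.617. H3K36me3 was 0.170 ± 0.0428 and 0.391 ± 0.206 and overlapped (exact permutation p = 0.2), and input was 0.673 ± 0.117 and 0.697 ± 0.0811. At its promoter H3K27me3 fell from 6.01 ± 0.55 to 2.94 ± 1.33. The window around Tal1, on the forward strand of chromosome 4, was measured over 37 tiles. H3K27me3 fell there from 4.27 ± 0.36 to 2.98 ± 0.33, H3K4me3 rose from 1.27 ± 0.22 to 2.18 ± 0.26 and H3K36me3 rose from 0.401 ± 0.0230 to 0.661 ± 0.103, while input was 0.925 ± 0.0161 and 0.935 ± 0.0484. At the promoter of Tal1 H3K27me3 fell from 7.26 ± 0.33 to 5.47 ± 0.20 and H3K4me3 did not change beyond its spread (1.27 ± 0.08 and 1.24 ± 0.42). Where the groups did not overlap, the exact permutation test, two-sided, gave p = 0.1, the smallest that 3 animals against 3 allow. RNA and ChIP-seq came from different animals. The legend of Fig. 7 gives male hypothalamus, and the legend of Supplementary Fig. 3 gives the RNA as female. Xist was expressed in all 9 RNA-seq libraries (3.797 log2 RPKM or more), and input coverage of chromosome X was 0.415 to 0.429 of the autosomal one, so expression and marks at these genes are compared across sexes as well as animals.

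**Figure D5:**
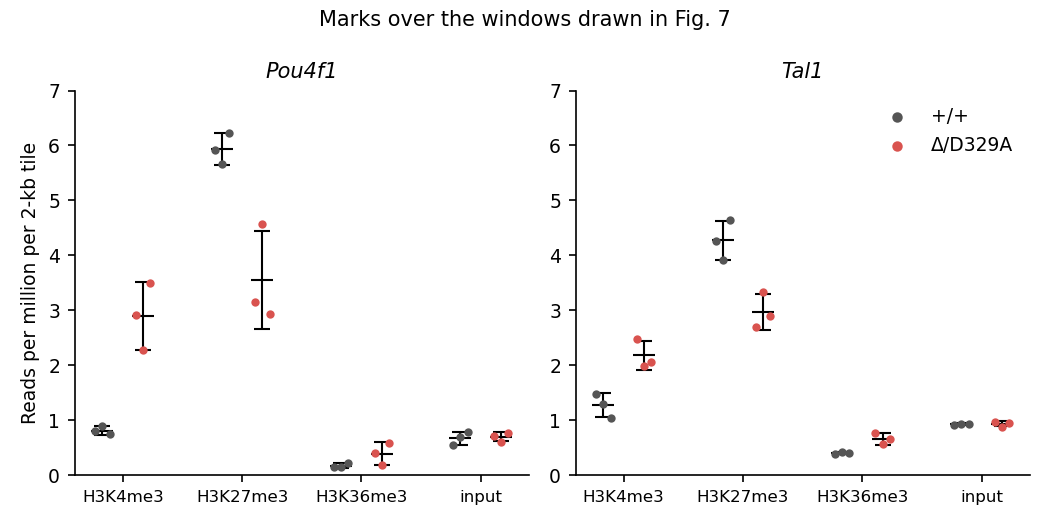
H3K4me3, H3K27me3, H3K36me3 and input (RPM) over the windows drawn in Fig. 7, with each point a library (3 +/+, 3 Δ/D329A), the horizontal mark the mean and the bar 1 SD. In both windows all 3 Δ/D329A libraries lie below the 3 +/+ libraries for H3K27me3 and above them for H3K4me3.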

### Non-CpG methylation shows altered DNMT3A^D329A^ recruitment

Non-CpG (CpH) methylation becomes particularly abundant in neural tissues, where it is established postnatally by DNMT3A^67–69^. Importantly, CpH methylation is not maintained at DNA replication, so its presence is a record of de novo methylation since the last replication event. Thus, we investigated CpH methylation in adult hypothalamus as a read-out of DNMT3A localisation and activity (Fig. 8a). CpH methylation levels showed strong evidence for haploinsufficiency at the molecular level, as we observed very similar decreases in global levels in *Dnmt3a*^*Δ/+*^ compared to *Dnmt3a*^*+/+*^, and *Dnmt3a*^*Δ/D329A*^ compared to *Dnmt3a*^*+/D329A*^ (Fig. 8a, b). The smaller global reduction between *Dnmt3a*^*+/D329A*^ and *Dnmt3a*^*+/+*^ and between *Dnmt3a*^*Δ/D329A*^ and *Dnmt3a*^*Δ/+*^ suggests some decrease in methyltransferase activity by the mutant protein. Strikingly, however, the pattern over hypermethylated DMRs was reversed, with *Dnmt3a*^*+/D329A*^ and *Dnmt3a*^*Δ/D329A*^ showing increased CpH methylation compared to *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/+*^, respectively (Fig. 8a, c). Comparing relative CpH methylation across prenatal and postnatal development showed that this effect first becomes evident in the P1 hypothalamus (Fig. 8d). In summary, these data demonstrate that recruitment and subsequent activity of the DNMT3A^D329A^ protein is aberrantly localised preferentially to bivalent chromatin in the postnatal brain.

**Fig. 8:**
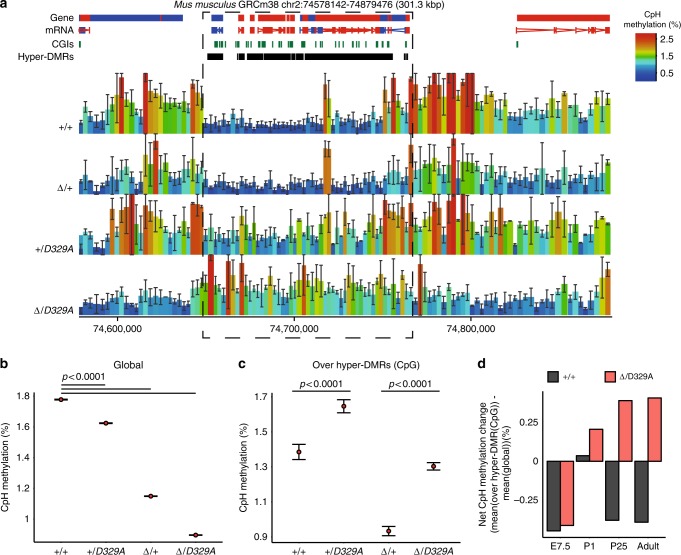
CpH methylation in hypothalamus of *Dnmt3a*^*+/+*^ and *Dnmt3a*^*Δ/D329A*^ mice. **a** Representative genome browser view of CpH methylation in adult (14-week) male hypothalamus. Methylation levels appear to be dependent on the number of alleles present, with a decrease observed in *Dnmt3a*^*∆/+*^ compared to *Dnmt3a*^*+/+*^. Notably, there is an increase of methylation over hyper-DMR regions (highlighted by the box) in the presence of *Dnmt3a*^*D329A*^. Each bar represents a 1000-CpH tile. For gene and mRNA tracks, the colour indicates direction, where red is a forward strand and blue is a reverse strand. CGI: CpG island, hyper-DMR: hypermethylated region. *n*(*+/+, Δ/+, Δ/D329A*) = 3, *n*(*+/D329A*) = 2. Error bars indicate standard deviation. **b** Global mean CpH methylation values across different genotypes. **c** Mean CpH methylation values over DMRs with CpG hypermethylation. **b**, **c** 1000-CpH tile quantitation for chromosomes 2 and 11 was used as representative. Error bars indicate standard error of the mean. Pairwise comparisons were done using a two-tailed *t*-test. Raw data are provided in Source Data. **d** Barplot indicating the net difference in mean CpH methylation between hyper-DMRs and global levels for *Dnmt3a*^*+/+*^ and *Dnmt3a* ^*Δ/D329A*^ mice across development (E7.5 epiblast, P1, P25, and adult hypothalamus). Raw data are provided in Source Data

## Discussion

Here we describe a gain-of-function mutation in the PWWP domain of DNMT3A that results in postnatal growth deficiency in mice and, at a molecular level, aberrant DNA methylation of genomic domains harbouring H3K27me3-silenced developmental regulatory genes. We demonstrate that the gain of DNA methylation occurs specifically during postnatal development and is likely to be a consequence of an altered association of the mutant DNMT3A with chromatin. Furthermore, we observed transcriptional de-repression of a subset of the associated genes, suggesting the aberrant localisation of DNA methylation to these genomic regions paradoxically results in their activation.

The DNMT3A-PWWP domain has been described to bind to H3K36me2 and H3K36me3 in vitro, an interaction that was blocked by targeted mutations, including D329A^27,44,47^. In *Dnmt3a*^*D329A*^ E7.5 embryos, we observed a stochastic delay in de novo methylation that was not localised to particular genomic areas. In adult tissues, however, we did not observe a loss of DNA methylation attributable to the D329A mutation and find no evidence that this mutation alters DNA methylation levels at regions enriched for H3K36me3, suggesting the delays observed in embryonic development do not persist. Together, these findings suggest that the function of DNMT3A in vivo is not necessarily reliant on its association with H3K36me2/3, but that the D329A mutant protein may have reduced methylase activity due to an altered association with chromatin or catalytic activity. Subsequently, the delay in de novo methylation may be recovered with time or DNMT3B may be able to compensate during embryogenesis, supported by previous observations that DNMT3A and DNMT3B have partial redundancy in the post-implantation embryo^18,50^.

In addition to an interaction with H3K36me2/3, wild-type DNMT3A has been found to associate specifically with H3K27me3-marked shores of bivalent CGIs^70,71^. In our study, the DNMT3A^D329A^ mutant aberrantly methylates bivalent and H3K27me3-marked genomic domains in postnatal development. This hypermethylation is selective towards polycomb repressive complex (PRC2)-mediated H3K27me3 domains rather than unmethylated regions of the genome in general, supporting an association between the PWWP domain and H3K27me3 in vivo^27^. Nonetheless, direct interaction evidence between DNMTs and H3K27me3 from biochemical experiments is limited^27,44,47,70^, and thus the nature of this association will need to be explored further.

DNA methylation and H3K27me3 are repressive marks that have been widely reported to be mutually exclusive^67,72,73^. However, this effect is not observed genome-wide; it is largely restricted to regions containing CGIs^66,74^ and mediates the generation of large hypomethylated canyons or valleys across these CGI-rich domains, such as the *Hox* clusters^60,61^. The regulation of these hypomethylated, H3K27me3-marked domains involves a complex and still poorly understood interplay between PRC2, DNMT3A, and DNA demethylases (TET proteins) (Fig. 9a). There has been considerable focus on what defines the boundaries of these domains, which is thought to rely on a dynamic equilibrium between DNMT3A and TET proteins^60,61,70,71^. Knock-outs of either protein strongly affect domain boundaries, whilst the core regions remain protected through an unknown mechanism. The protection of these domains is exemplified by a *Dnmt3b* overexpression mouse model that shows aberrant gain of methylation genome-wide and a marginal increase (<10%) across H3K27me3-marked domains^75^. While DNMT3s have a strong affinity towards H3K36me2/3, there may be a weak affinity towards H3K27me3, such that the abundance of different DNMT3s and their interacting proteins could modulate chromatin localisation depending on the cellular context. A direct association of DNMTs with H3K27me3 regions in some contexts is supported by the observation that DNA methylation is dependent on the deposition of H3K27me3 at a subset of CGIs in extraembryonic ectoderm^76^ and cancer^77^. At this time, it is unclear how the D329A mutation may have altered the properties of DNMT3A to enhance its interaction with H3K27me3 and/or with members of the PRC2, allowing it not only to target the boundaries but the protected core of bivalent domains as well as (Fig. 9b). One possibility is that H3K36me2/3 acts as a sink for wild-type DNMT3A, and loss of affinity for this interaction would permit mutant protein to localise to bivalent chromatin exclusively, tipping the balance between DNMT3A and TETs at those sites.

**Fig. 9:**
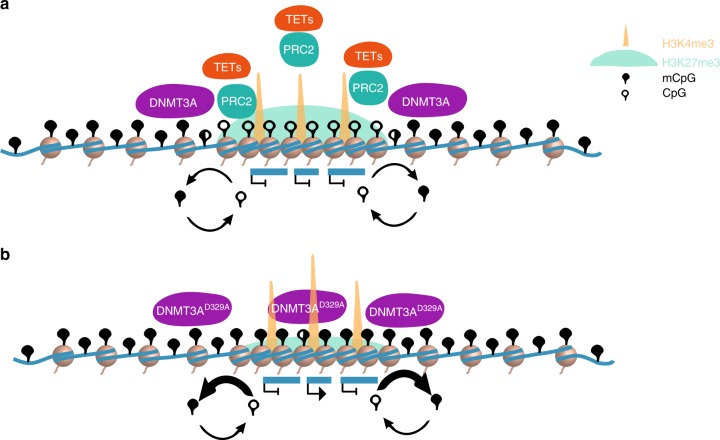
Model of molecular mechanisms acting at bivalent domains. **a** Representation of current understanding of bivalent domain regulation. The PRC2 complex deposits H3K27me3 and compacts chromatin across the promoters and surrounding regions of transcriptionally silent, developmental genes^62^. TET proteins are recruited, which result in active removal of DNA methylation and protection of bivalent chromatin from de novo DNMTs^71^. DNMT3A is recruited to bivalent chromatin shores through an unknown mechanism, enabling active establishment of DNA methylation at the boundaries^60,70,71^. Through the competing actions of TETs and DNMT3A there is a cycle of DNA methylation turnover at the boundaries of bivalent domains. **b** Representation of bivalent chromatin dynamics in the presence of DNMT3A^D329A^. The mutant protein is able to access bivalent chromatin and establish methylation across the whole domain. The presence of DNA methylation appears to influence the local chromatin environment and results in reduction of H3K27me3, potentially due to exclusion of PRC2 from methylated DNA. As a consequence, some genes become de-repressed and show an increase in promoter H3K4me3, while others maintain their transcriptional silencing, this is likely dependent on the availability and strength of necessary transcription factors

As both DNA methylation and H3K27me3 are repressive modifications, it is rather surprising to see de-repression of strongly silenced genes in *Dnmt3a*^*Δ/D329A*^ hypothalamus, when methylation is acquired and H3K27me3 is maintained to some extent. In a similar observation, *Hox* genes were activated when DNA methylation was targeted to gene bodies within these regions in tumours^78^. Yet, in contrast, we find that DNA methylation is acquired across the whole domain, not just gene bodies. Together, these findings suggest that aberrant targeting of DNA methylation to the core of bivalent domains could lead to displacement of PRC2, disrupting the repressive chromatin conformation. This is supported by the observation that DNA methylation generally, albeit not always, inhibits PRC2 binding and activity in vitro^65,79^ and can block the deposition of H3K27me3^66^. Furthermore, aberrant methylation gain over PRC2 domains leads to loss of H3K27me3 when DNMT3B is overexpressed^75^. The H3K27me3 that remains at the hypermethylated DMRs we observed could be explained by lower histone turnover rates in non-replicative neurons or could be maintained by PRC2 variants that show affinity for methyl-CpG^79^.

Despite *Dnmt3a* being expressed throughout prenatal and postnatal development, we only observed hypermethylation of DNA in the presence of the *Dnmt3a*^*D329A*^ allele postnatally. In prenatal development, the predominant transcript isoform is *Dnmt3a2*, while in postnatal tissues it is *Dnmt3a1*^19,70^. The presence of the mutation specifically in the longer protein derived from isoform 1 may enable the aberrant targeting to bivalent chromatin, especially since DNMT3A1 has been found to associate with H3K27me3-marked shores of bivalent CGIs^70,71^. Alternatively, *Dnmt3b* is very highly expressed throughout early prenatal development and is responsible for the majority of de novo methylation^20^. Therefore, in this context, the aberrant localisation of the mutant DNMT3A may be rescued by heterodimerisation with DNMT3B^80,81^.

Recently, point mutations in the PWWP domain of human *DNMT3A* have been described in a specific class of tumour—hereditary paraganglioma^82^ and in microcephalic dwarfism^27^, including a substitution in the amino acid residue orthologous to murine D329. In both cases, the mutations are associated with gain of methylation of H3K27me3-marked domains containing developmental regulatory genes, similar to the findings in our study. Moreover, a W326R mutation induced in mice exhibits a similar dominant growth effect and hypermethylation, although the molecular mechanisms remain to be fully explored^27^. Importantly, in our study, the detailed analysis of the ectopic DNA methylation in relation to chromatin data suggests a positive recruitment of the DNMT3A-PWWP mutant protein to H3K27me3-marked domains, rather than non-selective relocalisation from H3K36me2/3 sites favoured by Heyn et al.^27^, as we do not observe gains of DNA methylation across other genome features. Nevertheless, future studies will be invaluable in elucidating the biochemical properties of the mutated DNMT3A PWWP domain.

In summary, we provide a characterisation of the growth phenotype and underlying molecular changes of the *Dnmt3a*^*D329A*^ mutant mouse model. We demonstrate that the mutant DNMT3A exhibits highly specific, altered targeting to H3K27me3-marked chromatin. The aberrant gain in DNA methylation across these domains is only observed in postnatal development, suggesting that the DNMT3A1 isoform may be uniquely affected or that the absence of DNMT3B in adult tissues unmasks this effect. This study provides further insights into the regulation of bivalent chromatin domains and the role of the DNMT3A PWWP domain. This model will be valuable for future investigations into the role of DNA methylation abnormalities in cancer and the growth regulatory function of DNMT3A.

## Methods

### Animal experimental procedures and sample collection

All animal experimental procedures were approved by the Animal Welfare and Ethical Review body at the Babraham Institute, and were conducted under authority of the UK Home Office issued licences in accordance with the Animal (Scientific Procedures) Act 1986. The *Dnmt3a*^*D329A*^ mutant strain was generated by GenOway (France) by targeting in C57BL/6 ES cells. Briefly, a point mutation GAT to GCT resulting in aspartic acid to alanine amino acid change at the endogenous locus of *Dnmt3a* codon 329 was introduced (Fig. 1a and Supplementary Fig. 1). Targeting documentation is available upon request. These mice were subsequently inter-crossed with C57BL/6Babr mice carrying a conditional *Dnmt3a* deletion allele *Dnmt3a*^*fl*^ and oocyte-specific *Zp3* promoter-driven *Cre* recombinase^12^. In order to obtain experimental litters *Dnmt3a*^*fl−/+*^ Zp3-*Cre*^*+ve*^ females, which carry oocytes with a conditionally deleted *Dnmt3a*^*∆/+*^ allele, were crossed with *Dnmt3a*^*D329A/+*^ males; yielding litters with four possible genotypes *Dnmt3a*^*+/+*^, *Dnmt3a*^*∆/+*^, *Dnmt3a*^*+/D329A*^, and *Dnmt3a*^*∆/D329A*^ (Fig. 1b). Matings, confirmed pregnancies, litters and pup numbers were recorded, where the *Dnmt3a*^*D329A*^ allele was passed through the maternal or paternal line in mating with wild-type C57BL/6Babr mice. Caesarean sections were performed to rescue the pups if *Dnmt3a*^*+/D329A*^ females failed to deliver. When possible, body weights of experimental litters were recorded at 1.4, 4, 6, 8, 10, and 12 weeks and analysed using mixed-model ANOVA with post hoc pairwise comparisons using Bonferroni correction. Litters were sacrificed and tissues were collected at embryonic day 7.5 (E7.5), postnatal day 1 (P1), P25, and adulthood (~14 weeks old). At E7.5 ectoplacental cone (EPC) and epiblast were collected in PBS and EZ nuclear lysis buffer (Sigma), respectively.

### Genotyping

E7.5 EPCs were lysed in embryo lysis buffer (1 M Tris pH8.5, 0.5 M EDTA pH 8, 10% Tween, 0.2 mg/ml Proteinase K) and used for genotyping by PCR with primers for *Dnmt3a*^*wt/fl/∆*^ alleles (D3A-F 5′-CTGTGGCATC TCAGGGTGAT GAGCA-3′, D3A-R1 5′-GCAAACAGAC CCAACATGGA ACCCT-3′, and D3A-R2 5′-TGAGTGGTGA GGCCCAGCTT ATCGA-3′) and *Dnmt3a*^*D329A*^ allele (D329A-F 5′-CAGATCCTTG CCTGAACTGT GGTGC-3′ and D329A-R 5′-TCCCTCTTGG TCCAGCATGT ACCCT-3′). Adult mice were genotyped by the same PCR assay using genomic DNA extracted from ear clips, or by service provider Transnetyx (US) using real-time PCR.

### ELISA

Blood samples from experimental animal hearts were collected into Microvette 500 Z-Gel tubes (Sartstedt), centrifuged for 5 min at 10,000 × *g* at RT. Serum collected was used in Rat/Mouse Growth Hormone ELISA kit (Millipore) and Quantikine ELISA for Mouse/Rat Igf-1 kit (R&D systems) as per manufacturers’ instructions.

### RNA-sequencing library preparation

Total RNA from 14-week-old animal hypothalami was extracted using TRIzol (Invitrogen) and cleaned using RNA Clean and Concentrator (Zymo research) and Ribo-Zero rRNA removal kit (Illumina). Libraries were generated using NEBNext Ultra RNA library preparation kits (New England Biolabs). RNA-seq libraries were sequenced 50 bp single-end using Illumina HiSeq2500 platform.

### RNA-seq analysis

RNA-seq data was trimmed using TrimGalore 0.5.0^83^, then mapped using HiSat2 2.1.0^84^ to *Mus musculus* genome GRCm38. Processed data was analysed using Seqmonk 1.42.0^85^. Reads over transcripts were merged across exons correcting for feature length, quantitated using RNA-Seq quantitation pipeline, and log_2_-transformed. Differentially expressed genes were called using DESeq with significance threshold of *p* < 0.01 after Benjamini–Hochberg multiple testing correction. Mitochondrial genes were excluded. For genome browser views of gene expression selected regions were split into 500 bp bins every 50 bp and quantitated as reads per million transcripts, unless specified otherwise. David 6.7^86^ Functional Annotation Tool was used for gene ontology analysis, with categories GOTERM_BP_FAT, GOTERM_CC_FAT, GOTERM_MF_FAT, using Benjamini-corrected *p* < 0.01 significance cut-off.

### PBAT sequencing library preparation

Post-bisulphite adaptor tagging (PBAT) was used to generate genome-wide DNA methylation profiles. Approximately 50 ng of gDNA or 10% of MNase-digested E7.5 Epiblast DNA, purified using solid phase reversible immobilisation (SPRI) beads, was used as an input material. Briefly, Imprint DNA modification kit (Sigma) one-step procedure was used to bisulphite-convert the DNA. First strand synthesis was done using Klenow exo-tagged (New England Biolabs) and biotin-tagged Illumina 9 bp random sequence adaptor, followed by Exo-I treatment (New England Biolabs) and SPRI purification. Biotinylated DNA was captured using Dynabeads Strepatavidin M-280 beads (ThermoFisher Scientific) and second strand synthesis was carried out using reverse Illumina 9 bp random sequence adaptor, followed by library amplification using Phusion HF (Thermo Scientific) or KAPA HiFi (Kapa Biosystems) polymerase for 10 cycles. Libraries were quantitated and quality control checked using Agilent High Sensitivity DNA kit and Kapa Illumina library quantitation kit, as per manufacturer’s instructions. Libraries were sequenced using 100 bp single-end for P1, P25, and adult tissues; and 150 bp for E7.5 epiblast sequencing mode on the Illumina NextSeq500 platform at the Babraham Institute Sequencing Facility.

### Methylation data analysis

Methylation data was trimmed using TrimGalore 0.5.0^83^, deduplicated, mapped to *Mus musculus* genome GRCm38, and methylation calls were extracted using Bismark 0.19.1^87^. Processed data was analysed using Seqmonk 1.42.0^85^. Pituitary datasets were down-sampled to the least covered dataset using SeqMonk to avoid differential coverage artefacts. Probes were defined as tiles of CpG positions and quantified using Bisulphite quantitation pipeline. Tiles in adult hypothalamus were 100-CpGs where at least 10 are covered. In pituitary, liver, E7.5 epiblast and when E7.5 epiblast data was used in analysis, tiles were 300-CpG where at least 10 are covered. Mitochondrial genes were excluded from analyses, X and Y genes were excluded only from E7.5 epiblast analyses. DMRs were called using Seqmonk edgeR (for/rev) statistics filter with absolute methylation difference cut-off of 20%, using multiple-testing corrected *p*-value of ≤ 0.01. Genomic locations were defined as listed in the brackets using feature annotations available in SeqMonk: promoter (−1500 to +500 bp around transcription start site), gene body (+500 bp to the end of the mRNA/gene), intergenic (promoters and gene bodies excluded). CGI features were called based on previously published CGI coordinate data^88^. For promoter analysis, 100CpG windows were fused together if distance between them were <1 kb. For intergenic regions, adjacent probes were fused together. Random probes were selected from all probes, excluding those in the DMR list, and utilised as representative of the genome. Previously described DNA methylation ‘canyon’ coordinates were used in the analysis^60^. Only those showing methylation under 10% and covered by at least 5 CpGs in hypothalamus were used in analysis. Non-CpG methylation was analysed using 1000CpH tiles where at least 30 CpHs were covered.

### Ultra-low input native ChIP-seq library preparation

Ultra-low input native chromatin immunoprecipitation sequencing (ChIP-seq) libraries were generated using 2.5% of a whole hypothalamus as input for each immunoprecipitation, following previously described protocol^89^, keeping 10% of that for input. Briefly, cells were permeabilised using triton X-100/deoxycholate, chromatin was then digested using micrococcal nuclease (New England Biolabs) and precleared using Dynabeads Protein A/G beads (ThermoFisher Scientific). Antibodies for H3K4me3 (250 ng per reaction, Diagenode C15410003), H3K27me3 (125 ng per reaction, Millipore 07-449), or H3K36me3 (250 ng per reaction, Diagenode C15410192) were pre-bound to Protein A/G beads and incubated with chromatin for immunoprecipitation. Bound DNA was purified by SPRI purification. MicroPlex Library Preparation kit v2 (Diagenode) was used as per manufacturer’s instructions to generate libraries of inputs and immunoprecipitated samples. Libraries were quantitated and quality control checked using Agilent High Sensitivity DNA kit and Kapa Illumina library quantitation kit, as per manufacturer’s instructions. Libraries were sequenced using 75 bp single-end sequencing on the Illumina NextSeq500 platform at the Babraham Institute Sequencing Facility.

### ChIP data analysis

ChIP-seq data was trimmed using Trim Galore 0.5.0^83^ and mapped against *Mus Musculus* GRCm38 genome with Bowtie 1.2.2^90^. H3K27me3 enrichment was quantitated using 2 kb tiles with a 1 kb step, correcting for total count based on the largest library, unless stated otherwise. H3K4me3 and H3K27me3 peaks were called using MACS peak caller within SeqMonk 1.42.0, using a significant threshold of *p* < 0.00001, a sonication fragment size of 1 kb, and input controls as a reference. When assessment of histone marks was done in relation to DNA methylation, DNA methylation tiles were used to quantitate the enrichment.

### Statistical analyses

All measurements taken were biological and not technical replicates, replicates represent individual animals. Basic statistical tests used are described in figure legends where applicable.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Source Data

## Data Availability

Sequence data that support the findings of this study have been deposited in Gene Expression Omnibus with the primary accession code GSE117728. All data generated and analysed in this study are included in the published article and its supplementary files and are available from the corresponding author upon reasonable request. Source data for Figs. 1c, 2a, 3a, 4a, b, 6e–i, 8b, c and Supplementary Figs. 3, 4a, 4c, d, 5a, b, 11a, 11f–i are provided. Source data for Figs. 2c, d and 5b are provided in Supplementary Data. A Life Science and ChIP-Seq Reporting Summary for this article is available.

## References

[1] Smith ZD, Meissner A (2013). DNA methylation: roles in mammalian development. Nat. Rev. Genet..

[2] Yin Y (2017). Impact of cytosine methylation on DNA binding specificities of human transcription factors. Science.

[3] Borgel J (2010). Targets and dynamics of promoter DNA methylation during early mouse development. Nat. Genet..

[4] Jones PA (2012). Functions of DNA methylation: islands, start sites, gene bodies and beyond. Nat. Rev. Genet..

[5] Smith ZD (2012). A unique regulatory phase of DNA methylation in the early mammalian embryo. Nature.

[6] Ziller MJ (2013). Charting a dynamic DNA methylation landscape of the human genome. Nature.

[7] Ehrlich M, Wang RY (1981). 5-Methylcytosine in eukaryotic DNA. Science.

[8] Okano M, Xie S, Li E (1998). Cloning and characterization of a family of novel mammalian DNA (cytosine-5) methyltransferases. Nat. Genet..

[9] Barau J (2016). The DNA methyltransferase DNMT3C protects male germ cells from transposon activity. Science.

[10] Jain D (2017). rahu is a mutant allele of Dnmt3c, encoding a DNA methyltransferase homolog required for meiosis and transposon repression in the mouse male germline. PLoS. Genet..

[11] Li E, Bestor TH, Jaenisch R (1992). Targeted mutation of the DNA methyltransferase gene results in embryonic lethality. Cell.

[12] Chuang LSH (1997). Human DNA-(cytosine-5) methyltransferase–PCNA complex as a target for p21WAF1. Science.

[13] Bostick M (2007). UHRF1 plays a role in maintaining DNA methylation in mammalian cells. Science.

[14] Sharif J (2007). The SRA protein Np95 mediates epigenetic inheritance by recruiting Dnmt1 to methylated DNA. Nature.

[15] Bourc’his D, Xu GL, Lin CS, Bollman B, Bestor TH (2001). Dnmt3L and the establishment of maternal genomic imprints. Science.

[16] Hata K, Okano M, Lei H, Li E (2002). Dnmt3L cooperates with the Dnmt3 family of de novo DNA methyltransferases to establish maternal imprints in mice. Development.

[17] Bourc’his D, Bestor TH (2004). Meiotic catastrophe and retrotransposon reactivation in male germ cells lacking Dnmt3L. Nature.

[18] Okano M, Bell DW, Haber DA, Li E (1999). DNA methyltransferases Dnmt3a and Dnmt3b are essential for de novo methylation and mammalian development. Cell.

[19] Chen T, Ueda Y, Xie S, Li E (2002). A novel Dnmt3a isoform produced from an alternative promoter localizes to euchromatin and its expression correlates with activede novo methylation. J. Biol. Chem..

[20] Auclair G, Guibert S, Bender A, Weber M (2014). Ontogeny of CpG island methylation and specificity of DNMT3 methyltransferases during embryonic development in the mouse. Genome Biol..

[21] Kaneda M (2004). Essential role for de novo DNA methyltransferase Dnmt3a in paternal and maternal imprinting. Nature.

[22] Kaneda M (2010). Genetic evidence for Dnmt3a-dependent imprinting during oocyte growth obtained by conditional knockout with Zp3-Cre and complete exclusion of Dnmt3b by chimera formation. Genes Cells.

[23] Feng J, Chang H, Li E, Fan G (2005). Dynamic expression of de novo DNA methyltransferases Dnmt3a and Dnmt3b in the central nervous system. J. Neurosci. Res..

[24] Tatton-Brown K (2014). Mutations in the DNA methyltransferase gene DNMT3A cause an overgrowth syndrome with intellectual disability. Nat. Genet..

[25] Yang L, Rau R, Goodell MA (2015). DNMT3A in haematological malignancies. Nat. Rev. Cancer.

[26] Tatton-Brown K (2017). Mutations in epigenetic regulation genes are a major cause of overgrowth with intellectual disability. Am. J. Hum. Genet..

[27] Heyn P (2019). Gain-of-function DNMT3A mutations cause microcephalic dwarfism and hypermethylation of Polycomb-regulated regions. Nat. Genet..

[28] Hansen RS (1999). The DNMT3B DNA methyltransferase gene is mutated in the ICF immunodeficiency syndrome. Proc. Natl Acad. Sci. USA.

[29] Dodge JE, Ramsahoye BH, Wo ZG, Okano M, Li E (2002). De novo methylation of MMLV provirus in embryonic stem cells: CpG versus non-CpG methylation. Gene.

[30] Ramsahoye BH (2000). Non-CpG methylation is prevalent in embryonic stem cells and may be mediated by DNA methyltransferase 3a. Proc. Natl Acad. Sci. USA.

[31] Wienholz BL (2010). DNMT3L modulates significant and distinct flanking sequence preference for DNA methylation by DNMT3A and DNMT3B in vivo. PLoS Genet..

[32] Jeltsch A, Broche J, Bashtrykov P (2018). Molecular processes connecting DNA methylation patterns with DNA methyltransferases and histone modifications in mammalian genomes. Genes.

[33] Argentaro A (2007). Structural consequences of disease-causing mutations in the ATRX-DNMT3-DNMT3L (ADD) domain of the chromatin-associated protein ATRX. PNAS.

[34] Otani J (2009). Structural basis for recognition of H3K4 methylation status by the DNA methyltransferase 3A ATRX–DNMT3–DNMT3L domain. EMBO Rep..

[35] Ooi SKT (2007). DNMT3L connects unmethylated lysine 4 of histone H3 to de novo methylation of DNA. Nature.

[36] Zhang Y (2010). Chromatin methylation activity of Dnmt3a and Dnmt3a/3L is guided by interaction of the ADD domain with the histone H3 tail. Nucleic Acids Res..

[37] Guo X (2015). Structural insight into autoinhibition and histone H3-induced activation of DNMT3A. Nature.

[38] Li BZ (2011). Histone tails regulate DNA methylation by allosterically activating de novo methyltransferase. Cell Res..

[39] Qin S, Min J (2014). Structure and function of the nucleosome-binding PWWP domain. Trends Biochem. Sci..

[40] Chen T, Tsujimoto N, Li E (2004). The PWWP domain of Dnmt3a and Dnmt3b Is required for directing DNA methylation to the major satellite repeats at pericentric heterochromatin. Mol. Cell. Biol..

[41] Ge YZ (2004). Chromatin targeting of de Novo DNA methyltransferases by the PWWP domain. J. Biol. Chem..

[42] Shirohzu H (2002). Three novel DNMT3B mutations in Japanese patients with ICF syndrome. Am. J. Med. Genet..

[43] Rondelet G, Dal Maso T, Willems L, Wouters J (2016). Structural basis for recognition of histone H3K36me3 nucleosome by human de novo DNA methyltransferases 3A and 3B. J. Struct. Biol..

[44] Dhayalan A (2010). The Dnmt3a PWWP domain reads histone 3 lysine 36 trimethylation and guides DNA methylation. J. Biol. Chem..

[45] Bock I (2011). Application of Celluspots peptide arrays for the analysis of the binding specificity of epigenetic reading domains to modified histone tails. BMC Biochem..

[46] Kungulovski G (2014). Application of histone modification-specific interaction domains as an alternative to antibodies. Genome Res..

[47] Mauser R, Kungulovski G, Keup C, Reinhardt R, Jeltsch A (2017). Application of dual reading domains as novel reagents in chromatin biology reveals a new H3K9me3 and H3K36me2/3 bivalent chromatin state. Epigenetics Chromatin.

[48] Baubec T (2015). Genomic profiling of DNA methyltransferases reveals a role for DNMT3B in genic methylation. Nature.

[49] Morselli M (2015). In vivo targeting of de novo DNA methylation by histone modifications in yeast and mouse. eLife.

[50] Greenberg MVC (2017). Transient transcription in the early embryo sets an epigenetic state that programs postnatal growth. Nat. Genet..

[51] Li G (2014). Major epigenetic development distinguishing neuronal and non-neuronal cells occurs postnatally in the murine hypothalamus. Hum. Mol. Genet..

[52] Abizaid A, Horvath TL (2008). Brain circuits regulating energy homeostasis. Regul. Pept..

[53] Leibel R (2008). Molecular physiology of weight regulation in mice and humans. Int. J. Obes..

[54] Mihalache L (2016). Effects of ghrelin in energy balance and body weight homeostasis. Hormones.

[55] Yang H, An JJ, Sun C, Xu B (2016). Regulation of energy balance via BDNF expressed in nonparaventricular hypothalamic neurons. Mol. Endocrinol..

[56] Li X (2013). SIRT1 and energy metabolism. Acta Biochim. Biophys. Sin..

[57] Lau, J. & Herzog, H. CART in the regulation of appetite and energy homeostasis. *Front. Neurosci*. **8**, 313 (2014).10.3389/fnins.2014.00313PMC419527325352770

[58] Plant TM (2015). 60 YEARS OF NEUROENDOCRINOLOGY: the hypothalamo-pituitary–gonadal axis. J. Endocrinol..

[59] Borgel J (2010). Targets and dynamics of promoter DNA methylation during early mouse development. Nat. Genet..

[60] Jeong M (2014). Large conserved domains of low DNA methylation maintained by Dnmt3a. Nat. Genet..

[61] Li Y (2018). Genome-wide analyses reveal a role of Polycomb in promoting hypomethylation of DNA methylation valleys. Genome Biol..

[62] Boyer LA (2006). Polycomb complexes repress developmental regulators in murine embryonic stem cells. Nature.

[63] Tanay A, O’Donnell AH, Damelin M, Bestor TH (2007). Hyperconserved CpG domains underlie Polycomb-binding sites. PNAS.

[64] Lindroth AM (2008). Antagonism between DNA and H3K27 Methylation at the Imprinted Rasgrf1 Locus. PLoS Genet..

[65] Bartke T (2010). Nucleosome-interacting proteins regulated by DNA and histone methylation. Cell.

[66] Brinkman AB (2012). Sequential ChIP-bisulfite sequencing enables direct genome-scale investigation of chromatin and DNA methylation cross-talk. Genome Res..

[67] Xie W (2012). Base-resolution analyses of sequence and parent-of-origin dependent DNA methylation in the mouse genome. Cell.

[68] Varley KE (2013). Dynamic DNA methylation across diverse human cell lines and tissues. Genome Res..

[69] Lister R (2013). Global epigenomic reconfiguration during mammalian brain development. Science.

[70] Manzo M (2017). Isoform-specific localization of DNMT3A regulates DNA methylation fidelity at bivalent CpG islands. EMBO J..

[71] Gu T (2018). DNMT3A and TET1 cooperate to regulate promoter epigenetic landscapes in mouse embryonic stem cells. Genome Biol..

[72] Bogdanović O (2011). Temporal uncoupling of the DNA methylome and transcriptional repression during embryogenesis. Genome Res..

[73] Murphy PJ (2013). Single-molecule analysis of combinatorial epigenomic states in normal and tumor cells. PNAS.

[74] Statham AL (2012). Bisulfite sequencing of chromatin immunoprecipitated DNA (BisChIP-seq) directly informs methylation status of histone-modified DNA. Genome Res..

[75] Zhang Y (2018). Targets and genomic constraints of ectopic Dnmt3b expression. eLife.

[76] Smith ZD (2017). Epigenetic restriction of extraembryonic lineages mirrors the somatic transition to cancer. Nature.

[77] Schlesinger Y (2007). Polycomb-mediated methylation on Lys27 of histone H3 pre-marks genes for de novo methylation in cancer. Nat. Genet..

[78] Su J (2018). Homeobox oncogene activation by pan-cancer DNA hypermethylation. Genome. Biol..

[79] Wang X (2017). Molecular analysis of PRC2 recruitment to DNA in chromatin and its inhibition by RNA. Nat. Struct. Mol. Biol..

[80] Li JY (2007). Synergistic function of DNA methyltransferases Dnmt3a and Dnmt3b in the methylation of Oct4 and Nanog. Mol. Cell. Biol..

[81] Emperle M, Rajavelu A, Reinhardt R, Jurkowska RZ, Jeltsch A (2014). Cooperative DNA binding and protein/DNA fiber formation increases the activity of the Dnmt3a DNA methyltransferase. J. Biol. Chem..

[82] Remacha L (2018). Gain-of-function mutations in DNMT3A in patients with paraganglioma. Genet. Med..

[83] Babraham Bioinformatics—Trim Galore! http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/. Accessed 10 Mar 2019.

[84] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat Meth.

[85] Babraham Bioinformatics*. SeqMonk Mapped Sequence Analysis Tool*. http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/. Accessed 20 June 2017.

[86] DAVID Functional Annotation Bioinformatics Microarray Analysis. https://david-d.ncifcrf.gov/. Accessed 10 Mar 2019.

[87] Krueger F, Andrews SR (2011). Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics.

[88] Illingworth Robert S., Gruenewald-Schneider Ulrike, Webb Shaun, Kerr Alastair R. W., James Keith D., Turner Daniel J., Smith Colin, Harrison David J., Andrews Robert, Bird Adrian P. (2010). Orphan CpG Islands Identify Numerous Conserved Promoters in the Mammalian Genome. PLoS Genetics.

[89] Hanna CW (2018). MLL2 conveys transcription-independent H3K4 trimethylation in oocytes. Nat. Struct. Mol. Biol..

[90] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

# Supplementary material for: A DNMT3A PWWP mutation leads to methylation of bivalent chromatin and growth retardation in mice
**Source:** Nat Commun. 2019 Apr 23;10:1884. doi: 10.1038/s41467-019-09713-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

**A DNMT3A PWWP mutation leads to methylation of bivalent  
chromatin and growth retardation in mice**

Sendžikaitė et al.

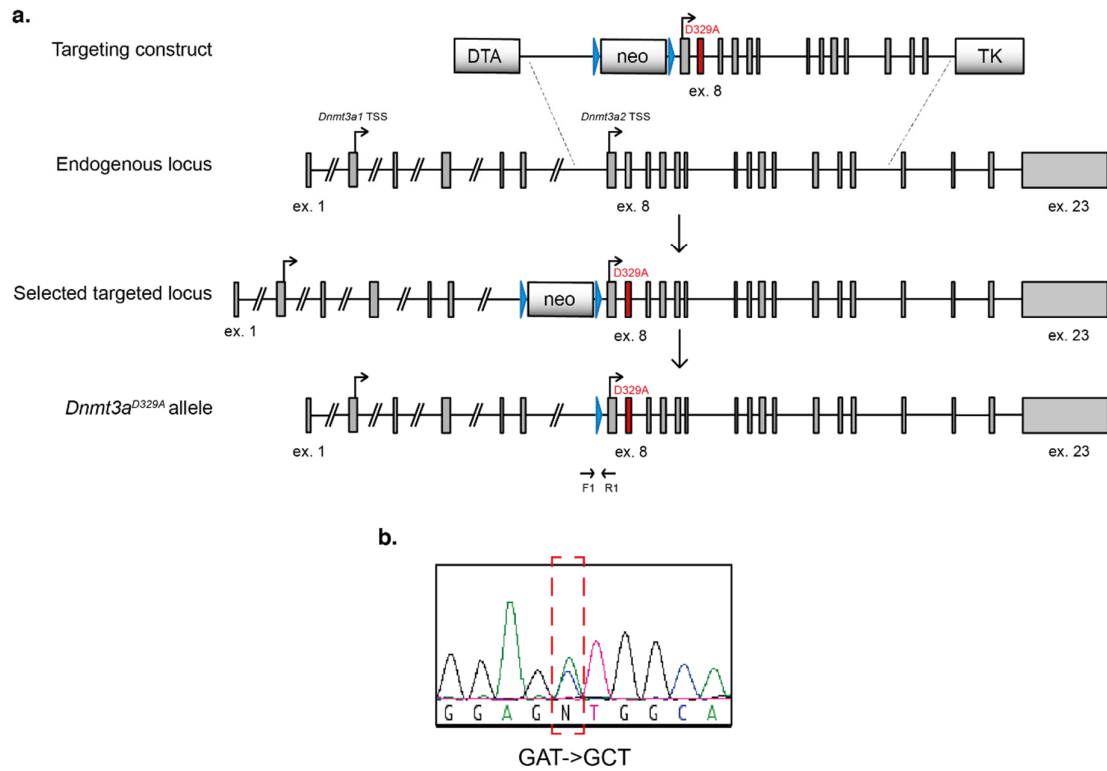

**Supplementary Figure 1. Generation of the *Dnmt3a*<sup>D329A</sup> allele.**

**a,** Schematic representation of targeting construct used to generate mice carrying the *Dnmt3a*<sup>D329A</sup> mutation. Targeting construct, endogenous locus and selected targeted locus are shown together with final neo cassette-excised mutant allele. Exon 8 with the D329A mutation is coloured in red; *loxP* sites indicated as blue arrowheads. Abbreviations: DTA: diphtheria toxin A negative selection cassette, neo: neomycin selection cassette, TK: herpes simplex virus thymidine kinase, TSS: transcription start site, ex.: exon. F1 and R1 indicate primers used to genotype the mutant allele.

**b,** Sanger sequencing screenshot from genomic DNA of a *Dnmt3a*<sup>+/D329A</sup> mouse. Boxed region highlights the heterozygous base position.

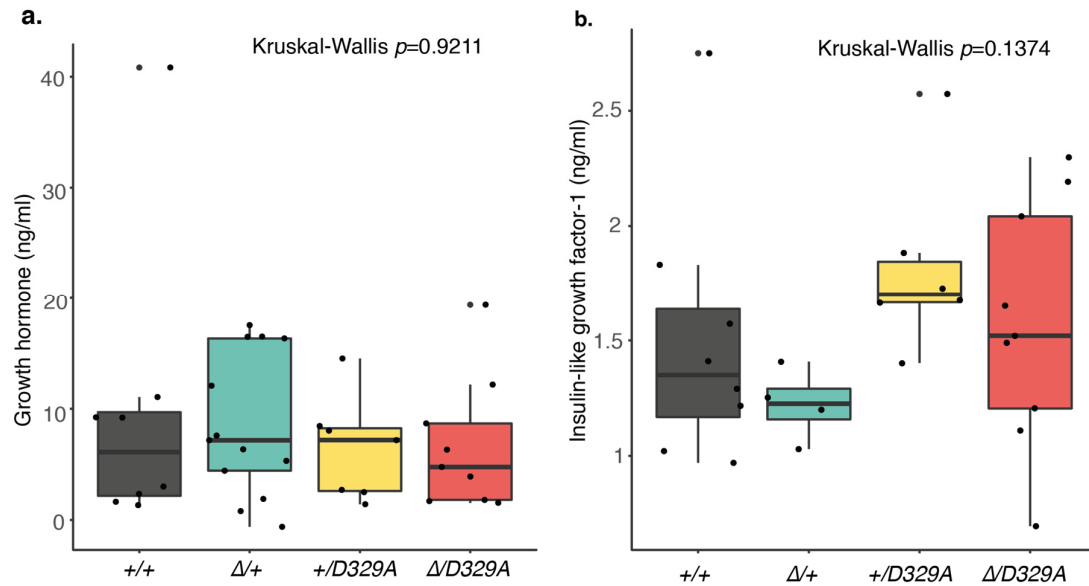

**Supplementary Figure 2. Serum hormone levels in *Dnmt3a*<sup>D329A</sup> mice.**

**a,** Levels of growth hormone determined by ELISA in serum of 14-week old male mice of the indicated *Dnmt3a* genotypes.  $n(+/+)=8$ ,  $n(\Delta/+)=13$ ,  $n(+/D329A)=7$ ,  $n(\Delta/D329A)=9$ . Kruskal-Wallis non-parametric test ( $p=0.9211$ ,  $H=0.49$ ,  $df=3$ ).

**b,** Levels of insulin-like growth factor-1 determined by ELISA in serum of 14-week old animals of indicated *Dnmt3a* genotype.  $n(+/+)=8$ ,  $n(\Delta/+)=4$ ,  $n(+/D329A)=6$ ,  $n(\Delta/D329A)=9$ . Kruskal-Wallis non-parametric test ( $p=0.1374$ ,  $H=5.52$ ,  $df=3$ ).

In **a,b**, Boxplots show median value and 25-75<sup>th</sup> percentiles, whiskers show lowest and highest observation, excluding outliers. Points represent individual animals.

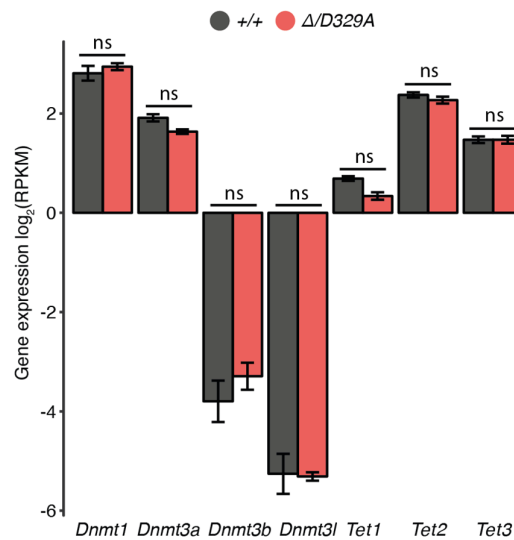

**Supplementary Figure 3. Expression of *Dnmt* and *Tet* family genes.**

Abundance of transcripts for *Dnmt* and *Tet* genes in RNA-seq data from female adult (14-week) hypothalamus.  $n(+/+)=5$ ,  $n(\Delta/D329A)=4$ . 

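The values drawn for these genes are log2 RPKM of 9 hypothalamus libraries. In all 9 libraries Xist was expressed, between 3.797 and 4.588 log2 RPKM. The chromosome Y genes Ddx3y, Uty, Kdm5d and Eif2s3y together held 1 read in +/+ replicate 4 and none in the other 8 libraries. Dnmt1 was at 2.81 ± 0.33 log2 RPKM (SD, n = 5) in +/+ and 2.94 ± 0.14 (SD, n = 4) in Δ/D329A, a log2 difference of 0.13 (standard error 0.18) from 463 to 1050 reads per library. Tet2 was at 2.37 ± 0.12 and 2.27 ± 0.14, and Tet3 at 1.47 ± 0.15 and 1.47 ± 0.16. The limma p adjusted over the list alone was 0.584 for Dnmt1, 0.584 for Tet2 and 0.999 for Tet3.

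Dnmt3b and Dnmt3l were below the expression limit and were not part of the limma comparison. Dnmt3b was covered by 2 to 12 reads per library and stood at −3.797 ± 0.935 log2 RPKM (SD, n = 5) in +/+ and −3.29 ± 0.54 (SD, n = 4) in Δ/D329A, with p = 0.373 in the exact permutation test. Dnmt3l was covered by at most 1 read in 8 libraries and by 4 reads in +/+ replicate 5, and that library set most of its spread in +/+, where it stood at −5.26 ± 0.90 (SD, n = 5) against −5.31 ± 0.17 (SD, n = 4) in Δ/D329A. Over all libraries of a genotype it held 5 reads in +/+ and 1 in Δ/D329A, a ratio of 0.327 with an exact 95% interval of 0.00691 to 2.92 that covers counting error only.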

Two-tailed t-test was used with Bonferroni-corrected  $p$ -value  $< 0.5$  significance cut-off. ns.: not significant. Error bars indicate standard deviation. Raw data are provided in Source Data.

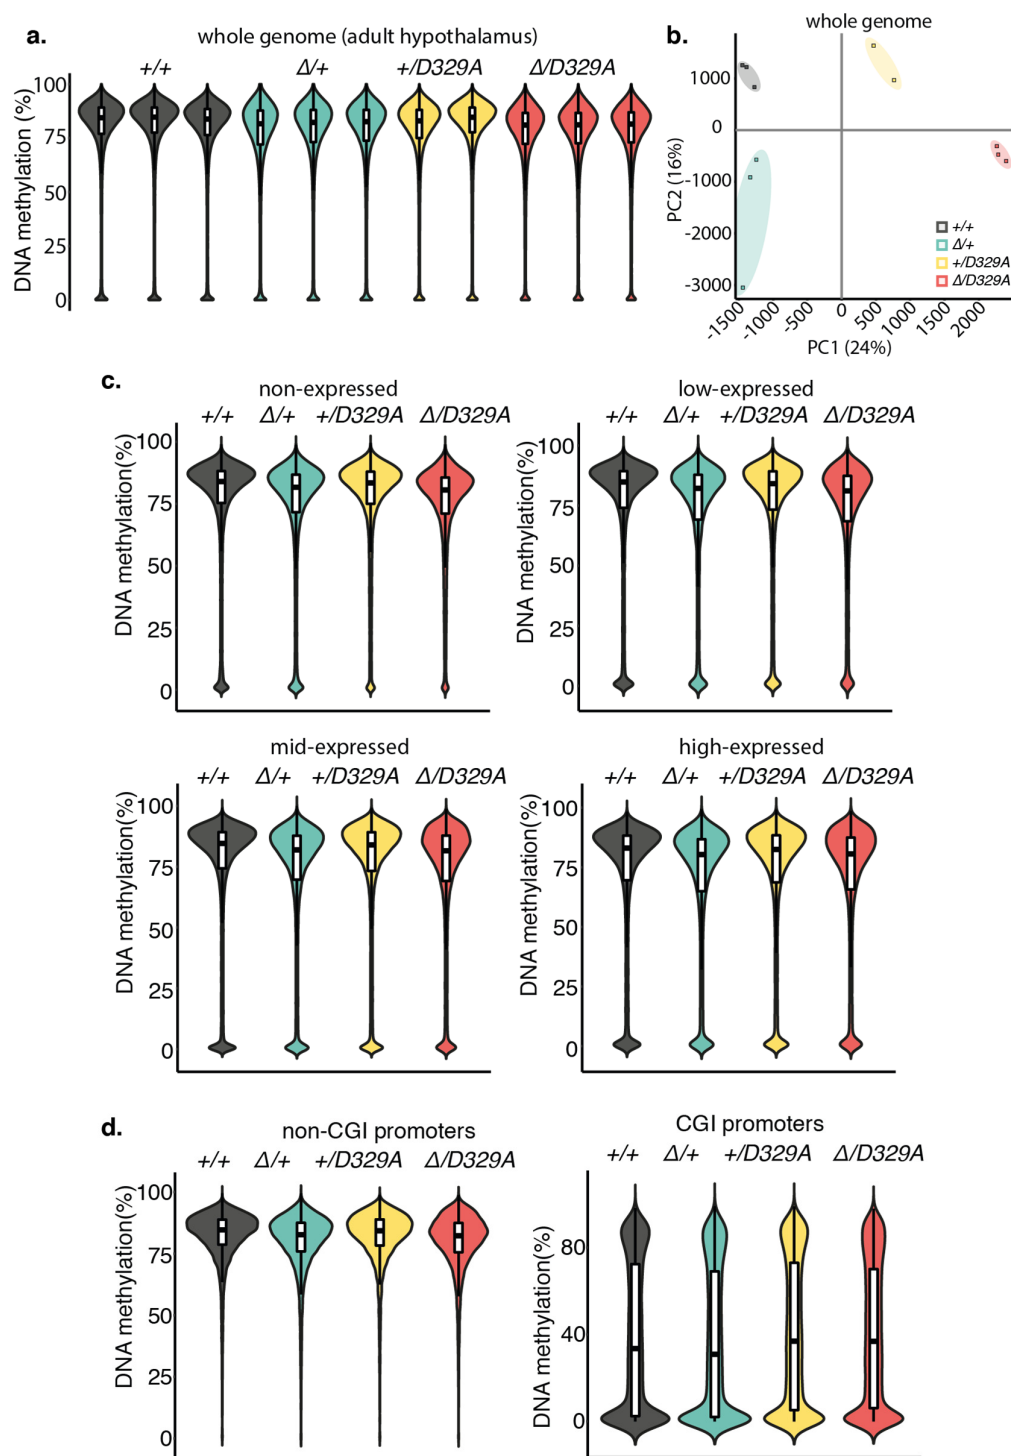

**Supplementary Figure 4. Global DNA methylation trends in mice carrying *Dnmt3a*<sup>D329A</sup> allele.**

**a,** Beanplots indicating whole genome methylation levels in adult (14-week) male hypothalamus of mice carrying the alleles shown. Each plot represents the data from an individual mouse. Quantification of methylation was for tiles of 100-CpG positions.

**b**, PCA plot showing clustering of individual samples into separate distant groups based on the genotype. PC1 separation appears to be driven by mutant allele, whilst PC2 separation is driven by number of alleles expressed.

**c**, Beanplots indicating methylation levels quantified over genes, split by their expression levels. Non-expressed:  $\log_2(\text{RPKM}) < 0$ ; low-expressed:  $0 < \log_2(\text{RPKM}) < 1$ ; mid-expressed:  $1 < \log_2(\text{RPKM}) < 3$ ; high: expressed  $\log_2(\text{RPKM}) > 3$ .

**d**, Beanplots indicating methylation levels quantified over CGI non-overlapping or overlapping promoters. Probes within 1kb distance were merged. CGI: CpG island.

In **a-d**,  $n(+/, \Delta/+, \Delta/D329A) = 3$ ,  $n(+/D329A) = 2$ ; in **a,c,d**, Boxplots show median value and 25-75<sup>th</sup> percentiles, whiskers show lowest and highest observation, excluding outliers. Raw data are provided in Source Data.

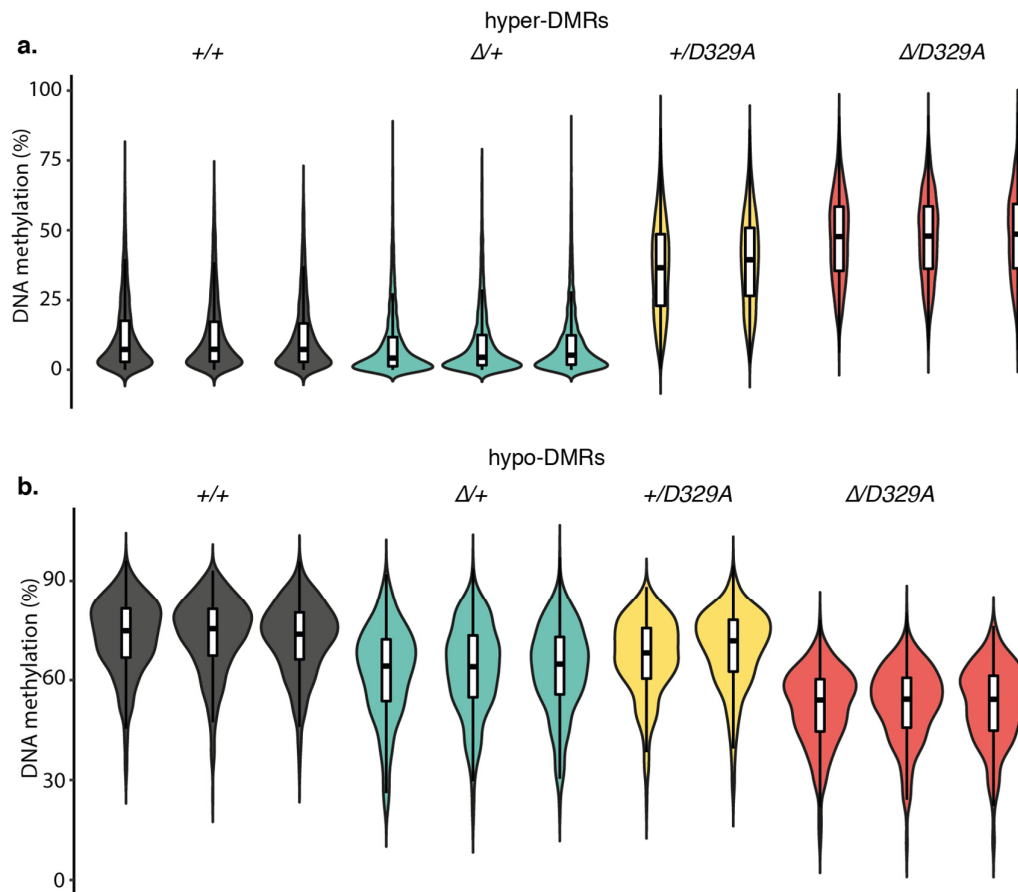

**Supplementary Figure 5. Differential methylation in *Dnmt3a*<sup>+/+</sup>, *Dnmt3a*<sup>Δ/+</sup>, *Dnmt3a*<sup>+/D329A</sup> and *Dnmt3a*<sup>Δ/D329A</sup> hypothalamus.**

**a,b**, Beanplots showing reproducible DNA methylation changes over (a) hyper- and (b) hypo- DMRs in 14-week adult male hypothalamus across four different genotypes. Boxplots show median value and 25-75<sup>th</sup> percentiles, whiskers show lowest and highest observation, excluding outliers. Each plot represents the data from an individual mouse. Hypo: hypomethylated, hyper: hypermethylated, DMR: differentially methylated region.

In **a,b**,  $n(+/, \Delta/+, \Delta/D329A) = 3$ ,  $n(+/D329A) = 2$ . Raw data are provided in Source Data.

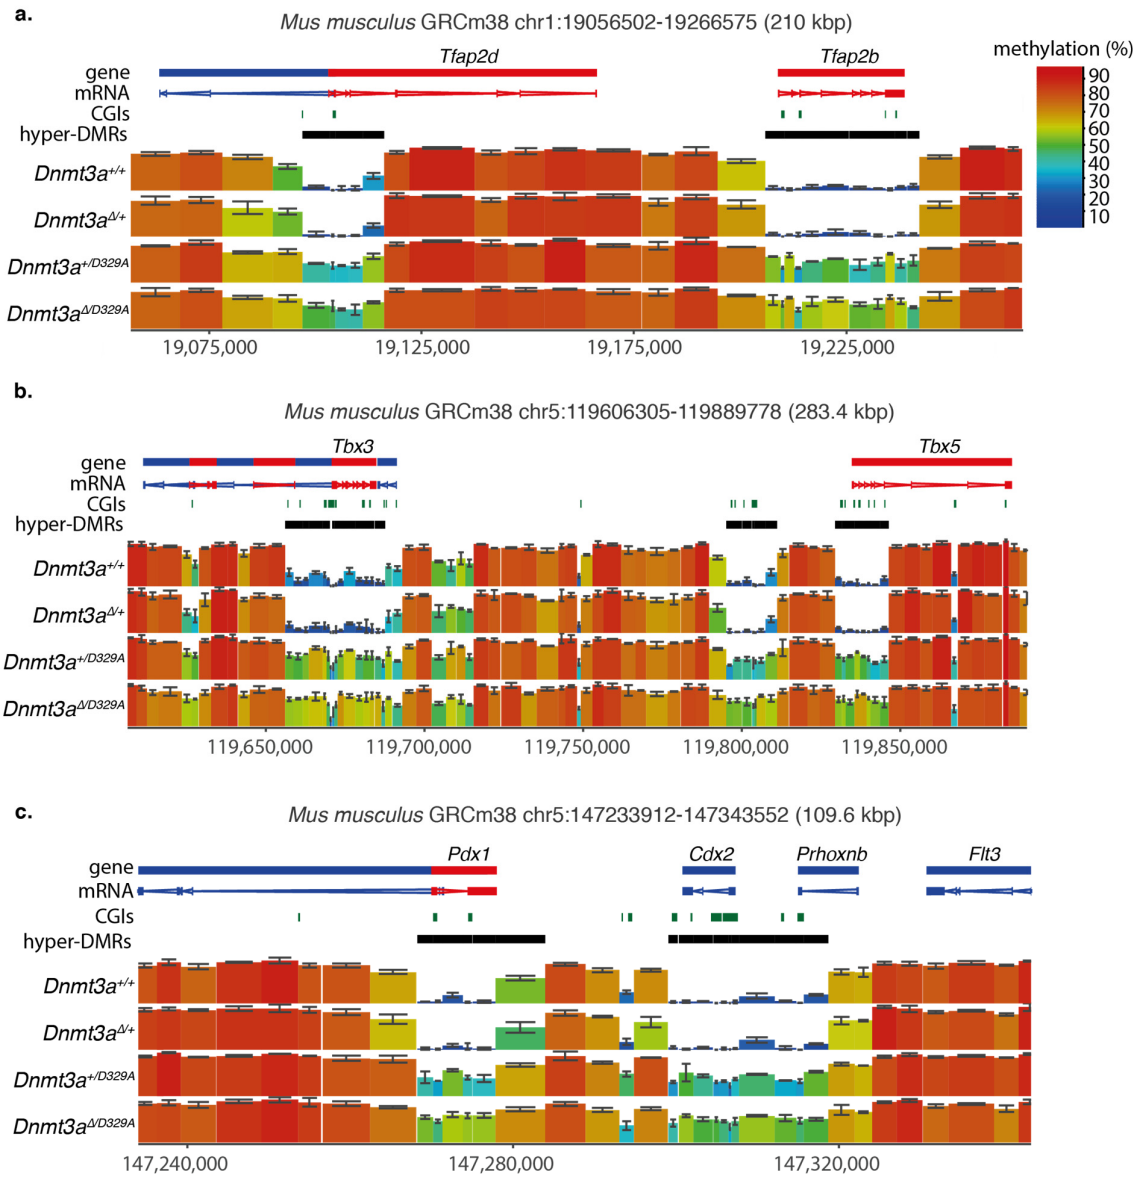

**Supplementary Figure 6. Genome browser views of representative regions that gain methylation in *Dnmt3a*<sup>ΔD392A</sup> hypothalamus.** a, b, and c, show three representative affected loci. Methylation profiles for 14-week adult male hypothalamus for each *Dnmt3a* genotype are shown. Each block, colour-coded for methylation value, represents a 100-CpG tile. Abbreviations: CGIs: CpG islands, Hyper-DMRs: hypermethylated regions. Gain of methylation is evident in both *Dnmt3a*<sup>+/D329A</sup> and *Dnmt3a*<sup>Δ/D329A</sup>. For gene and mRNA tracks, the colour indicates direction, where red is a forward strand and blue is a reverse strand.  $n(+/+ , \Delta/+ , \Delta/D329A) = 3$ ,  $n(+/D329A) = 2$ . Error bars indicate standard deviation.

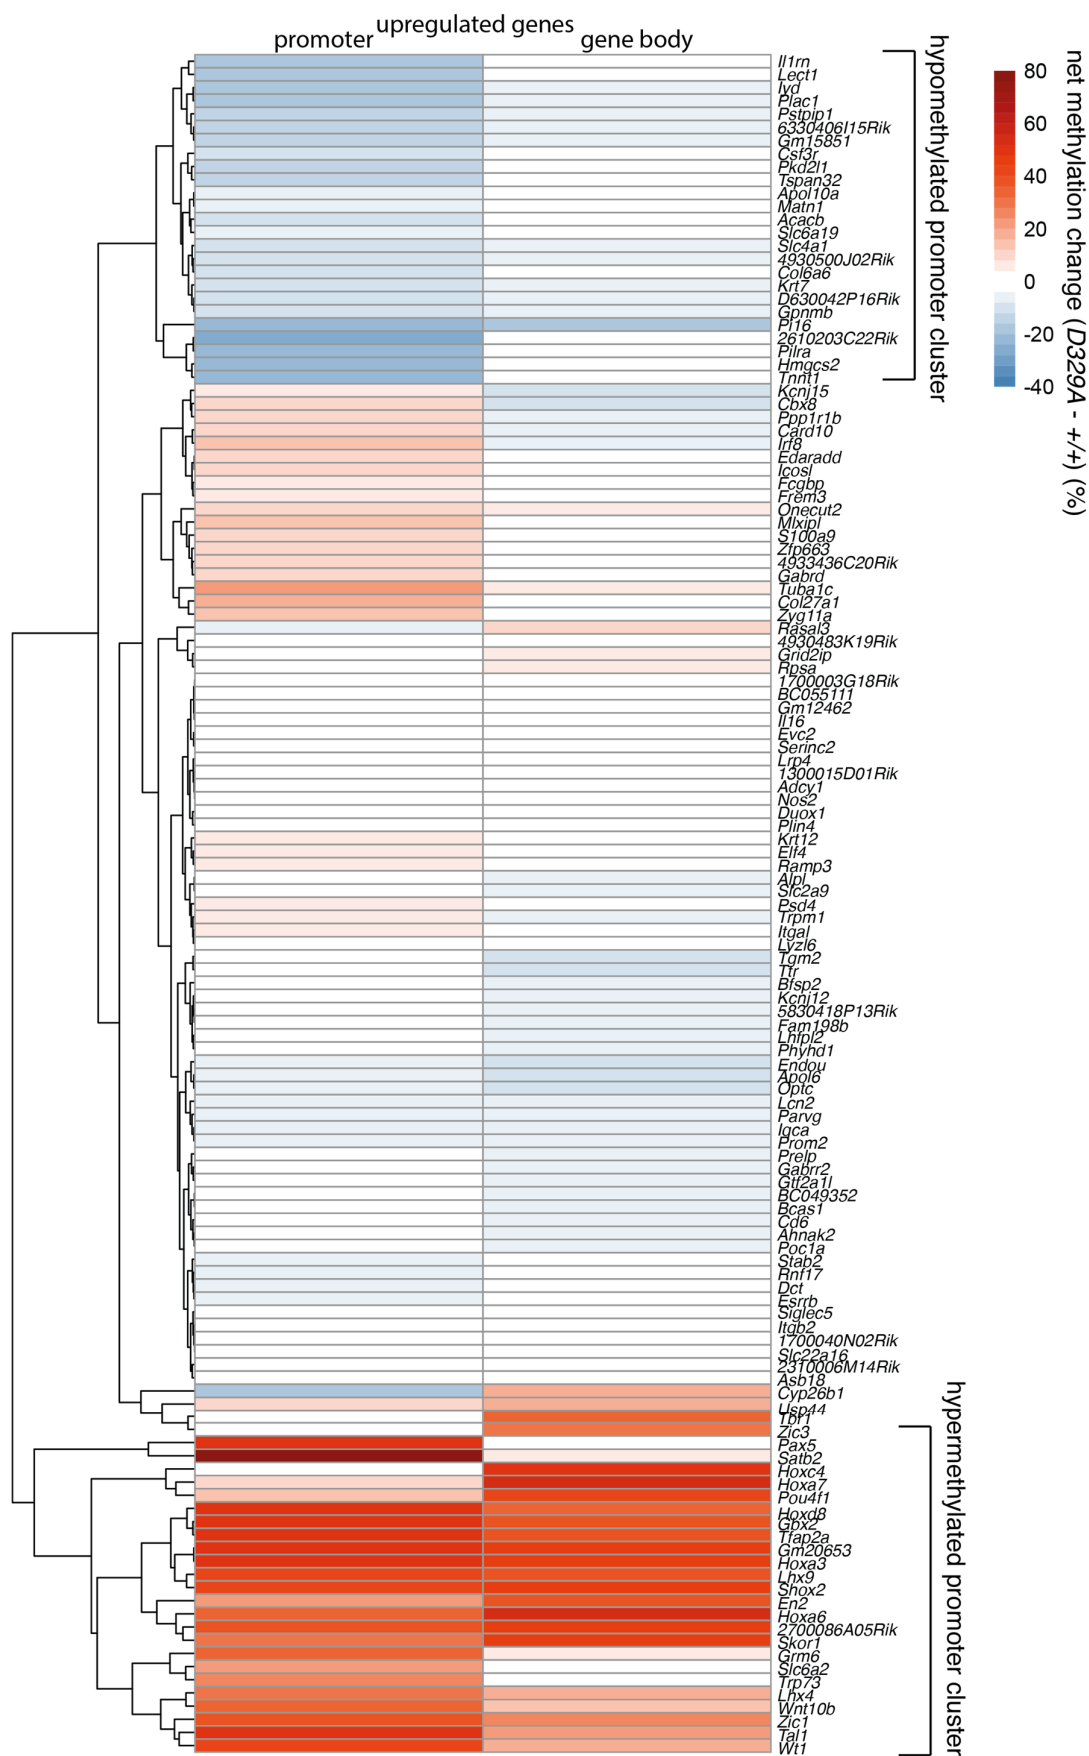

**Supplementary Figure 7. Net methylation changes over promoters and gene bodies for genes upregulated in *Dnmt3a* <sup>$\Delta$ D329A</sup> adult hypothalamus.** Methylation differences between *Dnmt3a*<sup>+/+</sup> and *Dnmt3a* <sup>$\Delta$ D329A</sup> were quantified over promoters and gene bodies. Promoter probes within 1kb distance were merged. Clustering was performed using the Euclidean complete method.  $n(+/, \Delta D329A) = 3$ .

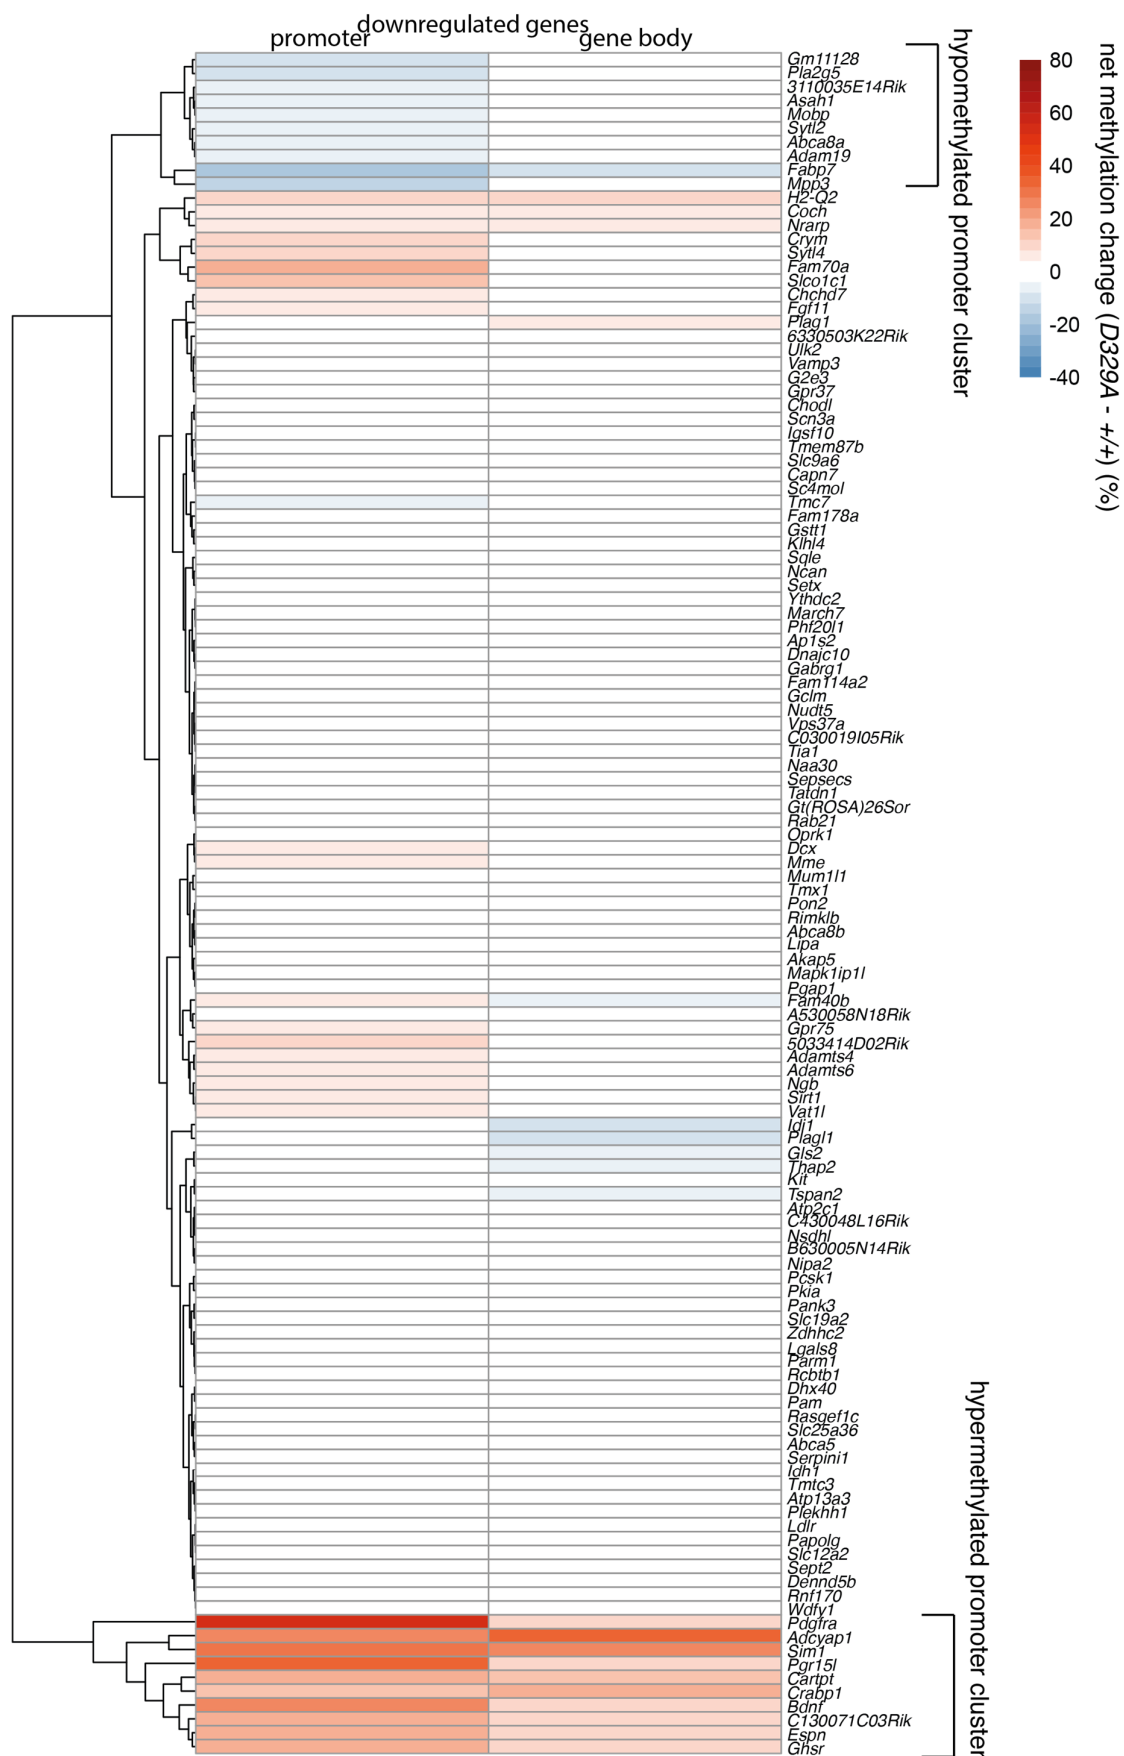

**Supplementary Figure 8. Net methylation changes over promoters and gene bodies for genes downregulated in *Dnmt3a* <sup>$\Delta$ /D329A</sup> adult hypothalamus.** Methylation differences between *Dnmt3a*<sup>+/+</sup> and *Dnmt3a* <sup>$\Delta$ /D392A</sup> were quantified over promoters and gene bodies. Promoter probes within 1kb distance were merged. Clustering was performed using the Euclidean complete method.  $n(+/, \Delta/D329A) = 3$ .

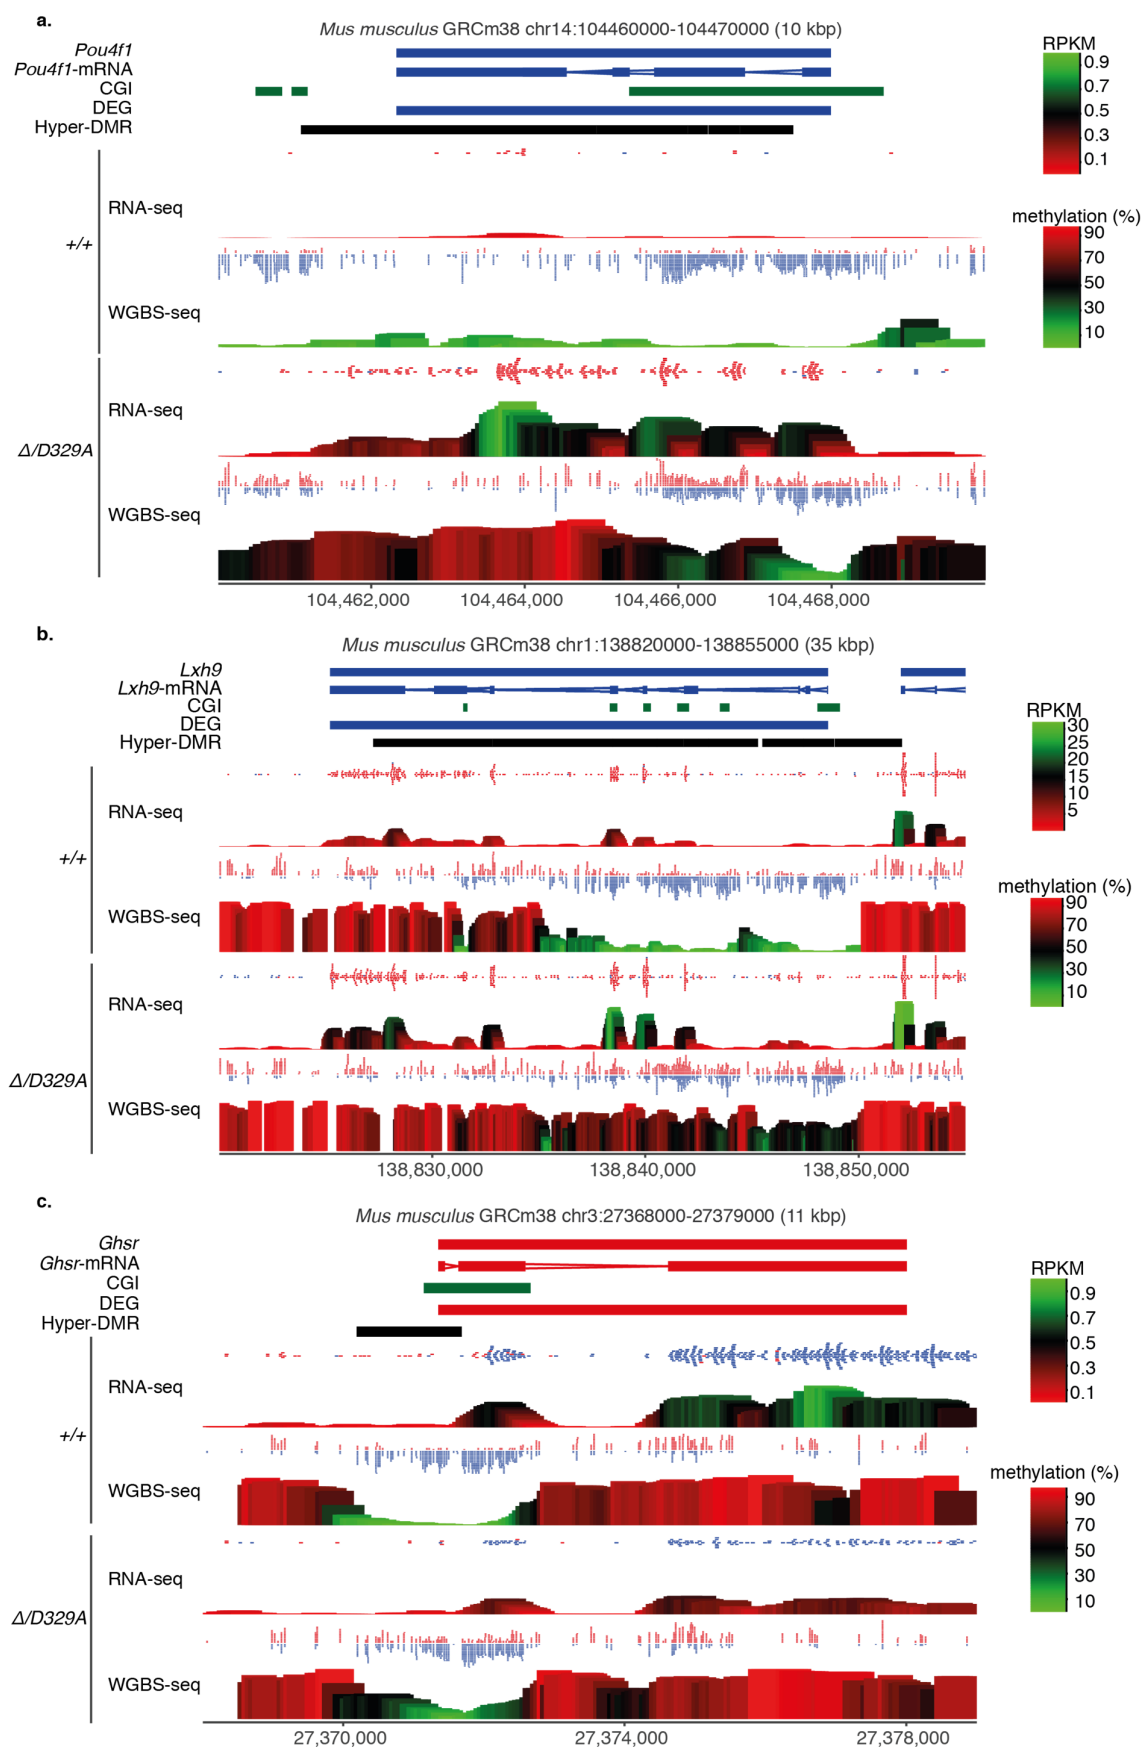

**Supplementary Figure 9. Genome browser views of representative regions that show altered gene expression and differential methylation in *Dnmt3a* <sup>$\Delta$ D329A</sup> hypothalamus.**  
**a-c,** Genome browser views from Seqmonk of the (a) *Pou4f1* locus that is de-repressed and exhibits methylation gain over the gene body, (b) *Lhx9* locus that is upregulated and exhibits methylation gain over both gene body and promoter region, (c) *Ghsr* locus that is downregulated and exhibits methylation gain over the promoter region. Each coloured block represents a 500bp tile with 50bp step. Raw sequencing reads are shown. For raw reads, gene and mRNA tracks, the colour indicates direction, where red is a forward strand and blue is a reverse strand. Libraries were prepared using an opposite-strand specific kit. For methylation red means a methylated call and blue means an unmethylated call, each point indicating an individual C in CpG context. Abbreviations: CGI: CpG island, Hyper-DMR: hypermethylated region, DEG: differentially expressed gene.  $n(+/+)$  = 3,  $n(+/D329A)$  = 2.

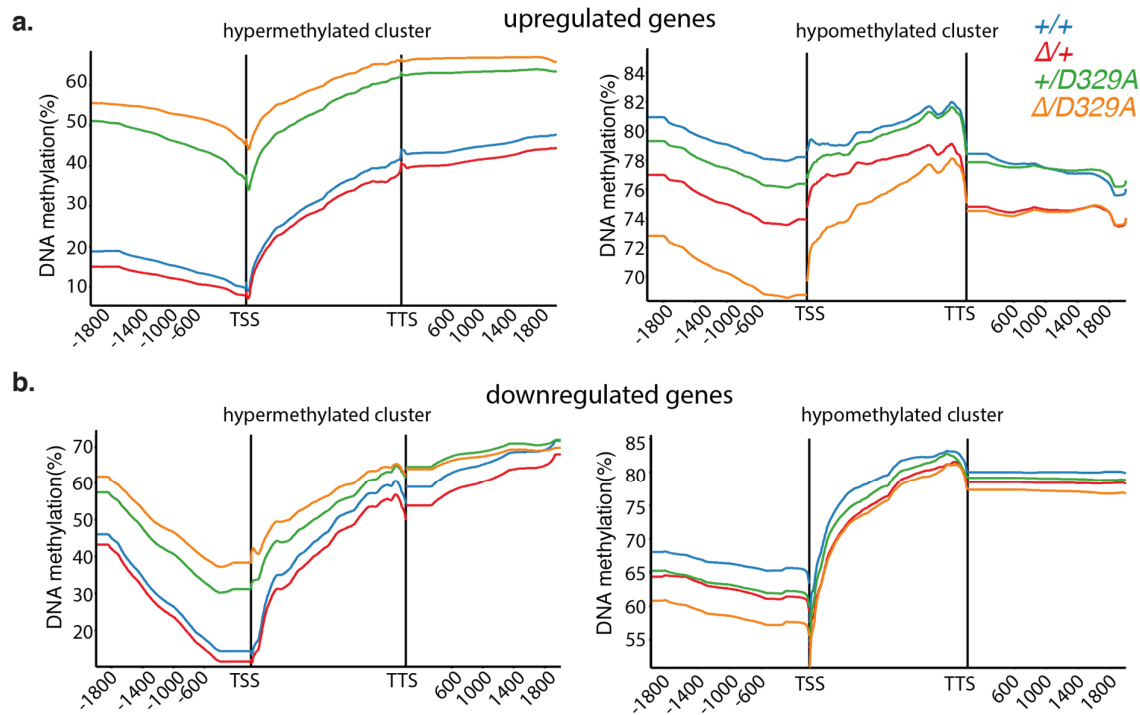

**Supplementary Figure 10. Trendplots showing DNA methylation over genes differentially expressed in adult hypothalamus with methylation changes in their promoter region.**

Aggregated methylation levels over differentially expressed gene clusters showing hyper- and hypo- methylated promoters, marked in Supplementary Fig. 7 and 8. TSS: transcription start site, TTS: transcription termination site. Distance over gene is relative.  $n(\text{upregulated genes, hypermethylated promoters})$  = 24,  $n(\text{upregulated genes, hypomethylated promoters})$  = 25,  $n(\text{downregulated genes, hypermethylated promoters})$  = 10,  $n(\text{upregulated genes, hypomethylated promoters})$  = 10.  $n(\text{methylation datasets, } +/+, \Delta/+, \Delta/D329A)$  = 3,  $n(+/D329A)$  = 2.

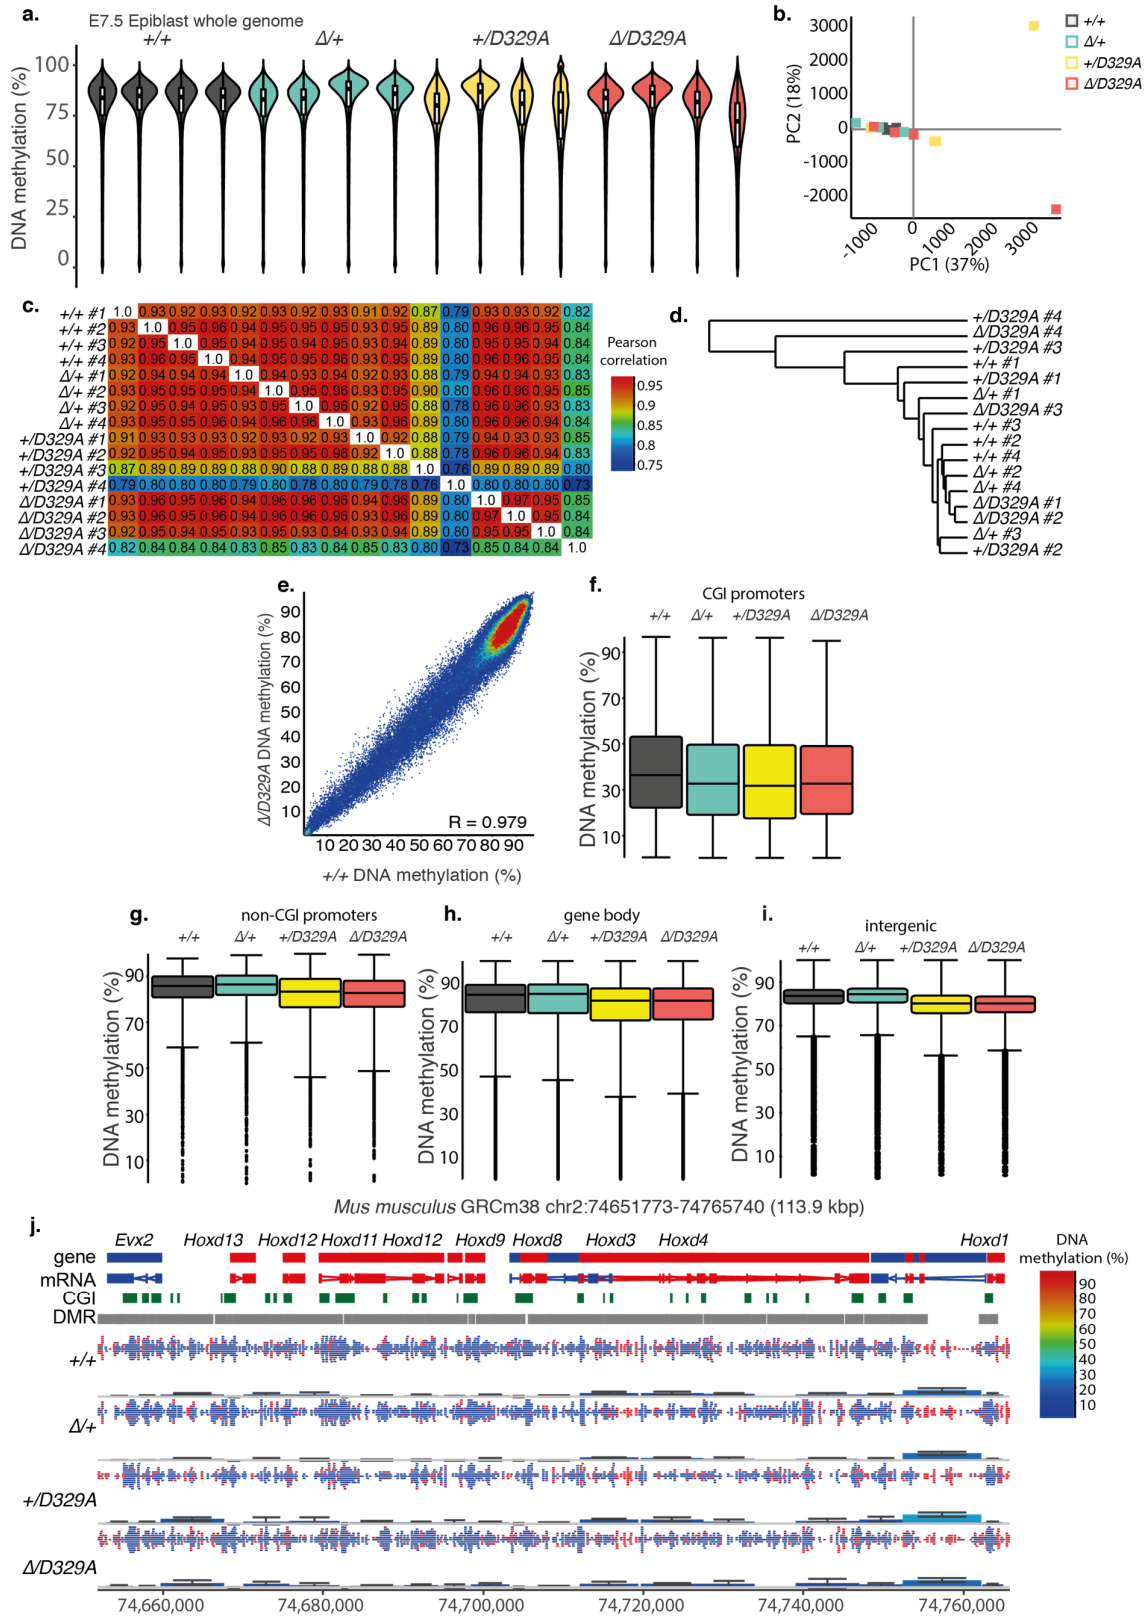

### Supplementary Figure 11. DNA methylation in E7.5 epiblast.

**a**, Beanplots indicating whole genome methylation levels in individual E7.5 epiblasts of different genotypes. Tiles of 300-CpG positions were used. Boxplots show median value and 25-75<sup>th</sup> percentiles, whiskers show lowest and highest observation, excluding outliers. Each plot represents the data from an individual mouse. Variation within individuals could be attributable to developmental timing. Raw data is provided in Source Data.

**b**, PCA plot showing clustering of the majority of the individual E7.5 epiblasts together. The two outliers arise from two lowest methylation samples observed in **(a)**.

**c**, A table showing pairwise Pearson correlation values for individual sample pairs, where value of 1.0 is an ideal correlation.

**d**, A data similarity tree indicating Pearson correlation distances between individual samples.

**e**, Scatterplot showing correlation between methylation levels of individual tiles between *Dnmt3a*<sup>+/+</sup> and *Dnmt3a*<sup>ΔD329A</sup> E7.5 epiblasts.

**f-i**, DNA methylation levels in E7.5 epiblast quantified across **(f)** CGI promoters, **(g)** non-CGI promoters, **(h)** gene bodies (excluding promoters), and **(i)** intergenic regions (excluding gene bodies and promoters). Boxplots show median value and 25-75<sup>th</sup> percentiles, whiskers show lowest and highest observation, outliers are marked by individual dots. Raw data are provided in Source Data.

**j**, Genome browser view of the *Hoxd* gene cluster in E7.5 epiblast. The track for each genotype displays methylation calls for individual CpGs, where methylated positions are red and unmethylated positions are blue (above), as well as quantification of 300-CpG tiles (below). CGI: CpG island, DMR: hypermethylated region in adult tissues. For gene and mRNA tracks, the colour indicates direction, where red is a forward strand and blue is a reverse strand. Error bars indicate standard deviation.

In **a-j**, Tiles of 300-CpG positions; *n* = 4 for each genotype.

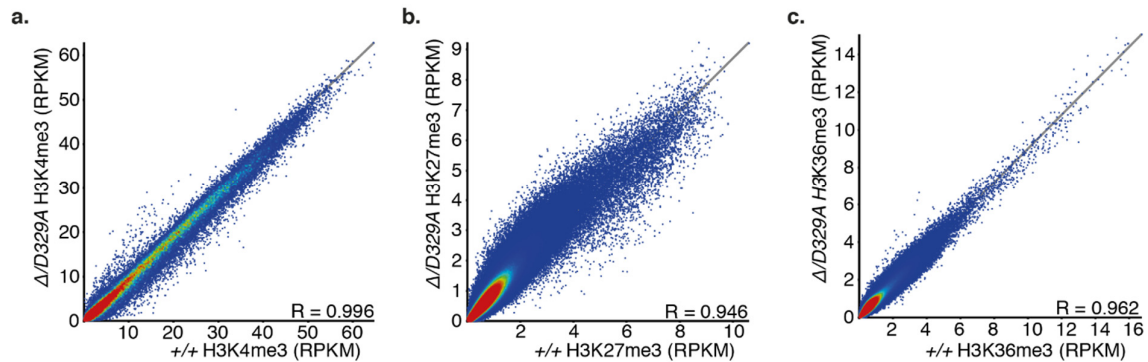

### Supplementary Figure 12. Chromatin-immunoprecipitation of H3K4me3, H3K27me3 and H3K36me3 in adult hypothalamus.

**a-c**, Scatterplots showing correlation for **(a)** H3K4me3; **(b)** H3K27me3; **(c)** H3K36me3 enrichments between *Dnmt3a*<sup>+/+</sup> and *Dnmt3a*<sup>ΔD329A</sup> hypothalamus. *n* = 3 each genotype. Tiles of 2kb with a step of 1kb were used for analyses.

| <i>D329A</i> allele transmission | Matings | Litters born | Pups | Weaned |
|----------------------------------|---------|--------------|------|--------|
| Maternal                         | 19      | 2            | 4    | 0      |
| Paternal                         | 23      | 19           | 158  | 86     |

**Supplementary Table 1. Numbers of matings, litters, pups born and weaned when the *Dnmt3a*<sup>*D329A*</sup> allele was transmitted paternally or maternally. Results of crossing *Dnmt3a*<sup>*+/D329A*</sup> carriers with C57BL/6Babr.**

| Confirmed pregnant | Pups | Weaned |
|--------------------|------|--------|
| 9                  | 29   | 13     |

**Supplementary Table 2. Numbers of pregnancies, pups cross-fostered and weaned when *Dnmt3a*<sup>*+/D329A*</sup> females in late pregnancy were subjected to caesarean section and pups fostered to CD1 mothers.**

| Male           | 10 days | 4 weeks | 6 weeks | 8 weeks | 10 weeks | 12 weeks |
|----------------|---------|---------|---------|---------|----------|----------|
| <i>+/+</i>     | 19      | 19      | 18      | 19      | 19       | 18       |
| <i>Δ/+</i>     | 12      | 12      | 12      | 12      | 12       | 12       |
| <i>+/D329A</i> | 7       | 7       | 8       | 8       | 7        | 7        |
| <i>Δ/D329A</i> | 12      | 12      | 12      | 13      | 13       | 11       |
| Female         | 10 days | 4 weeks | 6 weeks | 8 weeks | 10 weeks | 12 weeks |
| <i>+/+</i>     | 7       | 7       | 8       | 8       | 8        | 8        |
| <i>Δ/+</i>     | 11      | 11      | 13      | 13      | 13       | 13       |
| <i>+/D329A</i> | 4       | 4       | 5       | 5       | 5        | 5        |
| <i>Δ/D329A</i> | 8       | 8       | 8       | 8       | 8        | 8        |

**Supplementary Table 3. Numbers of individual mice at indicated ages used (*n* value) to generate body weight curve plots (Figure 1c).**

# Supplementary material for: A DNMT3A PWWP mutation leads to methylation of bivalent chromatin and growth retardation in mice
**Source:** Nat Commun. 2019 Apr 23;10:1884. doi: 10.1038/s41467-019-09713-w
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

All software and code used is open-source and publicly available. Data was processed using TrimGalore 0.5.0, Bismark 0.19.1, Bowtie 1.2.2, Hisat2 2.1.0.

Data analysis

All software and code used is open-source and publicly available. The analysis was done using Seqmonk 1.42.0 and R Statistical Software 3.4.1.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequence data that support the findings of this study have been deposited in Gene Expression Omnibus with the primary accession code GSE117728.

Raw data for Figures 1c, 2a, 3a, 4a-b, 6e-i, 8b-c and Supplementary Figures 3, 4a, 4c-d, 5a-b, 11a, 11f-i is provided in Source Data. Raw data for Figures 2c-d, 5b is provided in Supplementary Data.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data exclusions | One hypothalamus adult Dnmt3a_Del/D329A RNA-seq sample was excluded from the analysis. Initial quality control analysis showed it was enriched for reads of 30bp length, had highly skewed mean GC content and contained approximately 50% less data than the next lowest coverage sample within the cohort. Subsequently, hierarchical clustering showed it branched off early and was dissimilar to any other samples, and had gene expression range which lacked values falling within range of -4 to -2 log <sub>2</sub> (RPKM), unlike other 9 samples analysed. |
| Replication     | All experiments were done in biological replicates, which are reported in the Figures, Legends and Methods.                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Randomization   | Experimental groups were allocated based on tissue type, genotype and age of mice, thus it was not completely randomised. Otherwise, all tissues were collected in litters which had a random number of mice of each genotype. Samples were selected from a range of different litters based solely on genotype and age.                                                                                                                                                                                                                                              |
| Blinding        | The investigators were not blinded to the group allocation during experiments or outcome assessment because genotypes of animals had to be known in prior.                                                                                                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-H3K27me3 (Millipore 07-449)<br>anti-H3K36 (Diagenode C15410192)<br>anti-H3K4me3 (Diagenode C15410003)  |
| Validation      | These antibodies are widely used for ChIP-seq and have been validated by their respective source companies. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                      |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse ( <i>Mus musculus</i> , strain C57BL/6BabR) tissues collected from both males and females animals at ages E7.5, P1, P25 and ~14 weeks were used in this study. |
| Wild animals            | Study did not involve wild animals.                                                                                                                                  |
| Field-collected samples | Study did not involve field-collected samples.                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

*May remain private before publication.*

Sequence data that support the findings of this study have been deposited in Gene Expression Omnibus with the primary accession code GSE117728.

### Files in database submission

Adult\_ht\_ChIP\_K4\_+\_1  
Adult\_ht\_ChIP\_K4\_+\_2  
Adult\_ht\_ChIP\_K4\_+\_3  
Adult\_ht\_ChIP\_K4\_del-mut\_1  
Adult\_ht\_ChIP\_K4\_del-mut\_2  
Adult\_ht\_ChIP\_K4\_del-mut\_3  
Adult\_ht\_ChIP\_K27\_+\_1  
Adult\_ht\_ChIP\_K27\_+\_2  
Adult\_ht\_ChIP\_K27\_+\_3  
Adult\_ht\_ChIP\_K27\_del-mut\_1  
Adult\_ht\_ChIP\_K27\_del-mut\_2  
Adult\_ht\_ChIP\_K27\_del-mut\_3  
Adult\_ht\_ChIP\_K36\_+\_1  
Adult\_ht\_ChIP\_K36\_+\_2  
Adult\_ht\_ChIP\_K36\_+\_3  
Adult\_ht\_ChIP\_K36\_del-mut\_1  
Adult\_ht\_ChIP\_K36\_del-mut\_2  
Adult\_ht\_ChIP\_K36\_del-mut\_3  
Adult\_ht-ChIP\_input\_+\_1  
Adult\_ht-ChIP\_input\_+\_2  
Adult\_ht-ChIP\_input\_+\_3  
Adult\_ht\_ChIP\_input\_del-mut\_1  
Adult\_ht\_ChIP\_input\_del-mut\_2  
Adult\_ht\_ChIP\_input\_del-mut\_3

### Genome browser session

(e.g. [UCSC](#))

<http://epigenomegateway.wustl.edu/browser/?genome=mm10&session=klvBjEz5z5&statusId=1188949108>

## Methodology

### Replicates

Three biological replicates were used per each genotype. Every individual sample was then used for H3K4me3, H4K27me3, H3K36me3 and input ChIP-seq library generation.

Replicate agreement:

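The similarity of the replicates was computed from the deposited tiles, including those of chromosomes X, Y and MT. Pearson's r between the 3 libraries of a genotype ranged from 0.992 to 0.993 for H3K4me3 in +/+ and from 0.980 to 0.989 in Δ/D329A. H3K36me3 gave 0.911 to 0.923 and 0.892 to 0.898, and input gave 0.756 to 0.801 and 0.823 to 0.826. On the autosomes alone the input values were 0.723 to 0.754 and 0.757 to 0.776.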

H3K4me3 +/- : 0.9923281, 0.9933433, 0.99309784;  
H3K4me3 del/D329A : 0.984117, 0.9881814, 0.9893899;  
H3K27me3 +/- : 0.8889338, 0.8922302, 0.87033165;  
H3K27me3 del/D329A : 0.8887717, 0.867342, 0.89176285;  
H3K36me3 +/- : 0.9215261, 0.91227573, 0.91026247;  
H3K36me3 del/D329A : 0.89590716, 0.8956215, 0.8923797;  
input +/- : 0.66748625, 0.6788064, 0.72019804;  
input del/D329A : 0.7562018, 0.7471351, 0.72750074.

### Sequencing depth

All libraries were sequenced in 75bp single-end mode.  
Adult\_ht\_ChIP\_K4\_+\_1 Total: 26065430 Uniquely mapped: 15811942;  
Adult\_ht\_ChIP\_K4\_+\_2 Total: 24742605 Uniquely mapped: 15035465;  
Adult\_ht\_ChIP\_K4\_+\_3 Total: 25346843 Uniquely mapped: 15223889;  
Adult\_ht\_ChIP\_K4\_del-mut\_1 Total: 25531851 Uniquely mapped: 15944967;  
Adult\_ht\_ChIP\_K4\_del-mut\_2 Total: 20052247 Uniquely mapped: 12676361;  
Adult\_ht\_ChIP\_K4\_del-mut\_3 Total: 28877523 Uniquely mapped: 15493430;  
Adult\_ht\_ChIP\_K27\_+\_1 Total: 23941847 Uniquely mapped: 15891090;  
Adult\_ht\_ChIP\_K27\_+\_2 Total: 25697305 Uniquely mapped: 16654128;

Adult\_ht\_ChIP\_K27\_+\_3 Total: 30991066 Uniquely mapped: 20169667;  
 Adult\_ht\_ChIP\_K27\_del-mut\_1 Total: 23927549 Uniquely mapped: 14874941;  
 Adult\_ht\_ChIP\_K27\_del-mut\_2 Total: 39804568 Uniquely mapped: 26178087;  
 Adult\_ht\_ChIP\_K27\_del-mut\_3 Total: 30309992 Uniquely mapped: 19697272;  
 Adult\_ht\_ChIP\_K36\_+\_1 Total: 32880597 Uniquely mapped: 22850000;  
 Adult\_ht\_ChIP\_K36\_+\_2 Total: 29471102 Uniquely mapped: 21092107;  
 Adult\_ht\_ChIP\_K36\_+\_3 Total: 28734886 Uniquely mapped: 19107197;  
 Adult\_ht\_ChIP\_K36\_del-mut\_1 Total: 29937232 Uniquely mapped: 20537472;  
 Adult\_ht\_ChIP\_K36\_del-mut\_2 Total: 30238060 Uniquely mapped: 20345215;  
 Adult\_ht\_ChIP\_K36\_del-mut\_3 Total: 28528176 Uniquely mapped: 19056381;  
 Adult\_ht-ChIP\_input\_+\_1 Total: 18726261 Uniquely mapped: 14708936;  
 Adult\_ht-ChIP\_input\_+\_2 Total: 28176825 Uniquely mapped: 21579336;  
 Adult\_ht-ChIP\_input\_+\_3 Total: 30719847 Uniquely mapped: 23890358;  
 Adult\_ht\_ChIP\_input\_del-mut\_1 Total: 39855286 Uniquely mapped: 30207874;  
 Adult\_ht\_ChIP\_input\_del-mut\_2 Total: 32097044 Uniquely mapped: 24772961;  
 Adult\_ht\_ChIP\_input\_del-mut\_3 Total: 28336929 Uniquely mapped: 21697211.

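The uniquely mapped reads can be recovered from the deposited ChIP-seq values, since every value is a whole number of reads on the scale of its library. The numbers recovered for the 24 libraries differed from the listed ones by at most 2 reads.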

## Antibodies

anti-H3K27me3 (Millipore 07-449)  
 anti-H3K36 (Diagenode C15410192)  
 anti-H3K4me3 (Diagenode C15410003)

## Peak calling parameters

Generally the analysis was done using enrichment over genome tiles. When needed, peaks were called using MACS peak caller embeded within Seqmonk 1.42.0 software with default parameters, using a significant threshold of  $p < 0.00001$ , a fragment size of 1kb, and input controls as a reference.

## Data quality

Hierarchical clustering and replicate correlations were used to assess data quality.

## Software

The analysis was done using Seqmonk 1.42.0.

How the deposited data were processed for this re-analysis (not part of the article)

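Processed values were used for 9 RNA-seq libraries (5 +/+, 4 Δ/D329A) and 24 ChIP-seq libraries (3 +/+ and 3 Δ/D329A each for H3K4me3, H3K27me3, H3K36me3 and input), all from the hypothalamus of mice aged 14 weeks. A further Δ/D329A RNA-seq library was left out by the authors as of low quality. The bisulfite libraries of the study were not analysed here, and methylation values of canyons are the paper's own from Supplementary Data 12. Peaks and gene ontology terms were not analysed here.

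For RNA-seq, the authors trimmed the reads with TrimGalore, mapped them to GRCm38 with HiSat2, merged the reads over the exons of each gene with the RNA-seq pipeline of SeqMonk, corrected for length and deposited log2 RPKM values. A gene without a read in a library is deposited at a floor of 0.9 reads. For ChIP-seq, the authors trimmed the reads, mapped them with Bowtie and quantified them with SeqMonk over tiles of 2000 bp every 1000 bp, and the deposited signal is the number of reads in a tile corrected for the total number of uniquely mapped reads (RPM in this text), not divided by tile length and without input subtracted. Whole reads were recovered from both kinds of values, within 0.02 reads for RNA-seq and 0.01 for ChIP-seq, and were used for edgeR and DESeq2, for TMM factors, for read numbers per library and for resampling and thinning of reads. The uniquely mapped reads per library ranged from 12676361 to 15944966 for H3K4me3, from 14874941 to 26178088 for H3K27me3, from 19056381 to 22850001 for H3K36me3 and from 14708936 to 30207875 for input, and the reads on genes from 5617915 to 9976635 in +/+ and from 3874067 to 6598714 in Δ/D329A RNA-seq libraries. A gene with 0 reads over all +/+ libraries was given 3 reads there as an approximate upper bound. Ratios where a genotype has 1 to 3 reads are given with an exact 95% interval of counting error.

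Expression was compared with limma 3.58.1 in R 4.3.3, with the variance as a trend on the mean, over genes at or above 0.1 RPKM in at least 4 libraries, at a Benjamini-Hochberg adjusted p under 0.01. Mitochondrial genes were left out. A mark was averaged over the tiles whose centre lies in a region and compared with limma on log2 of the value plus 0.1 RPM, at an adjusted p under 0.05, over 779 canyons and over promoters from 1500 bp before to 500 bp after the transcription start. All tests are two-sided. The Dnmt and Tet transcripts, the regions at Pou4f1 and Tal1 and the mitochondrial share were also compared with exact permutation tests, which cannot give a p under 0.00794 for 5 animals against 4 or under 0.1 for 3 against 3. Correlations across canyons or genes have permutation p values from 100000 resamples (seed 31) and are not tests across animals. Gene sets were tested with camera at a preset correlation of 0.01 and with fry, and the genes that start in a canyon also with camera at the estimated correlation. Random regions are the 1998 listed in the copy of Supplementary Data 14 used here. The copies of Supplementary Data 1 and 3 used here hold 253 genes and 1998 regions and are parts of the full lists, so that nothing was tested for overlap with them. Descriptions and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

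The genes named are those that the paper names for expression in its text, Fig. 1d, Fig. 6l, Fig. 7 and Supplementary Figs. 3 and 9, the 5 called higher and the 5 called lower with the largest log2 difference among those without overlap between the groups, the 5 canyons called with the largest fall and the 5 with the largest rise of H3K27me3, and members of marker lists. The marker lists are those of cortical projection neurons, striatal neurons, thalamic neurons, medial habenula neurons, hypothalamic neuropeptides, anterior pituitary, choroid plexus, meningeal and melanocytic cells, endothelial cells, erythroid cells, astrocytes, microglia, oligodendrocytes, oligodendrocyte precursors, immediate early genes, cholesterol synthesis, Polycomb components, nuclear genes of the respiratory chain, female Xist and male chromosome Y genes. Genes of a list that the copy of Supplementary Data 1 used here names were left out of its median. The list of medial habenula neurons was added after the values of the thalamic list had been seen.

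The fits were tested on simulated data. Changed genes and regions were drawn only from those with enough reads, and the dispersion was fixed for all of them. With 200 genes changed by 2 on the log2 scale, the limma fit of RNA-seq recovered 197 with 0 false calls and the edgeR fit recovered 200 with 2. Recovery of genes near the floor, or with a larger spread between animals, was thus not tested. With 200 canyons changed by 1, the fit recovered 191 for H3K27me3 (8 false calls), 195 for H3K4me3 (14) and 138 for H3K36me3 (6). The promoter fit recovered 70 of 200 changes of 1, so it misses most changes of that size. Camera gave a limma p of 4.5e-60 for a raised set and of 0.334 for an unchanged set in simulated libraries. The comparisons and their tests, the rule for named genes and a first set of alternatives were chosen before the data were examined. These alternatives were median centring and quantile normalization, other filters and pseudocounts, other thresholds, limma without the trend, library weights, input subtraction, centring on random regions, TMM factors, other tile and promoter limits, the replicate number as a block and leaving out each library in turn. The fits with edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, the library batch as a block, the genes called by DESeq2 in the correlation with promoter H3K4me3 and the listed DMRs in place of canyons were added after the values had been seen. Values of some single genes are not reported here. DESeq2 and edgeR had been planned only for a file of counts, and the file holds log2 values. Further tests of technical and biological explanations were written in part after the results they concern, which the closing section states.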

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

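The tests of read counts for Tuba1c, Gpnmb and Dnmt3l, of a mislabelled library, of thalamic neurons, of H3K4me3 at habenula promoters and of canyons that overlap a gene were chosen only after these results were seen.

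Among 68 groups of libraries examined for a single library far from the others (Dixon's test), 3 were past the limit, where chance alone marks about 1 in 20. Δ/D329A replicate 2 lay below the other Δ/D329A libraries in 2 of them. Its Tuba1c was at −0.38 log2 RPKM where the next library was at 2.09, from 16 reads against 99 to 143, and its Gpnmb was at 0.20 where the next was at 1.13, from 46 reads against 99 to 122. A mislabelled +/+ animal is argued against by the genes called higher in a limma fit without this library. Apart from Tuba1c and Gpnmb there were 12, and all 12 lay above every +/+ library in Δ/D329A replicate 2. As a test of counting error at few reads, reads were drawn by the depth of the libraries 100000 times. The share of draws with a spread as large was 1.0e-05 for Tuba1c, the smallest that can be had, and 0.0173 for Gpnmb. This sets single libraries against counting error alone and decides nothing on its own, so a difference between animals or dissections stays open, and these cannot be told apart with 1 library per animal. The design gives no condition that parts this animal from the others, and no biological explanation was tested.

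Dnmt3l in +/+ replicate 5 was at −3.65 log2 RPKM where the next +/+ library was at −5.47, from 4 reads against 0 to 1. Reads drawn by depth gave a spread as large in a share of 0.00555. With 5 reads over the +/+ group, counting error and expression in this animal cannot be told apart, and no biological explanation was tested.

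Genes of thalamic neurons, which the paper does not discuss, were higher in Δ/D329A hypothalamus. The list holds 9 genes, of which 8 were tested and 3 (Tnnt1, Gbx2 and Ramp3) stand in the part of the paper's list of changed genes used here. The other 5 had a median log2 difference of 0.73, and all 5 were higher: Plekhg1 by 1.00, Rora by 0.75, Tcf7l2 by 0.73, Prkcd by 0.52 and Lef1 by 0.52. Rora, the most abundant, rose from 2.61 to 3.36 log2 RPKM. Of these 5, limma called 0 on its own (3 at an unadjusted p under 0.05), edgeR called 0 and DESeq2 called 1, Rora (adjusted p 0.00453). The limma camera adjusted p of the set was 0.000451, while limma fry gave an adjusted p of 0.318, so the call does not hold under fry. The median stayed between 0.70 and 0.73 under median centring, quantile normalization, edgeR and DESeq2. With the 3 listed genes it was 0.87.

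Neighbouring thalamus in the Δ/D329A dissections may explain part of the genes called higher, which the paper takes as genes switched on in the mutant. More thalamus in the Δ/D329A samples would raise the thalamic list, but its rise of 0.73 is the result that raised the question and is no test of it, so this stays open. The list of medial habenula, which borders the thalamus, had a median of −0.32 with 1 of 6 genes higher and members in both directions, which decides nothing. For neighbouring cortex in the Δ/D329A dissections, the list of cortical projection neurons holds 12 genes, of which 9 were tested and 2 stand in the part of the paper's list used here. The other 7 had a median of 0.0529 with members in both directions (Slc17a7 0.34, Camk2a 0.25, Nrgn 0.05, Fezf2 −0.59), and Camk2a, the most abundant, went from 4.17 to 4.42 log2 RPKM. This decides nothing on cortex. That the genes called higher are those that start in a canyon is argued against by 11 of the 15 that start outside a listed canyon, and genes that start in a canyon did not move as a set (limma camera p 0.618). A start outside a canyon leaves room for a canyon inside the gene, as in Wt1. A listed canyon overlaps 5 of the 15 genes and not the other 10, so a direct effect of canyons on the expression of these 5 stays open. H3K27me3 at promoters of the 5 thalamic genes changed by a median of −0.0089 on the log2 scale, against −1.01 at Pou4f1 and −0.40 at Tal1, and H3K4me3 there by −0.06, against 2.09 at Pou4f1 and −0.03 at Tal1. More habenula in the ChIP-seq samples is argued against as the cause of the rise of H3K4me3 at Pou4f1. H3K4me3 at the promoters of 7 habenula genes was lower in all 7, with a median of −0.66, and the median of these promoters was lower in each Δ/D329A library (at most 0.84 on the log2 scale) than in each +/+ library (at least 0.95). Their H3K27me3 changed by 0.12. The marks come from other animals than the RNA, and promoters of genes that hypothalamus also expresses need not carry H3K27me3, so more thalamus and loss of silencing at Pou4f1 and Tal1 cannot be told apart from these values. A change of gene regulation by the mutant DNMT3A, which the design names, stays open as well.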

How the results depend on the processing

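The edgeR and DESeq2 fits, the library batch as a block, the genes called by DESeq2 and the listed DMRs were tests chosen only after the results were seen.

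Across the answers to a comparison, 95 of 132 values under an alternative were the same, 13 were weaker, 12 stronger, 12 moved and 0 reversed. With a library left out, 101 of 129 were the same, 16 were weaker, 2 stronger, 10 moved and 0 reversed. Named genes kept their call in 273 of 305 values under alternatives and in 192 of 234 with a library left out, named canyons in 90 of 100 and 57 of 60, and the regions at Pou4f1 and Tal1 their value in 26 of 28 and 96 of 96. Except where a sentence gives one, the cause of a change was not tested.

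The number of genes called, 19 in the chosen setting, was 34 with median centring, 32 with quantile normalization, 11 with the limit at 0.5 RPKM (fewer genes tested), 35 at an adjusted p under 0.05, 34 with library weights, 77 with edgeR and 251 with DESeq2, and from 11 (without Δ/D329A replicate 4) to 18 (without +/+ replicate 1) with a library left out. The split of 15 higher and 4 lower became 22 and 12 with median centring, 16 and 16 with quantile normalization, 40 and 37 with edgeR and 133 and 118 with DESeq2. The median +/+ expression of the genes called higher, −4.24 log2 RPKM, was −3.69 with median centring, −5.23 without the expression limit, −3.01 with the limit at 0.5 RPKM, −3.59 with a pseudocount of 1 RPKM, −0.67 with edgeR and 1.20 with DESeq2, and from −5.15 (without Δ/D329A replicate 1) to −4.24 (without +/+ replicate 1) with a library left out. With a library left out, Tuba1c kept its call in 2 of 9 fits, Gabra2 in 5 and Mndal in 1, and Rln1 and Nr2e1 kept it in none. The limma camera p of genes that start in a canyon moved from 0.618 to 0.0258 without the expression limit.

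The canyons called for H3K27me3, 150 in the chosen setting (36 higher, 114 lower), were 99 centred on random regions (38 and 61), 91 with TMM factors (37 and 54), 21 with input subtracted, 61 at an adjusted p under 0.01 and 94 with edgeR (42 and 52), and from 55 (without +/+ replicate 3) to 162 (without Δ/D329A replicate 2) with a library left out. For H3K4me3, 30 became 10 centred, 8 with TMM factors, 0 with input subtracted (limma, 60 at an unadjusted p under 0.05; edgeR without subtraction 10), 11 at an adjusted p under 0.01 and 10 with edgeR, and from 7 (without Δ/D329A replicate 1) to 55 (without Δ/D329A replicate 2). The median log2 difference of H3K4me3 over all canyons was −0.11, −0.22 centred and 0.02 with edgeR, so single falls are read against that shift. For H3K36me3, 9 became 82 with every overlapping tile, 2 at an adjusted p under 0.01 and 73 with edgeR, and from 0 (without +/+ replicate 1; limma, 110 at an unadjusted p under 0.05; edgeR with all libraries 73) to 29 (without Δ/D329A replicate 2). Its median log2 difference was 0.26, and 0.41 with edgeR. The number of canyons called for H3K36me3 was not computed with input subtracted, since 96.0% of their values were at or below input. Promoter calls of H3K4me3, 0 with limma (495 at an unadjusted p under 0.05), were 2 with input subtracted and 1 with edgeR (100 at an unadjusted p under 0.05).

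The tile correlation between genotypes was 0.929 for H3K4me3 on the log2 scale, from 0.932 (without +/+ replicate 3) to 0.946 (without +/+ replicate 2) for H3K27me3 and from 0.9496 (without Δ/D329A replicate 2) to 0.957 (without Δ/D329A replicate 3) for H3K36me3. With input subtracted, mark levels over listed DMRs, H3K4me3, hyper- minus hypomethylated median, moved to 1.53, mark levels over listed DMRs, H3K36me3, hyper- minus hypomethylated median, moved to −0.0618, and the highest minus the lowest expression class was −0.566 for H3K27me3 and 1.08 for H3K36me3. That step was 27.0 for H3K4me3 with promoters of 1000 bp on each side. The correlation of promoter H3K4me3 with expression, 0.568, was 0.365 as a log2 ratio and from 0.397 (without H3K4me3 Δ/D329A replicate 1) to 0.639 (without H3K4me3 Δ/D329A replicate 2).

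The genotypes share replicate numbers and nothing else that is stated. The deviations of same-numbered RNA-seq libraries correlated by 0.137, −0.0512, −0.0477 and −0.0543, and over canyons those of H3K27me3 by 0.0464, 0.108 and −0.0481, of H3K4me3 by 0.0196, −0.0686 and 0.166 and of H3K36me3 by 0.0361, 0.00954 and −0.0380. With the replicate number as a block, 16 genes, 166 canyons for H3K27me3, 31 for H3K4me3 and 30 for H3K36me3 were called, and the promoter correlation was 0.593. Of the 19 genes called without the block, 14 were called with it. With the library batch as a block, 171, 45 and 6 canyons were called. Some genes have few reads: Hoxd8 and Dnmt3b fell under the expression limit, and 0 reads of Hoxa7 in +/+ give a bound only. Depth was not tested as the cause.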

Differences from the paper's values

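The edgeR and DESeq2 fits, the listed DMRs in place of canyons, r squared in place of r and the genes called by DESeq2 were tests chosen only after the values were seen.

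Counts are said to differ here where one is more than 1.5 times the other, and correlations where they are further apart than an SD, taken over the fits that leave out a library for methylation gain and promoters and over pairs of libraries for tiles (at least 0.005) and replicates. The paper gives 259 differentially expressed genes where limma called 19 at the same threshold. All alternatives set before the data were examined differ from the paper's number (11 to 35 genes). Among the added ones, edgeR (77) differs as well, and DESeq2 (251), chosen after seeing the values, is lower than the paper's number by less than this limit.

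The paper's correlation of methylation gain with the change of H3K27me3 is about 0.077 in Fig. 6j, read by eye, where the value here is −0.667 over canyons. The figure gives R without a sign and does not say whether it is squared, and the line drawn in it falls. All alternatives set before the data were examined differ, among them the log2 ratio (−0.225), and so do the listed hypermethylated DMRs (−0.381), which were chosen after seeing the values. As r squared, also taken after seeing the values, the value is 0.444 over canyons and 0.145 over the listed DMRs, both of which differ, and with the log2 ratio it is 0.0508, which does not (SD 0.0661). For initial H3K27me3 the paper's value is about 0.32 in Fig. 6k, read by eye, where the value here is 0.965 over canyons. All alternatives set before the data were examined differ, and so does the value over listed hypermethylated DMRs (0.590). As r squared the value is 0.931 over canyons and 0.348 over the listed DMRs, which is the closest to the paper's and still further apart than the SD of 0.00303. The paper's figures cover DMRs and the values here cover canyons.

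For the correlation of tiles between genotypes, the paper's values are about 1.0 for H3K4me3 and about 0.96 for H3K36me3 in Supplementary Fig. 12, read by eye, and the values here (0.995 and 0.962) do not differ. Of the alternatives set before the data were examined, the log2 scale (0.929) and leaving out +/+ replicate 2 or 3 or Δ/D329A replicate 2 or 3 differ for H3K4me3, and leaving out +/+ replicate 3 or Δ/D329A replicate 1 or 2 differs for H3K36me3.

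The paper's correlation of promoter H3K4me3 with expression is about 0.47 in Fig. 6l, read by eye, where the value here is 0.568. Of the alternatives set before the data were examined, leaving out H3K4me3 +/+ replicate 3 (0.490) does not differ and the others do (SD 0.0569). With the genes called by DESeq2, chosen after seeing the values, it was 0.484 over 249 genes, which does not differ.

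For the correlation between replicates, the paper gives 0.87033165 to 0.8922302 for H3K27me3 in +/+ where the values here are 0.884 to 0.887, 0.66748625 to 0.72019804 for input in +/+ where they are 0.756 to 0.801, and 0.72750074 to 0.7562018 for input in Δ/D329A where they are 0.823 to 0.826. On the autosomes the last 2 are 0.723 to 0.754 and 0.757 to 0.776. No alternative to these correlations was set before the data were examined.

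In Supplementary Fig. 3 the paper's error bars, given as SD, are about 0.4 for Dnmt3b in +/+ and about 0.4 for Dnmt3l in +/+, read by eye, where the SDs here are 0.935 and 0.904. The standard errors of the mean here are 0.418 and 0.404. No alternative was set before the data were examined.

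The paper names Ghsr, Bdnf, Sirt1 and Cartpt among the genes lower in Δ/D329A, and limma called none of these 4. Cartpt was called with median centring and quantile normalization, and with edgeR and DESeq2, and Ghsr with edgeR and DESeq2, both tools chosen after seeing the values. The paper names Tal1 and Hoxd8 among the genes higher in Δ/D329A, and neither was called in the chosen setting. Tal1 was called with median centring, with a pseudocount of 0.1 or 1 RPKM, at an adjusted p under 0.05, with library weights and without +/+ replicate 1, and with edgeR and DESeq2, chosen after seeing the values. Hoxd8 was called with DESeq2, chosen after seeing the values. Abca8a, which the paper's figures show as changed, was called only with edgeR and DESeq2, and Lhx9 only with DESeq2, both chosen after seeing the values. Chchd7, which they also show, was called under none, and neither were Bdnf and Sirt1. The paper states that hypermethylation of unmethylated regions was associated with neither H3K4me3 nor H3K36me3, present or absent, and over canyons the rank correlation of gain was −0.793 with H3K4me3 and −0.380 with H3K36me3 here. The paper also proposes that H3K4me3 keeps opposing the mutant enzyme, which is the direction of the −0.793. No canyon lay in the highest quintile of both H3K4me3 and H3K27me3. Neither coefficient was taken at equal H3K27me3, so they do not part these marks from H3K27me3.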

Other observations

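The tests of H3K4me3 and H3K36me3 under other splits of the libraries, of the mitochondrial share at equal share of reads on genes, of the library medians, of the library batch in H3K4me3 and in the animals, of the Pou4f1 promoter and of chromosome 12 were chosen only after these results were seen.

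Other splits of the 9 RNA-seq libraries into 5 and 4 rarely gave as many genes as the genotypes did. Of 100 splits, 1, the real one, gave 19 or more, and the highest of the others gave 2. For the set of genes that start in a canyon, 75 of 100 splits gave a camera p as small as 0.618. The 6 ChIP-seq libraries of a mark allow 10 splits, so a share under 0.1 cannot be had. Of these 10, 1 gave as many canyons as the genotypes for H3K27me3 (the others 0), 1 for H3K4me3 (the others at most 4) and 1 for H3K36me3 (the others 0), and the split that follows the library batch gave 0 for each mark. At an unadjusted p under 0.05 the batch split gave 16 canyons against 250 for the genotypes in H3K27me3 and 59 against 155 in H3K36me3, but 79 against 84 in H3K4me3, where another split gave 100. With the batch as a block, 45 canyons were called for H3K4me3. For promoter H3K4me3 limma called 0 (495 at an unadjusted p under 0.05; edgeR 1), so that all 10 splits give as many by design, which says nothing. At an unadjusted p under 0.05 the batch split gave 2311 promoters and other splits 1665 and 648, more than the 495 of the genotypes. With the batch as a block, the genotypes gave 1338 and limma still called 0.

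Of the 19 genes called by limma, 0 lie on chromosome 12, which holds Dnmt3a. On it 625 genes were tested, 50 had an unadjusted p under 0.05, edgeR called 2 and DESeq2 called 8. The genes called lie on 10 chromosomes, so a strain variant linked to Dnmt3a that acts only on nearby genes does not account for them. A linked variant that acts on genes elsewhere cannot be told apart from the mutation by position.

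The mitochondrial genes held 2.70 ± 0.838% of the reads on genes in +/+ (SD, n = 5) and 1.11 ± 0.108% in Δ/D329A (SD, n = 4), a log2 difference of −1.23 (exact permutation p = 0.0159, two-sided). Of 13 mitochondrial genes 12 were lower, with a median log2 difference of −1.28. The paper excluded these genes. The share of reads that fall on genes is argued against as the cause. At equal share the log2 difference was −1.21 (exact permutation p = 0.0317), and across the 9 libraries both shares were related by r = 0.321 (exact permutation p = 0.395). For fewer mitochondria in the cells, the nuclear genes of the respiratory chain had a median log2 difference of 0.14, with 71 of 92 genes higher, members in both directions and no shift as a set (limma camera p 0.140, fry p 0.584). This decides nothing, and fewer mitochondria stay open. The handling of the tissue and the removal of ribosomal RNA were not tested and stay open.

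The median log2 RPKM of a library followed its share of reads on genes with r = 0.972 (exact permutation p = 0.00046, rho = 0.783 with p = 0.0172, r without the 2 farthest libraries 0.945). Scaling to reads outside genes may therefore explain why the number of genes called moved with median centring. The change of the genes themselves was not tested in this way.

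Besides the thalamic list, camera placed the lists of cholesterol synthesis (median log2 difference −0.33, 0 of 10 genes higher, adjusted p = 0.000242), erythroid cells (0.63, 5 of 5 higher, adjusted p = 0.0254), oligodendrocytes (−0.19, 0 of 7 higher, adjusted p = 0.0432) and medial habenula neurons (1 of 6 higher, adjusted p = 0.0432) apart from the other genes. None of them holds under fry, where the smallest adjusted p of any list was 0.318. Genes that the paper lists were left out, 4 of them from the cholesterol list. The scaling of the libraries is argued against for cholesterol synthesis, whose median was −0.34 with quantile normalization and between −0.33 and −0.35 under all scalings run. The others had medians of 0.41 (microglia), 0.24 (immediate early genes), 0.22 (astrocytes), 0.17 (endothelial cells), 0.07 (Polycomb components), 0.04 (striatal neurons; −0.07 with quantile normalization and −0.01 with DESeq2), −0.01 (anterior pituitary; 0.00 with edgeR), −0.04 (hypothalamic neuropeptides), −0.14 (oligodendrocyte precursors), −0.16 (meningeal and melanocytic cells) and −0.31 (choroid plexus; 0.16 with DESeq2). The lists of Xist and chromosome Y genes held no gene that was tested as a set. A change of cell composition in the mutant, which the design names as a genotype, was not tested apart from these lists.

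In the ChIP-seq libraries, coverage of the deleted exon 18 of Dnmt3a does not show the genotype. Input over the tiles that hold it, on chromosome 12 from 3902381 to 3902471, was 0.751 ± 0.0894 RPM in +/+ and 0.663 ± 0.323 in Δ/D329A (SD, n = 3 each, exact permutation p = 0.7), a ratio of 0.884. The exon is 91 bp long in tiles of 2000 bp, so a mislabelled library and a right label cannot be told apart by it.

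The fall of H3K27me3 over canyons is not a product of scaling to library size alone, since 61 canyons were called with a fall after each library was centred on random regions. Regression towards the mean as the whole cause is argued against by the change taken against other +/+ libraries than the initial level, where r was −0.587 at its weakest and −0.709 at its strongest, while the same calculation between +/+ libraries alone gave −0.421, −0.447 and −0.00972 (beside −0.700, −0.709 and −0.587). Part of the relation may thus come from it. The library batch is argued against by the 171 canyons called with the batch as a block. The rise of H3K27me3 at 36 canyons is harder to place. Of the 36, 21 start below the level of random regions and 27 reach above it, while the quintile of canyons with least H3K27me3 changed by −0.10 on the log2 scale at the median (−0.27 to 0.10 over libraries). A higher background that differs between regions cannot be told apart from a true rise there, and the effect of the genotype stays open.

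The H3K27me3 library of +/+ replicate 3 resembled Δ/D329A replicates 2 and 3 (r = 0.913 and 0.902) more than the other +/+ libraries (0.886 and 0.884). A batch may explain this, as the mitochondrial coverage of the H3K4me3 libraries of these 3 animals was at least 29.5 RPM against at most 19.2 in the others, so 2 marks split between the same animals. Over tiles, H3K4me3 of +/+ replicate 3 did not show the resemblance. Its r was 0.9927 and 0.9914 with Δ/D329A replicates 2 and 3, and 0.9932 and 0.9925 with the other +/+ libraries. A difference in depth is argued against as the whole cause. On every second autosomal tile and with all libraries thinned to 14874941 reads (5 draws), the lower r with the Δ/D329A libraries was 0.873 at its lowest against at most 0.870 with the +/+ libraries. The gap of 0.0132 shrank to between 0.0035 and 0.0042, so depth accounts for part of it. A difference between the animals themselves cannot be told apart. In H3K36me3 the higher r was 0.908, below that with the +/+ libraries (0.914 and 0.911). Input of +/+ replicate 3 also had a higher r with Δ/D329A replicates 2 and 3 (0.823 and 0.814) than with the +/+ libraries (0.785 and 0.801). Its r with Δ/D329A replicate 1 was as high (0.823), so input did not set these 3 animals apart. No biological explanation was tested.

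The rise of H3K36me3 over canyons was 0.128 RPM in the quintile that gains most methylation and between 0.0347 and 0.0364 in the 3 quintiles that gain least, which argues against a background raised alike over all canyons. The rise in single libraries ranged from 0.0845 to 0.168 in the former and from −0.0176 to 0.0993 in the latter, so the ranges meet, and within each library the former was higher by 0.0518 to 0.132. The comparison within each library was set after a first rule's result had been seen. Input over canyons rose as well, by a median log2 change of 0.03 in the quintile that gains least and 0.12 in the one that gains most. H3K36me3 changed by 0.13 and 0.61 in these quintiles. A background that follows input was not tested, so it and an effect of the genotype stay open. The rise of H3K4me3 at promoters of genes called higher had a median of 0.22 on the log2 scale without Δ/D329A replicate 1, the library with the highest level over random regions, against 0.49 with it, where all promoters had 0.06 and −0.08. Without replicate 3, whose median over random regions was 0.194, it was 0.25, and without replicate 2 it was 0.70. The drop was thus not specific to replicate 1. With 15 genes chosen for their expression this decides nothing, and a higher H3K4me3 background in Δ/D329A replicate 1 and a true rise cannot be told apart for them. At the Pou4f1 promoter the other Δ/D329A libraries were at 6.71 RPM or more, above the highest +/+ library (2.15), which argues against background in replicate 1 as its cause.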
